# Linear ubiquitination prevents lipodystrophy and obesity-associated metabolic syndrome

**DOI:** 10.1126/sciadv.adw2539

**Published:** 2025-09-17

**Authors:** Ximena Hildebrandt, Önay Veli, Armel Hyoubi, Julia Zinngrebe, Ali T. Abdallah, Julian Rodefeld, Anne Hoffmann, Liane Gardeweg, Öykü Kaya, Elena Wagner, Andreas Lindhorst, Matea Poggenberg, Yuan Wang, Joëlle Dimmler, Jutta Schillings, Pegi Koci, Francesca Bonechi, Lucas Valdez Capuccino, Christine Kiefer, Konstantinos Kelepouras, Adhideb Ghosh, Falko Noé, Christian Wolfrum, Michael Singer, Gianmaria Liccardi, Tom Luedde, Aslihan Yavas, Ahmed Ghallab, Jan G. Hengstler, Philipp Antczak, Martin Gericke, Holger Winkels, Matthias Blüher, Henning Walczak, Alessandro Annibaldi, Pamela Fischer-Posovszky, Nieves Peltzer

## Abstract

Adipocyte hypertrophy during obesity triggers chronic inflammation, leading to metabolic disorders. However, the role of adipocyte-specific inflammatory signaling in metabolic syndrome remains unclear. The linear ubiquitin chain assembly complex, LUBAC, is an E3-ligase that generates nondegradative linear ubiquitination (Lin-Ub). LUBAC regulates NF-κB/MAPK-driven inflammation and prevents cell death triggered by immune receptors like TNF receptor-1. Here, we show that mice lacking HOIP, the Lin-E3 ligase catalytic subunit of LUBAC, in adipocytes (*Hoip^A-KO^*) display lipodystrophy and heightened susceptibility to obesity-induced metabolic syndrome, particularly metabolic dysfunction-associated steatotic liver disease (MASLD). Mechanistically, loss of HOIP attenuates TNF-induced NF-κB activation and promotes cell death in human adipocytes. Inhibiting caspase-8–mediated cell death is sufficient to prevent lipodystrophy and MASLD in *Hoip^A-KO^* obese mice. HOIP expression in adipose tissue positively correlates with metabolic fitness in obese individuals. Overall, our findings reveal a fundamental developmental role for Lin-Ub in adipocytes by mitigating cell death–driven adipose tissue inflammation and protecting against obesity-related metabolic syndrome.

## INTRODUCTION

The pathologic expansion of adipocytes during obesity leads to inflammation within white adipose tissue (WAT). This persistent, low-grade inflammation drives the development of multiple obesity-related metabolic disorders (*1*). While adipocytes are best known for their role in storing lipids, they also have important endocrine functions. They produce a range of signaling molecules, including cytokines such as tumor necrosis factor (TNF) and interleukin-6 (IL-6), and the bona fide adipokines leptin and adiponectin, which modulate inflammatory responses and metabolic processes (*2*). Adipocyte hypertrophy compromises the function and integrity of the whole adipose tissue (AT), contributing to the progression of metabolic diseases (*3*) such as diabetes (*4*), cardiovascular disease (*5*), and metabolic dysfunction-associated steatotic liver disease (MASLD) (*6*). Despite the substantial clinical importance, the precise mechanisms governing the inflammatory role of adipocytes and how these processes exacerbate metabolic complications in obesity remain unclear.

Cytokines of the TNF superfamily (SF) play a crucial role in regulating inflammatory gene activation and cell death responses. Accumulating evidence indicates that TNF-SF members are key drivers of metabolic syndrome (*7*–*10*). While their effect is primarily attributed to inflammatory gene activation via nuclear factor κB (NF-κB) and mitogen-activated protein kinase (MAPK) signaling pathways, the contribution of cell death induced by TNF-SF members is understudied. While it is established that cell death occurs during AT expansion and is linked to metabolic syndrome in obesity (*8*, *11*–*20*), the regulatory mechanisms underlying this process and its specific role in inflammation-related metabolic dysfunction remain poorly understood.

The linear ubiquitin chain assembly complex (LUBAC) is, so far, the only known E3 ubiquitin ligase that generates linear ubiquitin linkage chain types, or linear ubiquitination (Lin-Ub), on target proteins (*21*–*26*). LUBAC consists of HOIL-1 (*Rbck1*), HOIP (*Rnf31*), and SHARPIN (*sipl1*), and it regulates the signaling output of several members of the TNF receptor (TNFR)–SF, with TNFR1 being the most thoroughly characterized. The binding of TNF to its cognate receptor, TNFR1, promotes the assembly of a protein complex that comprises RIPK1, TRAF2, and the E3 ligases cellular inhibitor of apoptosis proteins 1 and 2 (cIAP1/2) and LUBAC, among other proteins (*27*). Ubiquitination events by both cIAP1/2 and LUBAC within this complex promotes the recruitment and activity of TAB1/2/TAK1 and inhibitor of nuclear factor κB kinase α/β (IKKα/β)/Nuclear Factor-kappa B Essential Modulator (NEMO) kinase complexes, resulting in optimal activation of MAPK and NF-κB pathways. Under certain conditions, TNF can promote the assembly of a cell death platform, composed of Fas-associated death domain protein, Caspase-8 and RIPK1 leading to apoptosis. Further binding of RIPK3 to RIPK1 results in activation of the pseudokinase mixed lineage kinase domain-like (MLKL) and execution of necroptosis, an event that is inhibited by caspase-8. Thus, Lin-Ub chains are crucial for optimal NF-κB/MAPK activation and prevention of cell death, making it indispensable for embryogenesis, skin, and immune cell homeostasis and prevention of liver cancer (*21*, *28*–*36*). Patients with inherited mutations in any of these components suffer from several life-threatening immunodeficiencies, auto-inflammation, amylopectinosis (*37*–*40*), and compromised NF-κB responses in nonimmune cells (*41*). A patient carrying a homozygous HOIP loss-of-function variant suffered from hepatomegaly, high blood triglycerides, and wasting. Anti-TNF therapy and low-fat diet temporarily ameliorate some of the clinical symptoms (*40*).

HOIP, the Lin-Ub-E3 ligase component of LUBAC, has been extensively studied in the context of inflammation and immune regulation (*42*), but its role in metabolic health is unknown. In this study, we report that HOIP deficiency in mature adipocytes leads to spontaneous lipodystrophy and increases metabolic syndrome upon diet-induced obesity. Mechanistically, we show that the metabolic disorders, i.e., lipodystrophy and obesity-induced metabolic syndrome, in mice lacking HOIP in adipocytes is driven by caspase-8–mediated cell death. We also provide evidence that Lin-Ub regulates cell death and inflammation in human adipocytes, with LUBAC levels positively correlating with improved metabolic health in obese individuals. This study underscores the role of Lin-Ub in maintaining AT homeostasis and preventing obesity-related metabolic disorders.

## RESULTS

### Lack of linear ubiquitination in adipocytes triggers metabolic syndrome in obese mice

To investigate whether Lin-Ub plays a role in obesity-associated metabolic dysfunction, we generated mice lacking HOIP, and therefore Lin-Ub (*33*), in mature adipocytes (fig. S1A) (*Hoip^fl/fl;AdipoqCre^*, hereafter called *Hoip^A-KO^*) and subjected them to a high-fat diet (HFD). Control mice fed with HFD for 16 weeks exhibited an overall increase in Lin-Ub in WAT as compared to mice fed with a control diet (CD) (Fig. 1A), suggesting that LUBAC is activated in obesity. As expected, Lin-Ub was decreased in *Hoip^A-KO^* WAT as compared to their littermate controls regardless of the diet. Moreover, *Hoip^A-KO^* WAT displayed decreased perilipin levels suggesting impaired lipid storage (Fig. 1A). Whereas *Hoip^A-KO^* mice gained normal weight under CD, they failed to gain weight under HFD, reaching a plateau at 8 weeks of diet (Fig. 1B). All mice displayed comparable food intake and caloric expenditure (Fig. 1C and fig. S1C).

**Fig. 1.**
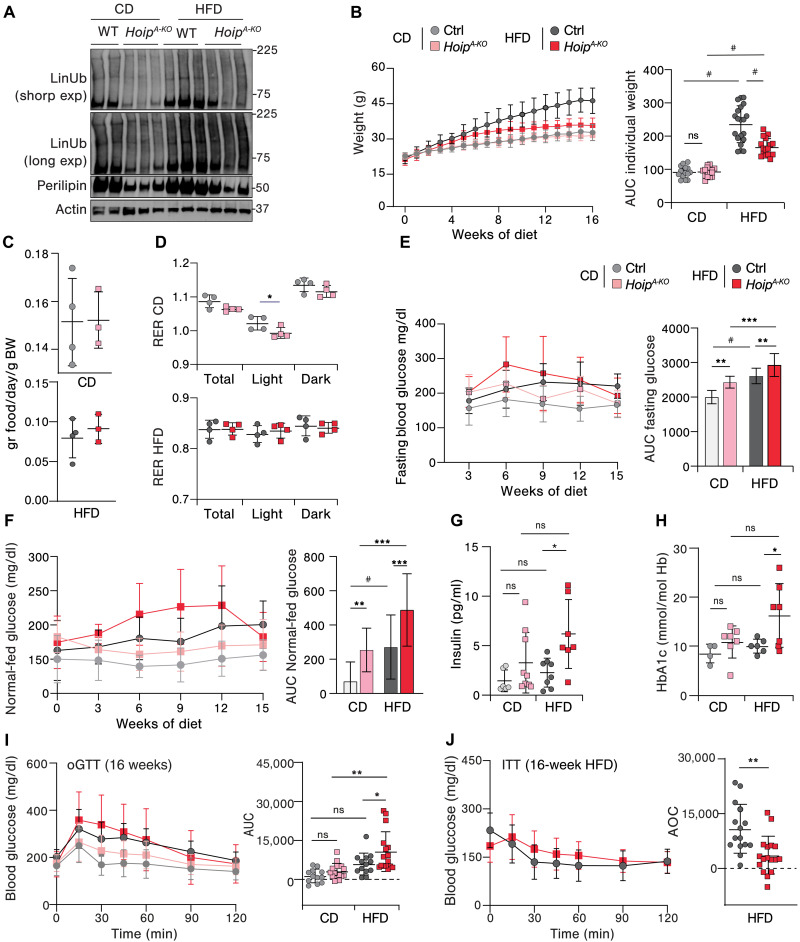
Impaired linear ubiquitination in adipocytes triggers metabolic syndrome in obese mice. (**A**) Western blot of ScWAT protein lysates of WT and *Hoip^A-KO^* mice after 8 weeks of indicated diets and blotted with the indicated antibodies (*n* = 2 to 3). (**B**) Weight monitoring and area under the curve (AUC) of each mouse (*n* = 15 to 20). (**C**) Food consumption (HFD) and (**D**) RER, as monitored using metabolic cages (*n* = 3 to 4). (**E**) Fasting glucose values after 6 hours and mean AUC of the resulting curve (*n* = 9 to 12). (**F**) Normal-fed glucose values and mean AUC of the resulting curve (*n* = 15 to 23). (**G** and **H**) Serum values of insulin (G) and HbA1c (H) at 16 weeks of diet (*n* = 4 to 9). (**I**) oGTT and its individual AUC at 16 weeks of diet (*n* = 12 to 16). (**J**) ITT of HFD and its individual area of curve (AOC) at 16 weeks of indicated diet (*n* = 15 to 17). All values represent the means ± SD. Statistics: [(C), (D), and (J)]: *t* test, *P* values: **P < 0.01 and *P < 0.05; ns, not significant; [(B), (G), (H), and (I)]: One-way ANOVA with selected pair comparison followed by with Bonferroni correction, *P* values GP: #*P* < 0.0001, ***P < 0.0002, **P < 0.0021, and *P < 0.0332; ns, *P* > 0.0333; [(E) and (F)]: AUC of resulting curve followed by two-way ANOVA with Bonferroni correction, *P* values GP: #*P* < 0.0001, ***P < 0.0002, **P < 0.0021, and *P < 0.0332; ns, *P* > 0.0333; *n* of AUC: number of mice. BW, body weight.

During HFD feeding, metabolism acutely shifts from circadian (alternating carbohydrate and fat usage) to a predominance of fat utilization (*43*). This switch requires higher oxygen consumption for β-oxidation but has a rather constant CO_2_ production, which translates into a lower respiratory exchange ratio (RER) (*43*, *44*). HFD-fed *Hoip^A-KO^* mice showed similar RER as compared to littermate controls (Fig. 1D and fig. S1C), indicating a normal metabolization of both fatty acids and carbohydrates during light and dark circles. Thus, altered energy expenditure cannot explain the difference in body weight gain between HFD groups. In contrast, *Hoip^A-KO^* CD-fed mice showed a decrease in RER during light cycles (Fig. 1D and fig. S1C), suggesting that during reduced-food intake periods, *Hoip^A-KO^* mice preferably use fatty acids as fuel.

Despite less weight gain, *Hoip^A-KO^* mice displayed elevated normal-fed and fasting glycemia under both CD- and HFD-fed conditions (Fig. 1, E and F). Moreover, *Hoip^A-KO^* mice presented increased blood levels of insulin and HbA1c, a surrogate marker for diabetes onset, upon HFD (Fig. 1, G and H). We further studied glucose tolerance at two different time points of HFD feeding (8 and 16 weeks). *Hoip^A-KO^* mice were glucose intolerant in an oral glucose tolerance test (oGTT) at 16, but not at 8, weeks of HFD consumption (Fig. 1I and fig. S1D). Yet, *Hoip^A-KO^* mice were insulin resistant, as evidenced by the insulin tolerance test (ITT) both at 8 and 16 weeks of diet, suggesting a progressive development of metabolic syndrome upon HFD (Fig. 1J and fig. S1E). Notably, *Hoip^A-KO^* mice under CD were not insulin resistant (fig. S1, F and G). Together, our results show that *Hoip^A-KO^* mice exhibit basal hyperglycemia and develop insulin resistance and glucose intolerance upon HFD.

### Adipocyte-specific HOIP deficiency causes lipodystrophy and impaired adipose tissue expansion under HFD

To gain a deeper understanding of the metabolic complications in *Hoip^A-KO^* mice, we assessed the different AT compartments histologically. While HFD feeding for 16 weeks increased WAT mass, including subcutaneous (Sc) and gonadal (G) WAT in control animals, this increase was markedly impaired in *Hoip^A-KO^* mice under HFD (Fig. 2A and fig. S2A). In contrast, brown AT (BAT) mass was markedly augmented upon 16 weeks of HFD in *Hoip^A-KO^* mice as compared to littermates (Fig. 2A). Shorter feeding period of 8 weeks also caused a reduction in GWAT and ScWAT but did not affect BAT mass (fig. S2B). Concomitant with reduced WAT mass, *Hoip^A-KO^* mice showed hepatomegaly and splenomegaly upon 8 and 16 weeks of HFD (Fig. 2A and fig. S2, A and B). Notably, WAT mass was also reduced in CD-fed *Hoip^A-KO^* mice, although only GWAT was readily reduced at 8 weeks of HFD feeding. Histological assessment revealed that the WAT presented structural abnormalities, including evidence of immune cell infiltration and extracellular matrix deposition (Fig. 2B). During tissue remodeling in obesity, ScWAT tends to expand via an increase in adipocyte numbers (hyperplasia), while GWAT adipocytes tend to enlarge (hypertrophy) (*45*). Both *Hoip^A-KO^* GWAT and ScWAT displayed highly heterogeneous adipocyte sizes, including hypertrophic adipocytes under CD and failed expandability upon HFD in GWAT (Fig. 2B and fig. S2C). BAT also presented adipocyte hypertrophy, whitening, and inflammation in *Hoip^A-KO^* upon HFD feeding (Fig. 2B). Strikingly, despite a clear lipodystrophy-like phenotype, we did not detect significant dyslipidemia in the serum of *Hoip^A-KO^* mice (Fig. 2C and fig. S2D). Moreover, we observed a down-regulation of lipolysis, adipokines, and adipogenesis-related genes by RNA sequencing (RNA-seq) analysis of GWAT of *Hoip^A-KO^* mice (fig. S2E), suggesting GWAT dysfunction. 

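Bulk RNA sequencing of gonadal white adipose tissue (GWAT) covered WT and HoipA-KO mice on the control diet (CD) or the high-fat diet (HFD) for 16 weeks, with 3 libraries in each of the 4 groups and RNA pooled from 3 mice in each library. The methods give 13% fat for the CD, the labels of the libraries give 14%, and both give 60% for the HFD. The authors trimmed the reads, aligned them with STAR and estimated the number of reads per gene with Salmon. These estimated counts, without normalization, are analysed here. The methods name a human assembly for these mouse libraries, so no genome positions are given. Between 30513500 and 60540260 reads per library were counted on genes, with a median of 47277661 in WT CD, 48085878 in WT HFD, 49487537 in HoipA-KO CD and 48498032 in HoipA-KO HFD. At these totals a gene with 3 counts, taken as the floor, has 0.0496 to 0.0983 CPM (counts scaled to the total of the library). The comparisons in Table S4 and fig. S6B use WT CD replicates 1 and 2 and leave out WT CD replicate 3. The paper gives no specific reason for this. Fig. S3C, read by eye, shows all 12 libraries, while its legend gives 2 to 3 pools. Values are therefore given over 11 libraries, and the main ones over all 12 as well. Counts were rounded, normalized by TMM and tested in 1 model of the 4 groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which covered 18427 genes over 11 libraries. The biological coefficient of variation between pools was 0.394 over 11 libraries and 0.514 over 12. Pearson's r between replicates, across genes on the log2 scale, was 0.970 to 0.993 in WT HFD and both HoipA-KO groups, 0.903 between WT CD replicates 1 and 2, and 0.761 and 0.768 between each of these and replicate 3. In WT CD replicate 2, 6.87% of counts lay in 361 genes more than 8 times above every other library, and in WT CD replicate 3 19.8% lay in 3616 such genes. Rnf31, the gene that encodes HOIP, had 20.3, 22.1 and 12.9 normalized CPM in WT CD replicates 1 to 3, and 17.8, 17.3 and 19.8 in WT HFD. In HoipA-KO mice it had 18.0, 18.2 and 21.8 on CD and 19.3, 18.6 and 22.5 on HFD. Its log2 fold change in HoipA-KO against WT was -0.083 on CD (standard error 0.14, adjusted p = 0.654) and 0.13 on HFD (standard error 0.12, adjusted p = 0.491, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.076 on CD over 12 libraries. The counts cover the whole tissue and whole transcripts, so the genotype of a library cannot be read from this gene.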

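Of the 14 genes that fig. S2E shows for lipolysis, 13 had a lower estimate in HoipA-KO than in WT mice on CD and 11 on HFD, with a median log2 fold change of -1.44 and -1.05. On CD 8 of them were lower and 1 higher past an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), and adjusted over the list alone 9 were lower and 1 higher. On HFD 5 were lower, and 10 adjusted over the list alone. The basis on which the genes of the figure were selected is not stated, so the second count of each pair is not taken as independent evidence. Over all 12 libraries 9 were lower on CD and 4 on HFD. Plin1 had 1358 ± 831 normalized CPM (SD, n = 2 pools) in WT CD, 330.1 ± 80.7 (n = 3) in HoipA-KO CD, 1030.0 ± 124 in WT HFD and 256 ± 69.4 in HoipA-KO HFD, and 595 in WT CD replicate 3. Its log2 fold change in HoipA-KO was -2.01 on CD (standard error 0.40, adjusted p = 0.00430) and -2.02 on HFD (standard error 0.37, adjusted p = 0.0146, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved Plin1 on CD most was the use of WT CD replicates 2 and 3 in place of 1 and 2, with a log2 fold change of -0.98. The lipases Lipe and Pnpla2 fell by 2.14 and 1.68 on the log2 scale on CD and by 2.03 and 1.52 on HFD. Cidec fell by 1.76 on CD and 2.05 on HFD, and these 3 genes passed the threshold on both diets over 11 and over 12 libraries. Hilpda was the gene higher on CD (log2 fold change 2.59, adjusted p = 0.000978 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was not called on HFD, where it rose by 0.55. Pnpla5 was called lower on CD from 0.546 ± 0.00324 CPM in WT, with HoipA-KO at or under the floor, and Lsr was not called on CD (log2 fold change -1.01) or on HFD (0.93). Lsr had 5.13 and 34.4 CPM in WT CD replicates 1 and 2, so that its direction on CD rests on replicate 2. Of the 6 adipokine genes of the figure, 2 were lower and 2 higher on CD and 2 lower on HFD, the same numbers adjusted over the list alone. Retn and Rbp4 fell by 4.15 and 4.34 on CD and by 3.11 and 3.40 on HFD, whereas on CD Ccl2 rose by 3.46 and Csf1 by 0.84. All 5 adipogenesis genes, Pparg, Fabp4, Vegfa, Adipoq and Lep, had a lower estimate on both diets, and 4 were called on CD and 5 on HFD, with the same numbers adjusted over the list alone. With WT CD replicate 3 added, 3 were called on CD, Pparg no longer among them (log2 fold change -1.11, adjusted p = 0.0561), and 1 on HFD by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lep was the exception on CD with a log2 fold change of -0.53 (adjusted p = 0.442, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which 1 library decides, since it was -1.19 without WT CD replicate 2 and 0.71 without replicate 1.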

In normal conditions, the secretion of the adipokines, leptin, and adiponectin by adipocytes is inversely correlated, being increased and reduced, respectively, in response to obesity (*46*). In line with reduced weight gain, mutant mice presented a significant impairment in leptin production in HFD conditions (Fig. 2D). Moreover, we observed a profound and diet-independent suppression of adiponectin secretion (Fig. 2E). This shows that loss of fat mass is accompanied by loss of endocrine function in *Hoip^A-KO^* mice. Collectively, we provide evidence that loss of HOIP leads to spontaneous lipodystrophy with impaired AT expansion and severe perturbation of AT endocrine function under diet-induced obesity.

**Fig. 2.**
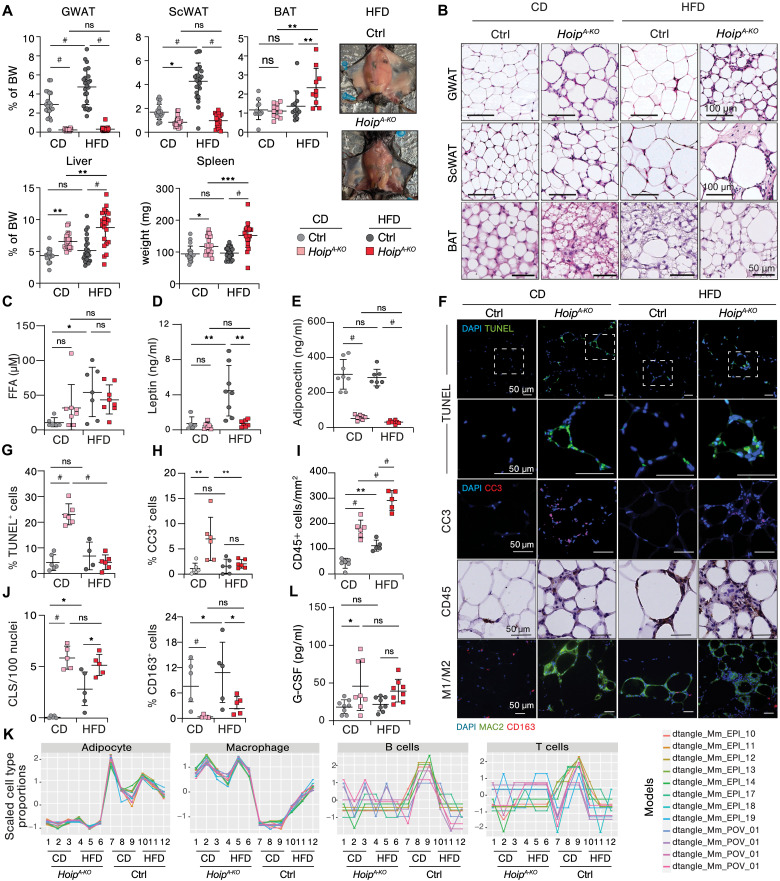
Adipocyte-specific HOIP deficiency causes lipodystrophy and impaired adipose tissue expansion under HFD. (**A**) Tissue weight relativized to total body weight, except spleen (mg) and representative pictures of mice at 16-week diet (*n* = 20 to 24, except BAT: 10 to 13). (**B**) Representative H&E images of GWAT, ScWAT, and BAT at 16-week diet. (**C** to **E**) Serum values at 16-week diet (*n* = 6 to 8) of free fatty acids (FFAs) (C), adiponectin (D), and leptin (E). (**F**) Representative pictures of immunofluorescence and immunohistochemistry of GWAT for the indicated targets at 16-week diet. (**G** to **J**) Quantification of immunostainings in (F) (*n* = 4 to 6): Percentage of dead cells (TUNEL^+^ cells) (G); percentage of cleaved caspase-3 (CC3)–positive cells (H); immune cells (CD45^+^) per mm^2^ of tissue (I); Crown-like-structure (CLS) count (J) and percentage of M2-like macrophages (CD163^+^ cells). (**K**) Deconvolution of bulk RNA-seq analysis of GWAT after 16-week diet (*n* = 2 to 3 pools of three mice) using cell type–specific gene signatures as models for the indicated cell types. (**L**) Granulocyte colony-stimulating factor (G-CSF) serum values at 16-week diet (multiplex). All values represent the means ± SD. Statistics: One-way ANOVA with selected pair comparison, followed by with Bonferroni correction, *P* values GP: #*P* < 0.0001, ***P < 0.0002, **P < 0.0021, and *P < 0.0332; ns, *P* > 0.0333.

### Adipocyte death and inflammation spike in adipose tissue with HOIP deficiency

Next, we studied how HOIP deficiency affected cell death responses in GWAT upon HFD. Cell death, as detected by TUNEL (terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling) and cleaved caspase-3 stainings, was exacerbated in *Hoip^A-KO^* GWAT under both diets (Fig. 2F). Yet, only under CD this increase was significant (Fig. 2, G and H, and fig. S3A). The lack of quantifiable difference in TUNEL or cleaved caspase-3 stainings between HFD-fed control and *Hoip^A-KO^* mice in GWAT is likely due to the complete disruption of cellular nuclei [e.g., 4′,6-diamidino-2-phenylindole (DAPI) negative] despite clear positive staining and/or dilution of remaining positive cells due to high cellularity in *Hoip^A-KO^* mice. The HOIP depletion in adipocytes induced significant, CD45-positive, immune cell infiltration, predominantly F4/80-positive macrophages, in both CD and HFD conditions (Fig. 2, F and I, and fig.S3B). This infiltration together with significant loss of nuclear integrity makes quantification of standard cell death markers particularly challenging at 16 weeks of HFD. Another proxy of dead adipocytes is the presence of crown-like structures (CLSs). CLSs are composed of M1-like macrophages and coincides with a reduction in resident M2-like macrophages (*47*, *48*). GWAT of *Hoip^A-KO^* mice exhibited a marked increase in CLS formation compared to control mice (Fig. 2, F and J). Conversely, the population of CD163-positive cells (M2-like macrophages) was significantly reduced irrespective of dietary conditions (Fig. 2, F and J).

Last, cell-type deconvolution analysis from bulk RNA-seq of GWAT derived from the different groups revealed a specific depletion of adipocytes across both diets, suggesting that these are the primary cells undergoing cell death (Fig. 2K and fig. S3B). 

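The single-nucleus reference of the paper's deconvolution is not used here, and lists of marker genes for 18 cell types stand in for it. These lists, the pathway lists, the tests and the alternatives tried were chosen before the data were examined, apart from DESeq2's test on protein-coding genes and a value of r without genes that differ more than 8 times between WT CD replicates 1 and 2. Tests of RNA from other tissues, of the genes called lower on CD and of the response to HFD in HoipA-KO mice were also chosen after results were seen. For the 10 adipocyte genes, of which 8 are also in figures of the study, the mean log2 CPM was 9.53 ± 0.84 (SD, n = 2 pools) in WT CD, 9.24 ± 0.20 (n = 3) in WT HFD, 7.12 ± 0.30 in HoipA-KO CD and 6.66 ± 0.49 in HoipA-KO HFD, and 8.57 in WT CD replicate 3. Every HoipA-KO library lay below every WT library on both diets. The median log2 fold change of the list was -2.20 on CD (adjusted p = 0.00575, limma's fry with Benjamini-Hochberg adjustment over the 18 lists) and -2.33 on HFD (adjusted p = 0.00514, the same test), and all 10 genes were called lower on each diet, over all genes and adjusted over the list alone. Over all 12 libraries the medians were -1.97 and -2.34, with an adjusted p of 0.0124 and 0.00792 from fry. Of the alternatives tried, adding WT CD replicate 3 moved the median on CD most. Of the lists for other cell types, the pericyte genes were also lower, with a median of -1.17 on CD (adjusted p = 0.00703) and -0.83 on HFD (adjusted p = 0.0303, fry), and over 12 libraries neither passed the threshold, with an adjusted p of 0.170 and 0.134. Endothelial genes (-0.85 and -0.53) did not pass it, and stem and progenitor genes rose on CD by a median of 1.46 (adjusted p = 0.00246, fry) and were not called on HFD (0.087). A list follows RNA amounts in the pooled tissue and gives no number of cells.

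**Figure D1:**
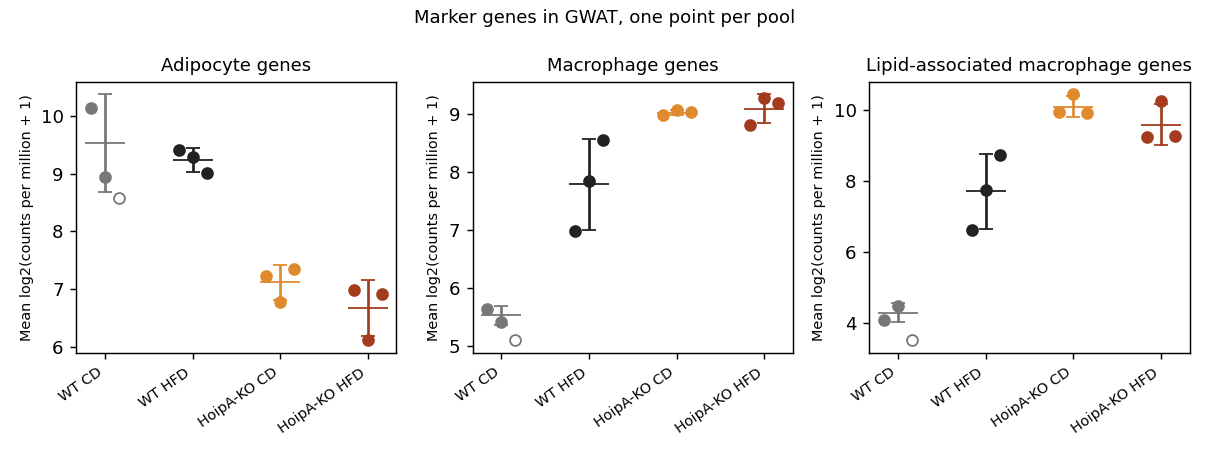
Mean log2(CPM + 1) of the adipocyte, macrophage and lipid-associated macrophage marker genes in GWAT (y axis), by group (x axis). Each point is a pool of 3 mice, lines and bars are the mean and SD, and the open point is WT CD replicate 3, left out of the mean; adipocyte genes sit at 7.12 and 6.66 in HoipA-KO against 9.53 and 9.24 in WT.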

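Macrophage marker genes (9 genes, among them Adgre1) had a mean log2 CPM of 5.53 ± 0.16 (SD, n = 2 pools) in WT CD, 9.02 ± 0.039 (n = 3) in HoipA-KO CD, 7.79 ± 0.79 in WT HFD and 9.09 ± 0.25 in HoipA-KO HFD, with 5.09 in WT CD replicate 3. Their median log2 fold change in HoipA-KO was 3.55 on CD (adjusted p = 0.00138) and 1.26 on HFD (adjusted p = 0.0303, limma's fry with Benjamini-Hochberg adjustment). On CD 8 of the 9 genes were called higher, and 8 adjusted over the list alone. On HFD 5 were, and 7 adjusted over the list alone. On HFD the list no longer passed the threshold without WT HFD replicate 1 (median 0.96, adjusted p = 0.0635), without WT HFD replicate 2, and without HoipA-KO CD replicate 1 or 3 or HoipA-KO HFD replicate 2 or 3, with an adjusted p of at most 0.0881 (fry). Genes of lipid-associated macrophages (8 genes) rose by a median of 5.98 on CD (adjusted p = 0.00138) and 1.80 on HFD (adjusted p = 0.0303, fry). On HFD this list lost the threshold without the same 6 libraries, each left out alone (adjusted p of at most 0.0935, fry), and its median ran from 1.11 to 2.57. Adgre1, which encodes F4/80, rose by 4.92 on the log2 scale on CD (standard error 0.72, adjusted p = 0.00102, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 0.93 on HFD, which was not called (adjusted p = 0.244, same test). Lgals3, which encodes MAC2, rose by 4.88 on CD and by 1.604 on HFD (adjusted p = 0.0420, and 0.114 over 12 libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptprc, which encodes CD45, rose by 4.08 on CD and was not called on HFD (0.70).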

Consistent with our immunohistological analysis, macrophages were the most abundant immune cell infiltrate in *Hoip^A-KO^* mice. The infiltration of other immune cells did not seem to be greatly affected (Fig. 2K and fig. S3C). 

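Among lists for other immune cells, those of T, B, NK and dendritic cells and neutrophils did not pass an adjusted p of 0.05 on either diet (limma's fry with Benjamini-Hochberg adjustment). Their median log2 fold changes on CD and HFD were 0.96 and 0.63 for T cells, -1.07 and -1.48 for B cells, 0.54 and 0.17 for NK cells, 0.63 and -0.38 for dendritic cells and 2.33 and 1.19 for neutrophils. The neutrophil median ran from 0.43 to 2.70 on CD and from -0.77 to 2.14 on HFD when 1 library was left out. Of the 5 neutrophil genes 4 were tested, and their level was near the floor, with a median log2(CPM + 1) over the 5 genes of 0.097 in WT CD. The mean log2(CPM + 1) of this list differed between genotypes by 0.44 on CD and 0.33 on HFD. Monocyte genes (4 genes) rose on CD by a median of 1.74 (adjusted p = 0.00575, fry) and not past the threshold on HFD (0.72). All 5 mast cell genes were called higher on CD, with a median of 6.96 (adjusted p = 0.00575, fry). On HFD the median was 2.47 (adjusted p = 0.0303, fry), with 2 genes called higher and 5 adjusted over the list alone. With 1 library left out the median on HFD ran from 1.93 to 3.72, and for 6 of the 11 libraries the threshold was lost (adjusted p of at most 0.0881, fry). The mean log2 CPM of the mast cell genes was 0.92 ± 0.16 (SD) in WT CD, 1.19 in WT CD replicate 3, 3.17 ± 1.73 in WT HFD, 6.19 ± 0.20 in HoipA-KO CD and 5.95 ± 0.70 in HoipA-KO HFD. Mesothelial and lymphatic endothelial genes did not pass the threshold on either diet, with medians of 0.95 and -0.15 and 0.52 and -0.71, while genes of proliferating cells rose on CD by 3.50 (adjusted p = 0.00138, and 0.0526 over 12 libraries, fry) and were not called on HFD (0.74).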

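The pro-inflammatory genes of fig. S3D are Tnf, Itgax, Il1b, Ccr2, Nos2 and Cd36. On CD 5 of the 6 had a higher estimate in HoipA-KO, 4 were called higher and 1 lower, and adjusted over the list alone 5 were higher and 1 lower, which for genes selected by the study is not taken as independent evidence. Tnf rose by 3.75 on the log2 scale (standard error 0.45, adjusted p = 0.000540), Itgax by 6.44 (standard error 0.73, adjusted p = 0.000493) and Ccr2 by 2.00 (standard error 0.24, adjusted p = 0.000545, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnf had 0.288 ± 0.170 CPM (SD, n = 2 pools) in WT CD and 0.468 in WT CD replicate 3, 3.73 ± 0.748 (n = 3) in HoipA-KO CD, 1.16 ± 0.336 in WT HFD and 2.37 ± 0.277 in HoipA-KO HFD. The fourth gene called higher was Il1b (log2 fold change 2.51, adjusted p = 0.0204), which did not pass over 12 libraries (1.70, adjusted p = 0.0669, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nos2 fell by 1.52 on CD (adjusted p = 0.0271, and 0.0521 over 12 libraries), and Cd36 was not called (1.04, adjusted p = 0.103, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On HFD none of the 6 genes was called over all genes tested, and 2 higher and 1 lower were called adjusted over the list alone. The log2 fold changes on HFD were 1.02 for Tnf (adjusted p = 0.0800), 1.35 for Itgax (adjusted p = 0.0952), -1.24 for Nos2 (adjusted p = 0.0808, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.55 for Il1b, -0.35 for Ccr2 and -0.0016 for Cd36. With DESeq2's Wald test in place of edgeR, Tnf and Itgax passed on HFD, with an adjusted p of 0.00979 and 0.0204. In the authors' deposited comparison both passed as higher and Nos2 as lower (adjusted p = 0.0240 for Nos2, DESeq2's Wald test).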

Macrophage infiltration appeared to be pro-inflammatory as we detected an up-regulation of pro-inflammatory genes in GWAT RNA-seq analysis (fig. S3D). This prompted us to explore how HOIP deficiency affected NF-κB/MAPK activation in GWAT. Western blot analysis revealed increased phosphorylation of NF-kappa-B inhibitor alpha (IκBα) along with degradation of IkBα in *Hoip^A-KO^* GWAT, which was further exacerbated by HFD in both control and HOIP-deficient mice (fig. S3E). 

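Enrichment was computed on hand-written lists of 43 NF-κB pathway genes, 22 NF-κB target genes and 50 MAPK pathway genes, since the paper's own gene sets are not used here. Genes were ranked by the sign of the change times −log10 p, with 10000 permutations, as in the paper's methods. On CD the normalized enrichment score in HoipA-KO was 2.26 for the NF-κB pathway (adjusted p = 1.67e-06), 2.15 for NF-κB targets (adjusted p = 4.23e-05) and 1.81 for MAPK (adjusted p = 0.000461, fgsea's preranked test with Benjamini-Hochberg adjustment over 8 lists). Of the genes of these lists 25 were called higher and 2 lower for the NF-κB pathway, 15 and 1 for NF-κB targets, and 19 and 4 for MAPK. Adjusted over the list alone these counts were 25 and 2, 15 and 1, and 20 and 4. On HFD the score was 1.94 for the NF-κB pathway (adjusted p = 0.00139), 1.61 for NF-κB targets (adjusted p = 0.0532) and 0.96 for MAPK (adjusted p = 0.666, the same preranked test), and the last 2 did not pass the threshold. Over all 12 libraries the scores on HFD were 1.69 (adjusted p = 0.0175), 1.75 (adjusted p = 0.0175) and 1.01 (adjusted p = 0.475). The alternative that moved MAPK most on HFD was leaving out HoipA-KO HFD replicate 2, which gave a score of -0.63. With limma's fry, the NF-κB pathway list passed on CD (adjusted p = 0.000107) and HFD (adjusted p = 0.0228), and the MAPK list passed on CD (adjusted p = 0.00807) and not on HFD (adjusted p = 0.550). With camera and a correlation between genes estimated from the data, of these 3 lists on CD the NF-κB targets alone passed (adjusted p = 0.0284). Of Reactome's sets, those for NF-κB and MAP kinases induced through TRAF6 (1.99, adjusted p = 5.68e-05) and for MAP kinase activation by Toll-like receptors (1.83, adjusted p = 0.00137, fgsea) passed on CD and not on HFD (1.34, adjusted p = 0.0900, and 1.23, adjusted p = 0.225). The set for the activation of NF-κB by TAK1 did not pass on CD (1.35, adjusted p = 0.129) or HFD (1.08, adjusted p = 0.363, fgsea). With fry it passed on CD (adjusted p = 0.0202) and not on HFD (adjusted p = 0.582).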

Gene set enrichment analysis (GSEA) also revealed that both NF-κB and MAPK pathways were up-regulated upon deficiency of HOIP in adipocytes (fig. S3F). The surge of proinflammatory macrophages, and decay of adipocytes, leads us to speculate that NF-κB/MAPK activation may come from macrophages rather than from adipocytes themselves. Unexpectedly, despite the notable local inflammatory response, only a slight induction of inflammatory cytokines in the serum of *Hoip^A-KO^* mice was observed (fig. S3G), and from the group of tested cytokines, only granulocyte colony-stimulating factor (G-CSF) (Fig. 2L) was significantly elevated upon loss of HOIP under CD. Therefore, our data indicate that loss of HOIP unleashes cell death and exacerbates local inflammation in GWAT without causing systemic inflammation.

### MASLD is exacerbated by HOIP deficiency in adipocytes

We next investigated whether loss of HOIP in adipocytes affected the response of peripheral metabolic organs to HFD. As compared to littermate controls, HFD-fed *Hoip^A-KO^* mice did not present intestinal abnormalities (fig. S4, A and B). Despite the observed splenomegaly, supporting an ongoing inflammatory response, there were no major structural abnormalities in the spleen of *Hoip^A-KO^* mice fed with CD or HFD (fig. S4A). In line with the observed hyperinsulinemia, HFD-fed *Hoip^A-KO^* mice suffered from pancreatic islet hyperplasia with increased area of insulin positivity (fig. S4, C to E). Notably, and consistently with hepatomegaly, *Hoip^A-KO^* mice revealed liver steatosis both under CD and HFD feeding for 16 weeks (Fig. 3, A and B, and fig. S5A). Yet, only in response to HFD, this was translated into liver damage reflected by increased serum levels of alanine aminotransferase (ALT) and mildly elevated lactate dehydrogenase (LDH), albumin, and aspartate aminotransferase (AST) (Fig. 3C and fig. S5B). Moreover, liver bulk RNA-seq analysis showed significantly higher expression of MASLD/nonalcoholic steatohepatitis (NASH) signature genes (*49*) in *Hoip^A-KO^* mice, exclusively when fed with a HFD (Fig. 3D and fig. S5C).

**Fig. 3.**
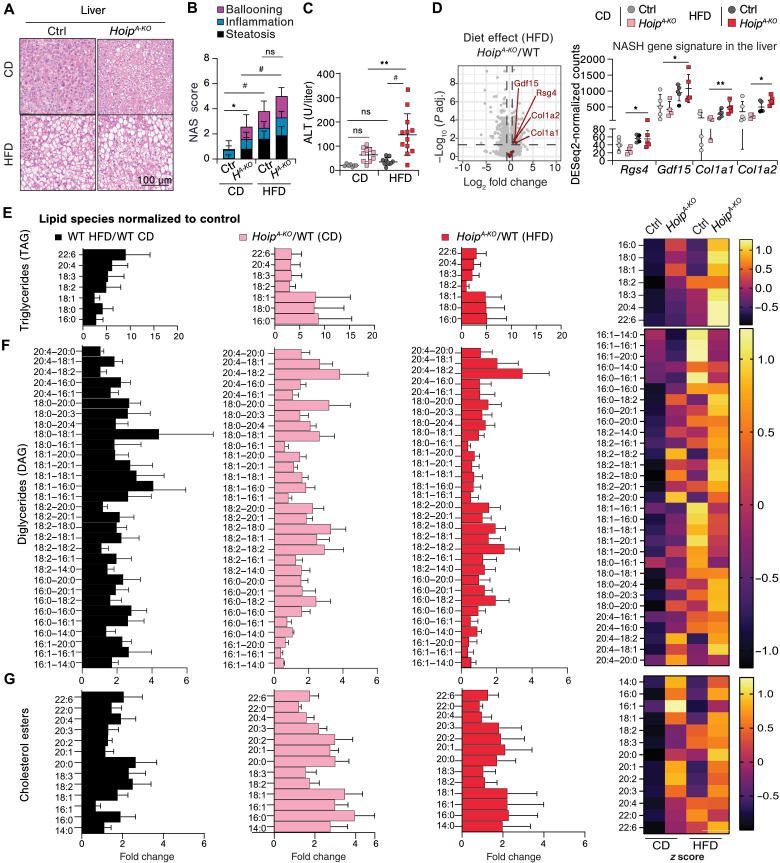
MASLD is exacerbated by HOIP deficiency in adipocytes. Liver evaluation of male mice after 16-week diet: (**A**) Representative H&E images, (**B**) steatosis score (*n* = 14 to 17) of mice evaluated in (A). (**C**) Serum levels of ALT (*n* = 6 to 12). (**D**) Left: Volcano plot of liver RNA-seq data comparing selected NASH signature genes between *Hoip^A-KO^* and control mice on a HFD. The *x* axis represents log_2_ fold change (*Hoip^A-KO^*/WT), and the *y* axis shows −log_10_ (adjusted *P* value) (*P*adj). Red points indicate NASH signature genes significantly up-regulated in *Hoip^A-KO^* mice. Right: DESeq2-normalized counts for the four highlighted NASH-associated genes. (**E** to **G**) Liver lipidomic (*n* = 5) showing triglycerides grouped by first fatty acid (E), diglycerides (F), and cholesterols (G). Trees are expressed as relative to the corresponding control and heat maps correspond to *z* scores of the mean of total lipid species: black: WT HFD/WT CD; pink: CD *Hoip^A-KO^*/WT; red: HFD *Hoip^A-KO^*/WT. Statistics: [(B) and (C)] One-way ANOVA with selected pair comparison, followed by with Bonferroni correction, *P* values GP: #*P* < 0.0001, ***P < 0.0002, **P < 0.0021, and *P < 0.0332; ns, *P* > 0.0333. (D) Log_2_ fold changes and *P* values were obtained using a Wald test with Benjamin-Hochberg correction for multiple testing. *P* values: **P < 0.01 and *P < 0.05.

To assess the quantity and quality of lipid deposits in the liver, we performed a lipidomic screen. We observed significantly elevated levels of triacylglycerides [triacylglycerol (TAG)], diacylglycerides [diacylglycerol (DAG)] and cholesterol esters (CEs) under CD in *Hoip^A-KO^* mice (Fig. 3, E to G, and fig. S5D). Notably, *Hoip^A-KO^* livers displayed high levels of saturated and monounsaturated fatty acids (MUFAs) regardless of the diet but accentuated by HFD, whereas in control mice, HFD resulted in deposition of mainly polyunsaturated fatty acids (PUFAs). These data revealed that mice lacking HOIP in adipocytes not only suffer from an overall lipid accumulation in the liver, but display a lipid species signature associated with the onset of MASLD (*50*, *51*). Given this observation, we tested lipotoxicity by looking at cell death signatures in liver RNA-seq data. We observed a clear, and almost exclusive, apoptotic signature in HFD-fed *Hoip^A-KO^* mice but not in CD-fed *Hoip^A-KO^* (fig. S5E). This observation further shows that although *Hoip^A-KO^* mice have increased steatosis in basal conditions, liver damage only occurs upon a HFD challenge. Collectively, we provide evidence that linear ubiquitination in adipocytes is essential to prevent MASLD during obesity.

### HOIP deficiency in adipocytes results in an obesogenic transcriptional signature and predisposes mice to aging-related metabolic syndrome

To explore the nature of the metabolic dysfunction observed in *Hoip^A-KO^* mice, we performed bulk RNA-seq of GWAT derived from *Hoip^A-KO^* mice, or littermate controls, under 16 weeks of CD or HFD, as described above. More than 3000 genes were differentially expressed in GWAT of *Hoip^A-KO^* mice versus littermate controls, regardless of the diet. 

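On CD 6947 of 18427 genes tested differed between HoipA-KO and WT at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3491 higher and 3456 lower in HoipA-KO. Of these, 5018 also changed by more than 1 on the log2 scale. On HFD 2179 genes differed, 774 higher and 1405 lower, 1378 of them by more than 1. On both diets 1694 genes were called, 1681 of them in the same direction. With all 12 libraries 6270 genes were called on CD and 503 on HFD, of which 5086 and 503 were also called over 11 libraries. WT CD replicate 3 is not in the HFD comparison and enters it through the spread between libraries, which the model shares. The count on HFD was 185 at an adjusted p under 0.01 and 4365 with DESeq2's Wald test. With a single library left out it ran from 279 without WT HFD replicate 1 to 3797 without WT CD replicate 2. The authors' deposited comparisons, made with DESeq2 on protein-coding genes, hold 7312 genes with an adjusted p under 0.05 on CD and 4103 on HFD, which are the paper's values. They share 5962 and 1975 with the calls made here, in every case in the same direction. Table S4 holds 1948 genes higher on CD, of which 1889 were read here, and the 17 of these that are named beside the paper's sentences had a log2 fold change within 1 standard error of the paper's. In Table S4 itself 240 of those read have an adjusted p of at least 0.05. Table S4 comes from another fit than the deposited comparisons, since for Itgax it gives a Wald statistic of 34.7 and the deposited comparison 12.2. HFD feeding in HoipA-KO mice changed 0 genes past the threshold. Of the 18427 genes tested 415 had an unadjusted p under 0.05, a smaller share than the 0.05 expected where no gene changes. Among genes with a mean of at least 10 CPM over all 12 libraries and no overlap between groups, Serpinb9b rose most on CD of those with a WT library above the floor (log2 fold change 9.05, standard error 1.94, adjusted p = 0.00618), followed by Tm4sf19 (8.14, standard error 1.22, adjusted p = 0.00112, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Eef1a2 was at the floor in WT CD and had 38.3 ± 2.07 CPM (SD) in HoipA-KO CD. The 3 genes with the largest fall on CD, Crisp1, Glb1l3 and 4930517N10Rik, were present in WT CD mainly in 1 of the libraries used, with 12261, 581 and 13.8 CPM (normalized over 11 libraries) in replicate 2 and 0.166, 0.166 and 0.333 in replicate 1. The last of them reaches the mean of 10 CPM only through WT CD replicate 3, with 280.2 CPM. On HFD the largest falls were those of Cfd (log2 fold change -4.96, standard error 0.78, adjusted p = 0.0100), Cyp2e1 (-4.91, standard error 0.88) and Adrb3 (-4.23, standard error 0.59), and all 3 passed over 12 libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rises on HFD, of Cd5l (4.43), Eef1a2 (3.34) and Clec4d (3.22), did not, with an adjusted p of 0.110, 0.0606 and 0.0654 over 12 libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of these rises rests largely on 1 library, since that of Cd5l was 1.29 without HoipA-KO HFD replicate 1, and those of Eef1a2 and Clec4d were 1.57 and 1.899 without replicate 2.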

Gene Ontology (GO) enrichment analysis for biological processes (BPs) of negatively regulated genes in *Hoip^A-KO^* GWAT pointed toward defects in metabolic pathways (fig. S6A). This analysis revealed a decrease in the expression of genes associated with response to insulin, lipid metabolism, thermoregulation, and cellular respiration (fig. S6B). 

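The heatmaps of fig. S6B list genes for cellular respiration, thermogenesis, acyl-CoA metabolism, lipid metabolism and the response to insulin, separately for each diet. On CD all 25, 25, 13, 17 and 25 of these genes, in that order, were called lower in HoipA-KO (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with median log2 fold changes of -1.71, -2.02, -1.499, -2.11 and -1.99, and over all 12 libraries 23, 21, 11, 17 and 24 were. On HFD all 17, 25, 5, 21 and 25 listed genes were called lower, and over 12 libraries 7, 12, 3, 18 and 13 were. The numbers over 11 libraries were the same adjusted over the list alone, and the study took these genes from those lower in the same libraries. A list not chosen on these libraries held 115 genes whose symbols begin like those of subunits of the respiratory chain and ATP synthase. The rule also matches assembly factors with these prefixes, so not every gene listed is a subunit. Of the list 110 genes had a lower estimate on CD, with a median log2 fold change of -0.72 (adjusted p = 0.000675, limma's fry with Benjamini-Hochberg adjustment), and 75 were called lower. On HFD 89 had a lower estimate, with a median of -0.18 (adjusted p = 0.0854, fry), and 15 were called lower. The median on CD over all 12 libraries was -0.54 and did not pass the threshold (adjusted p = 0.0629, fry). The 13 subunits encoded by mitochondrial DNA fell more, by a median of 1.96 on CD (adjusted p = 6.49e-05) and 1.17 on HFD (adjusted p = 0.000762, fry), and both passed over 12 libraries. For the 102 nuclear genes of the list the medians were -0.66 (adjusted p = 0.00156) and -0.16 (adjusted p = 0.235, fry), and over 12 libraries neither passed (adjusted p = 0.0716 and 0.425, fry). A difference between the diets in the fall of the whole list passed over 11 libraries (interaction 0.48, adjusted p = 0.0329) and not over 12 (adjusted p = 0.602, fry).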

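A list of 15 extracellular matrix genes had a normalized enrichment score in HoipA-KO of 2.17 on CD (adjusted p = 2.25e-05) and 2.00 on HFD (adjusted p = 0.00150, fgsea's preranked test with Benjamini-Hochberg adjustment). On CD 13 of them were called higher, and 13 adjusted over the list alone. On HFD 6 were, and 8 adjusted over the list alone. The list lost the threshold in 1 of 18 alternatives on CD and in 1 of 20 on HFD. HFD feeding raised the same list in WT mice, with a score of 2.21 (adjusted p = 1.30e-06, the same preranked test). Of published pathway sets, Reactome's innate immune system had a score of 2.40 on CD (adjusted p = 4.67e-10) and 1.64 on HFD (adjusted p = 1.26e-07), and its set for extracellular matrix organization 2.46 (adjusted p = 4.67e-10) and 1.65 (adjusted p = 8.03e-05, fgsea). With limma's fry both sets passed on CD (adjusted p = 0.00121 and 0.000344) and neither did on HFD (adjusted p = 0.183 and 0.128).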

In line with our histoimmunological assessment (Fig. 2), biological processes up-regulated in *Hoip^A-KO^* GWAT were mainly related to inflammation, extracellular matrix remodeling, and cell death with genes associated with cytokine production and immune responses, being markedly up-regulated (fig. S7, A and B). GSEA revealed that apoptosis and pyroptosis were significantly enhanced upon HOIP deficiency and HFD feeding, respectively, whereas the enrichment of necroptosis and ferroptosis was not significant (fig. S7C). 

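Lists of 23 apoptosis, 11 pyroptosis, 8 necroptosis and 15 ferroptosis genes stand in here for the paper's gene sets. For HoipA-KO against WT on CD the normalized enrichment score was 1.36 for apoptosis (adjusted p = 0.106), 2.00 for pyroptosis (adjusted p = 0.000461), 1.77 for necroptosis (adjusted p = 0.00518) and 1.27 for ferroptosis (adjusted p = 0.1599, fgsea's preranked test with Benjamini-Hochberg adjustment). Apoptosis passed the threshold on CD over all 12 libraries (1.65, adjusted p = 0.0158), as did ferroptosis (1.55, adjusted p = 0.0346). Necroptosis on CD did not pass with Reactome's regulated necrosis set (1.21, adjusted p = 0.231, fgsea) or with camera and an estimated correlation (adjusted p = 0.120). With fry the regulated necrosis set passed on CD (adjusted p = 0.0021). Limma's fry also passed for apoptosis (adjusted p = 0.0121), and Reactome's apoptosis set had a score of 1.87 (adjusted p = 9.79e-06, fgsea). On HFD the scores in HoipA-KO were 0.92 for apoptosis (adjusted p = 0.666), 1.54 for pyroptosis (adjusted p = 0.0747), 1.09 for necroptosis (adjusted p = 0.565) and 0.74 for ferroptosis (adjusted p = 0.842, fgsea). Pyroptosis on HFD passed with fry (adjusted p = 0.0228) and with Reactome's inflammasome set (1.74, adjusted p = 0.0168, fgsea). Reactome's apoptosis set passed on HFD as well with fgsea (1.42, adjusted p = 0.0148) and not with fry (adjusted p = 0.336). Its set for the intrinsic pathway of apoptosis did not pass on HFD (1.07, adjusted p = 0.363, fgsea). The inflammasome set on HFD did not pass with fry (adjusted p = 0.0820). HFD feeding in WT mice gave 1.07 for apoptosis (adjusted p = 0.413), 1.96 for pyroptosis (adjusted p = 0.000266), 1.39 for necroptosis (adjusted p = 0.127) and 0.88 for ferroptosis (adjusted p = 0.640, fgsea). Over 12 libraries necroptosis passed in this comparison (adjusted p = 0.0275), and apoptosis did not (adjusted p = 0.0520).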

We then went more in detail and examined the fold change of specific genes that are directly implicated in cell death execution. Genes involved in pyroptosis were highly up-regulated both by HFD and by HOIP deficiency under CD (fig. S7D). However, pro-apoptotic genes were specifically up-regulated by the deletion of HOIP but not by the diet itself. 

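Of the 11 pyroptosis genes, 10 were called higher in HoipA-KO on CD, 6 higher with HFD in WT, and 2 higher and 1 lower in HoipA-KO on HFD (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone the numbers were 10 higher, 10 higher, and 6 higher with 1 lower. Gsdmd, which encodes Gasdermin D, had 10.0 ± 2.88 CPM (SD, n = 2 pools) in WT CD, 23.0 ± 4.41 (n = 3) in WT HFD, 41.8 ± 2.17 in HoipA-KO CD and 42.9 ± 7.11 in HoipA-KO HFD, with 10.8 in WT CD replicate 3. Its log2 fold change was 2.10 in HoipA-KO on CD (standard error 0.24, adjusted p = 0.000498), 1.27 with HFD in WT (standard error 0.23, adjusted p = 0.00951) and 0.89 in HoipA-KO on HFD (standard error 0.20, adjusted p = 0.0261, and 0.0538 over 12 libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Casp1, Nlrp3, Aim2 and Casp4 rose in HoipA-KO on CD by 3.24, 2.95, 3.14 and 1.73 on the log2 scale and with HFD in WT by 2.21, 1.96, 2.09 and 1.36, each past the threshold. None of these 4 was called by edgeR in HoipA-KO on HFD, where they rose by 0.75, 0.73, 0.88 and 0.46. Of 18 alternatives Aim2 passed in 6, Casp1 in 3, Casp4 in 2 and Nlrp3 in 0. In the authors' deposited comparison Casp1 (adjusted p = 0.0203) and Aim2 (adjusted p = 0.00732, DESeq2's Wald test) passed, and Nlrp3 and Casp4 did not.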

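Of the 23 apoptosis genes, 8 were called higher and 3 lower in HoipA-KO on CD, and 3 higher and 1 lower with HFD in WT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In HoipA-KO on HFD the numbers were 2 and 2. Adjusted over the list alone, 8 were higher and 3 lower in HoipA-KO on CD, 3 and 1 with HFD in WT, and 3 and 2 in HoipA-KO on HFD. With HFD in WT, Bax rose by 0.33 on the log2 scale and was not called (standard error 0.23, adjusted p = 0.355), whereas Bak1 rose by 0.97 (standard error 0.23, adjusted p = 0.0257) and Apaf1 by 1.47 (standard error 0.30, adjusted p = 0.0139, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apaf1 rose in HoipA-KO on CD by 1.99 (adjusted p = 0.00128) and was not called on HFD (0.42, adjusted p = 0.285, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bcl2l11 rose by 1.43 in HoipA-KO on CD (adjusted p = 0.00470), by 0.79 on HFD (adjusted p = 0.0650) and by 0.64 with HFD in WT (adjusted p = 0.149, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Casp8 rose by 0.67 in HoipA-KO on CD (adjusted p = 0.0234, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called neither on HFD (0.16) nor with HFD in WT (0.33). In the direct comparison of HoipA-KO CD with WT HFD, Bax was higher by 0.98 (adjusted p = 0.0167) and Bak1 by 0.71 (adjusted p = 0.0436, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 12 libraries neither passed, with an adjusted p of 0.0799 and 0.0961 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across the alternatives Bax lost the threshold in 7 of 18 and Bak1 in 8, with an adjusted p of at most 0.0820 and 0.155.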

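Mlkl had 13.1 ± 7.15 CPM (SD, n = 2 pools) in WT CD, 17.1 ± 1.47 (n = 3) in WT HFD, 29.2 ± 4.97 in HoipA-KO CD and 20.3 ± 5.72 in HoipA-KO HFD, with 8.37 in WT CD replicate 3. Its log2 fold change was 1.20 in HoipA-KO on CD (standard error 0.36, adjusted p = 0.0273) and 0.23 on HFD (standard error 0.31, adjusted p = 0.630), and 0.45 with HFD in WT (standard error 0.35, adjusted p = 0.411, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 12 libraries the value on CD was 1.34 (adjusted p = 0.0149), and without HoipA-KO CD replicate 2 it was 1.04 and no longer called (adjusted p = 0.0772, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 WT CD library left out the value on CD was 0.70 without replicate 2 and 1.95 without replicate 1. The difference between the diets in the genotype effect did not pass the threshold (interaction -0.96, standard error 0.47, adjusted p = 0.256, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). WT CD replicate 1 had 18.1 and replicate 2 8.03 CPM, and the change with HFD in WT was -0.048 without replicate 2 and 1.24 without replicate 1. Ripk3 rose in HoipA-KO on CD by 2.39 (adjusted p = 0.000452), on HFD by 0.92 (adjusted p = 0.0276, and 0.0592 over 12 libraries) and with HFD in WT by 1.41 (adjusted p = 0.00842, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Ripk1 by 0.84, 0.27 and 0.50, called on CD only.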

A similar observation was performed with MLKL (fig. S7D).

As HOIP deficiency elicits a spectrum of intrinsic abnormalities in WAT under CD conditions, we speculated that *Hoip^A-KO^* mice exhibit an inherently obesogenic transcriptional profile. To investigate this, we compared the gene signature of the most significantly up- and down-regulated genes in (i) *Hoip^A-KO^* CD versus wild type (WT) CD (light blue) and (ii) WT HFD versus WT CD (dark blue) (Fig. 4A). This comparison revealed a linear correlation (red) between the changes in expression in both groups, suggesting that indeed the absence of HOIP in adipocytes transcriptionally resembles obese, WT, adipocytes (Fig. 4A). Yet, despite the presence of marked hypertrophic adipocytes, aberrant cell death rates, and consequent M1-like CLS (*7*), no signs of metabolic syndrome, such as insulin resistance or MASLD, were observed in young mice in CD conditions (Figs. 1 and 3). These results suggest that HOIP deficiency predisposes to metabolic syndrome in animals under basal conditions, most likely by priming macrophages toward an obesogenic phenotype independently of dietary fat intake. 

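HFD feeding changed 2731 genes in WT mice (1723 higher and 1008 lower, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2715 over all 12 libraries, of which 1779 are shared. The number was 0 with only the 2 groups compared in the model, and with 1 library left out it ran from 1045 to 7046. Higher and lower genes were 2108 and 677 with library size, 1195 and 307 with the replicate block, and 2399 and 2286 with DESeq2's Wald test. The log2 fold changes of HoipA-KO CD against WT CD and of WT HFD against WT CD correlated across the 18427 genes tested with Pearson's r = 0.822 and Spearman's rho = 0.750, and 77.6% of genes changed in the same direction. Genes are not independent replicates, so no p is given for r. Among genes called in both comparisons r was 0.959 (2375 genes), among those called in HoipA-KO only 0.838 (4572 genes), in WT HFD only 0.913 (356 genes), and in neither 0.706 (11124 genes). Over all 12 libraries r across genes was 0.875. Both comparisons share the WT CD libraries, which gives a correlation even where no group differs. In 100 data sets simulated with the same genes and no difference between groups, r was 0.622 on average and between 0.578 and 0.661, with 70.5% of genes in the same direction on average, and 0 data sets reached the observed r. The simulation gave every library the same spread for a gene. WT CD replicates 1 and 2 differed more, with Pearson's r between them of 0.903 against 0.970 to 0.993 between replicates of the other groups. The simulated r can therefore be too low, and the shared libraries are not excluded as the cause of the observed r. The alternative that moved r most gave each comparison its own control library. With WT CD replicate 1 for HoipA-KO CD and replicate 2 for WT HFD r was 0.132, and with the replicates exchanged 0.459, against 0.783 for shared controls on the same scale. For the genes called in both comparisons these values were 0.609, 0.761 and 0.955. In the 6 ways of dividing the 3 WT CD libraries of the whole data set between the comparisons, r across all genes ran from 0.124 to 0.562. Compared directly, HoipA-KO CD and WT HFD differed in 2920 genes, 1249 higher and 1671 lower in HoipA-KO CD, and in 999 over all 12 libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes with at least 10 CPM on average over all 12 libraries and no overlap between these groups, Eef1a2 (4.96), Clec4d (4.53) and Serpinb9b (4.35) had the largest log2 rise in HoipA-KO CD, and Lctl (-4.10), Adrb3 (-3.72) and Ifi27l2a (-3.67) the largest fall, and all but Serpinb9b (adjusted p = 0.0608) passed over 12 libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With HFD in WT the largest rises were those of Itgad (6.65), Tm4sf19 (6.64) and Hmga2 (6.18), of which Itgad was not called over 12 libraries (3.34, adjusted p = 0.0879, edgeR), with 7.38 CPM in WT CD replicate 3. The largest falls, those of Wfdc15b, BC048679 and Cwh43, belong to transcripts that among the WT CD libraries were abundant in replicate 2 only, with 716, 577 and 450.0 CPM. Of these 3, Wfdc15b alone was called over 12 libraries (adjusted p = 0.0487), where BC048679 had an adjusted p of 0.0676 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Cwh43 was not among the genes tested. From the linear correlation between the changes in both comparisons, the paper proposes that the absence of HOIP in adipocytes resembles, in its transcripts, the adipocytes of obese WT mice.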

Live imaging by two-photon microscopy revealed spontaneous cell death by propidium iodide (PI) incorporation in hypertrophic adipocytes and concomitant CLS formation in *Hoip^A-KO^* GWAT under normal chow diet (NCD) readily at 3 months of age (Fig. 4B and movies S1 and S2). Macrophages in CLS retain mitochondrial activity [tetramethyl rhodamine, ethyl ester (TMRE) positivity] while also becoming PI positive, which suggests that the engulfment of adipocyte blebs may contribute to the obesogenic gene signature (Fig. 4B and movies S1 and S2).

**Fig. 4.**
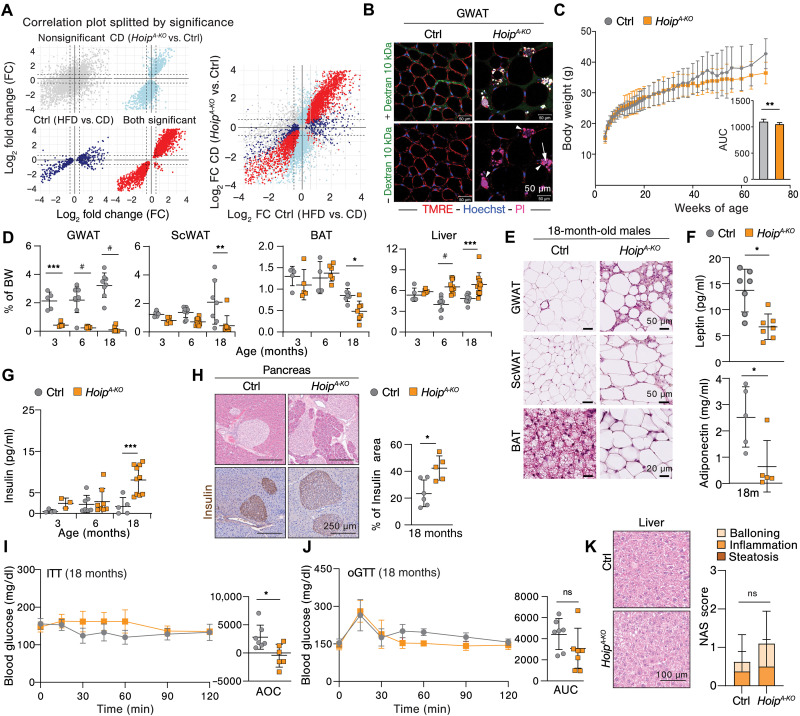
HOIP deficiency in adipocytes predisposes mice to aging-related metabolic syndrome. (**A**) Correlation plots from RNA-seq of mice after 16-week diet showing significant genes for the following comparison are indicated in color: light blue CD (*Hoip^A-KO^* versus WT), blue WT (CD versus HFD), and red both CD (*Hoip^A-KO^* versus WT) and WT (CD versus HFD). (**B**) Representative intravital two-photon microscopy image from live GWAT of 12-week-old male mice following the tail vein injection of fluorescent probes: Red: TMRE (mitochondrial membrane potential), blue: Hoechst (nuclei), pink: PI (cell death), and green: dextran (blood flow). (**C**) Body weight and mean AUC of the resulting curve of mice fed with NCD (*n* = 10 to 12). (**D**) Organ weights relativized to the individual total body weight (*n* = 5 to 12). (**E**) Representative H&E images of GWAT, ScWAT, and BAT of 18-month-old mice. (**F**) Serum levels of leptin and adiponectin of 18-month-old mice (*n* = 5 to 7). (**G**) Serum insulin values during aging (*n* = 4 to 9). (**H**) Representative H&E images and insulin staining of pancreatic islets and quantification of islet area to total tissue of 18-month-old mice (*n* = 5 to 6). (**I**) ITT of 18-month-old matched animals (*n* = 6 to 7). (**J**) oGTT of 18-month-old matched animals (*n* = 6 to 7). (**K**) Representative H&E images of 18-month-old liver and its steatosis score. All values represent the means ± SD. Statistics: (A) Pearson correlation of log_2_ fold changes between comparisons. Genes were grouped by significance, and correlations were calculated within each group (*r* = 0.77 to 0.94). [(C), (F), (H), (I), and (J)]: *t* test (two groups): *P* values: **P < 0.01 and *P < 0.05. [(D, (G), and (K)]: Two-way ANOVA of mutation (grouped by age or score category), with Bonferroni correction, *P* values GP: #*P* < 0.0001, ***P < 0.0002, **P < 0.0021, and *P < 0.0332; ns, *P* > 0.0333.

Based on this, we explored whether HOIP deficiency was sufficient to cause aging-related metabolic syndrome under NCD containing a standard fat content of 9% and studied the physiological consequence of basal adipocyte death through life span. Body weight gain reached a plateau in *Hoip^A-KO^* mice at 40 weeks of age, whereas littermates continued to gain weight over time (Fig. 4C and fig. S8A). Yet, HOIP deficiency in adipocytes did not affect normal glycemia throughout life span until 80 weeks of age (fig. S8B). Aged *Hoip^A-KO^* mice presented a similar phenotype to young mice fed with CD, with decreased GWAT mass starting as early as 3 months of age, followed by loss of ScWAT mass, hepatomegaly, and splenomegaly at 6 months of age (Fig. 4D and fig. S8, C and D). In line with the loss of fat mass, *Hoip^A-KO^* mice displayed WAT hypertropia and whitening of BAT (Fig. 4E), although without dyslipidemia or hyperglycemia at 18 months of age (fig. S8, E and F). The hormonal analysis of these mice further revealed impaired leptin and adiponectin secretion (Fig. 4F) and increased insulin in blood (Fig. 4G). Although old *Hoip^A-KO^* presented pancreatic islet hyperplasia, assessed by hematoxylin and eosin (H&E) and insulin staining (Fig. 4H) and insulin resistance (Fig. 4I), they were not glucose intolerant (Fig. 4J). This, together with the observed normoglycemia and normal Hb1Ac levels, shows that *Hoip^A-KO^* mice are not diabetic but show a prediabetic signature. Moreover, HOIP deficiency in adipocytes did not exacerbate liver steatohepatitis (Fig. 4K and fig. S8, G and H). We next enquired whether other secondary metabolic disorders besides diabetes and MASLD could affect elderly *Hoip^A-KO^* mice, such as cardiovascular defects (*52*) or compromised kidney function (*53*). We could not detect differences in stroke volume, effusion fraction (EF), or end-diastolic volume except for a slight increase in the heart rate in *Hoip^A-KO^* mice (fig. S8I), indicative of preserved cardiac health. Conversely, old *Hoip^A-KO^* mice may be at risk of developing kidney failure, as evidenced by elevated urea in blood (fig. S8J). In summary, these results suggest that HOIP deficiency in adipocytes predisposes mice to develop metabolic complications during aging but is not sufficient to induce diabetes or MASLD unless challenged with HFD.

### HOIP does not regulate adipogenesis in human adipocytes, but it is required for optimal NF-κB activation and protection from cell death upon TNF stimulation

Next, we aimed to unravel the underlying mechanism by which loss of HOIP in adipocytes causes metabolic dysfunction. We used preadipocyte-human Simpson-Golabi-Behmel syndrome (SGBS) cells as a model system (*54*). We noted that HOIP expression was up-regulated in the initial phase of differentiation toward adipocytes but decreased to baseline levels once adipocytes reached full differentiation (fig. S9A). Given that LUBAC promotes optimal NF-κB activation and that numerous studies highlight the critical role of NF-κB activation in adipogenesis (*55*, *56*), we investigated whether HOIP and Lin-Ub play a role in adipogenesis. To this end, we generated HOIP knockout (KO) preadipocytes by CRISPR-Cas9 (Fig. 5, A and B, and fig. S9B). As expected, HOIP-KO preadipocytes could not generate Lin-Ub chains upon TNF stimulation (Fig. 5C). After 7 days of adipogenic differentiation, both HOIP-KO and WT preadipocytes showed lipid droplet formation at a comparable rate as shown by Oil Red O (ORO) staining (Fig. 5D). The protein expression of peroxisome proliferator–activated receptor γ (PPARγ), a crucial regulator of adipogenesis (*57*), and adiponectin was induced in mature adipocytes regardless of the presence of HOIP (Fig. 5E). In addition, the expression of adipocyte differentiation markers *GLUT4* and *ADIPOQ* was comparably up-regulated in KO and WT cells during the differentiation process, with a slight increase in the adipogenic genes *PPAR*γ and *FABP4* at 7 days, which was normalized at 14 days (Fig. 5F).

**Fig. 5.**
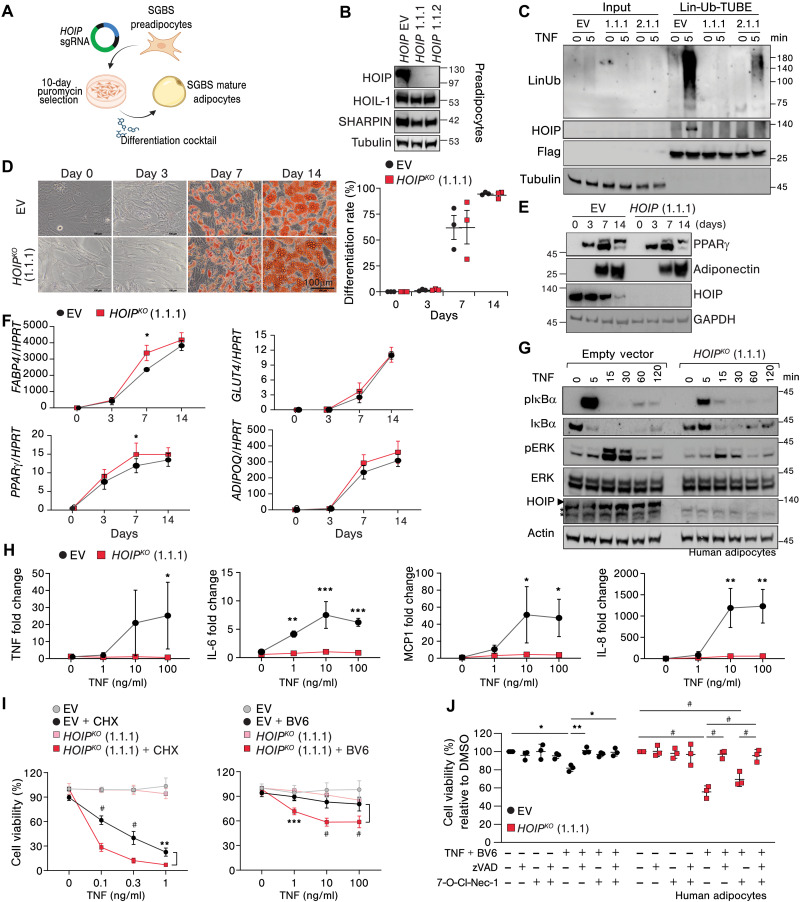
HOIP does not regulate adipogenesis in human adipocytes, but it is required for optimal NF-κB activation and protection from cell death upon TNF stimulation. (**A**) Schematic workflow of human preadipocyte (PA) gene editing and differentiation. (**B**) Western blot of indicated proteins in CRISPR HOIP-KO PA clones; EV, empty vector. (**C**) Lin-Ub TUBE pulldown of mature adipocytes (AP) after TNF (200 ng/ml). (**D**) ORO staining and quantification during differentiation (*n* = 3). (**E**) Western blot of indicated proteins at differentiation stages (*n* = 3). (**F**) qPCR of adipogenesis markers at differentiation stages, normalized to HPRT (*n* = 3). (**G**) AP lysate Western blot of the indicated proteins after TNF (100 ng/ml; *n* = 3). (**H**) qPCR of NF-κB target genes in AP with increasing TNF, normalized to HPRT and relativized to EV (*n* = 3). (**I** to **J**) Percentage of viability after increasing TNF with CHX (50 μg/ml), BV6 (500 nM), or DMSO for 24 hours (*n* = 3) (I) or after 24 hours of TNF (0.1 ng/ml) with inhibitors (*n* = 5) (J). Values presented as means ± SD. Statistics: [(D) to (I)]: Two-way ANOVA grouped by concentration or time including Bonferroni correction. (J) One-way ANOVA of selected treatments with Bonferroni correction. *P* values: #*P* < 0.0001, ***P < 0.0002, **P < 0.0021, and *P < 0.0332. ERK, extracellular signal–regulated kinase. pERK, phosphorylated extracellular signal–regulated kinase.

Because of the established role of HOIP in regulating the balance between NF-κB activation and cell death upon TNF stimulation, we next evaluated whether these processes were affected in adipocytes by the absence of HOIP. Contrary to what we observed in whole GWAT extracts (fig. S3, D and E), we found that HOIP deficiency led to a markedly reduced NF-κB and MAPK activation upon TNF stimulation in both mature and preadipocytes (Fig. 5G and fig. S9C). In line, the expression of NF-κB target genes such as IL-6, Monocyte Chemotactic Protein-1 (MCP1), also known as Chemokine (C-C motif) ligand 2 (CCL2), IL-8, and TNF itself was blunted in cells lacking HOIP and treated with TNF (Fig. 5H and fig. S9D). TNF has been described to promote expression of adiponectin and leptin and to be important for adipogenesis (*9*, *58*). Yet, no effect was observed on the expression of adipogenic markers in mature adipocytes upon TNF stimulation or HOIP loss (fig. S8E). These data show that HOIP loss specifically impairs NF-κB/MAPK activation in adipocytes upon TNF stimulation and implies that indeed increased NF-κB/MAPK signature in whole tissue lysates probably originates from infiltrating macrophages.

HOIP deficiency did not alter sensitivity to TNF-induced cell death alone in adipocytes, consistent with previous observations in primary human fibroblasts (*38*). Yet, it significantly sensitized both mature and preadipocytes to death upon stimulation with TNF and cycloheximide (CHX) or the cIAP1/2 inhibitor, SMAC mimetic (BV6) (see fig. S9F) in a dose-dependent manner (Fig. 5I and fig. S9G). Intriguingly, cell death was prevented by treatment with the pan-caspase inhibitor zVAD-fmk (zVAD) with no additional effect of the RIPK1 kinase inhibitor (Nec-1) in HOIP-deficient adipocytes (Fig. 5J and fig. S9, H and I). This suggests that human adipocytes lacking HOIP mainly die by RIPK1-independent apoptosis. In summary, our results indicate the lack of Lin-Ub does not interfere with adipogenesis but rather dampens NF-κB/MAPK activation and sensitizes cells to apoptosis upon TNF stimulation in primary human mature and pre-adipocytes.

### Caspase-8–mediated cell death is responsible for metabolic dysfunction driven by HOIP deficiency

Next, we aimed to address whether increased cell death was responsible for spontaneous lipodystrophy in *Hoip^A-KO^* mice. Despite the finding that human adipocytes mainly undergo caspase-dependent cell death with no clear induction of necroptosis upon caspase inhibition, mouse mature 3T3-L1 adipocytes were able to undergo both apoptosis and necroptosis in vitro under TNF stimulation (fig. S10 A and B). To assess whether caspase-dependent cell death was responsible for spontaneous lipodystrophy in *Hoip^A-KO^* mice, we codeleted caspase-8 in mature adipocytes by crossing *Casp8^A-KO^* with *Hoip^A-KO^* mice (hereafter *Casp8^A-KO^Hoip^A-KO^*), and since deletion of caspase-8 inactivation may unleash necroptosis in mouse cells, we additionally deleted MLKL and evaluated them under NCD.

No differences in weight gain or normal-fed glycemia (fig. S10C) were found between *Hoip^A-KO^*, *Casp8^A-KO^Hoip^A-KO^*, and *Mlkl^KO^-Casp8^A-KO^Hoip^A-KO^* mice and respective littermate controls (N.B. WT, *Casp8^A-KO^* and *Mlkl^KO^* and *Mlkl^KO^Casp8^A-KO^* mice) at 12 weeks of age. Notably, the deletion of caspase-8 in adipocytes was sufficient to completely restore fat mass in *Hoip^A-KO^* mice (Fig. 6A). Moreover, caspase-8 deletion fully prevented disruption of WAT architecture without clear contribution of MLKL deletion (Fig. 6B). Moreover, BAT whitening was prevented by caspase-8 loss in *Hoip^A-KO^* mice, and both *Casp8^A-KO^* and *Casp8^A-KO^Hoip^A-KO^* BAT showed accumulation of smaller lipid droplets (Fig. 6B). No defects in any other organs analyzed were observed at 12 weeks of age (fig. S10, D and E). Last, cell death and macrophage infiltration observed in *Hoip^A-KO^* mice were fully prevented by loss of caspase-8 (Fig. 6, C to E). Collectively, we show that caspase-8 deficiency in adipocytes prevents cell death caused by loss of HOIP and does not unleash necroptosis in NCD conditions. Although this contradicts our in vitro data using mouse cells, it goes in line with our findings in human adipocytes (Fig. 5) and a recent publication (*11*). In turn, the prevention of caspase-8–dependent cell death prevents lipodystrophy caused by the absence of HOIP.

**Fig. 6.**
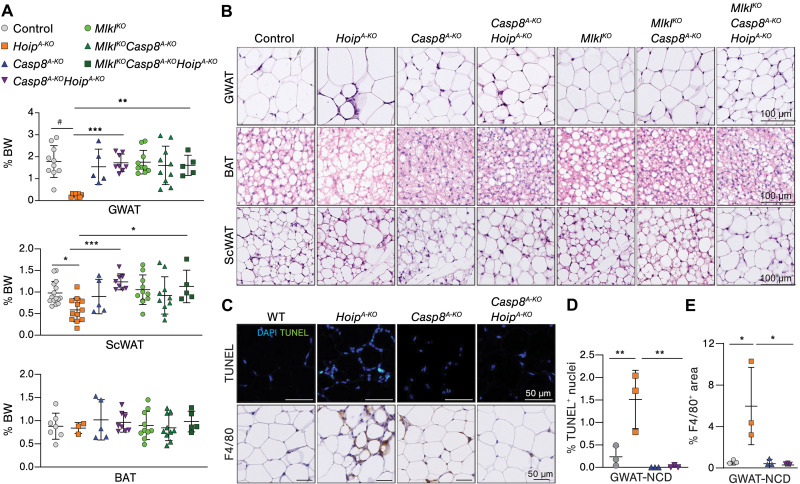
Caspase-8–dependent cell death underlies spontaneous lipodystrophy in adipocyte-specific HOIP-deficient mice. (**A**) Tissue weights relativized to total body weight (*n* = 5 to 12) of 12-week-old male mice fed with NCD. (**B**) Representative H&E pictures of 12-week-old male mice. (**C**) Representative pictures of different stainings of GWAT: TUNEL (dead cells) and F4/80 (macrophages). (**D** and **E**) Quantification of the stainings in (C): Percentage of TUNEL-positive nuclei (*n* = 3) (D) and F4/80-positive area normalized to total area (E). Values presented as means ± SD. Statistics: One-way ANOVA of selected comparison with Bonferroni correction. *P* values: #*P* < 0.0001, ***P < 0.0002, **P < 0.0021, and *P < 0.0332.

To explore whether *Casp8^A-KO^Hoip^A-KO^* mice develop metabolic syndrome upon obesity, we challenged them with HFD. *Casp8^A-KO^Hoip^A-KO^* mice gain weight similarly to their *Casp8^A-KO^* littermate controls (Fig. 7A). There were no significant differences observed among any of the groups regarding normal-fed or fasting glucose levels (fig. S11, A and B), nor in glucose tolerance (Fig. 7B) or insulin sensitivity (Fig. 7C) after 16 weeks of HFD. Although insulin levels were higher in *Casp8^A-KO^Hoip^A-KO^* mice, glycemia did not change, as compared to HFD-fed WT littermate controls, which goes in line with the fact that the mice do not display gross abnormalities in glucose tolerance (Fig. 7, D and E). Fat mass was comparable between obese *Casp8^A-KO^* and *Casp8^A-KO^Hoip^A-KO^* mice, and in both cases, GWAT mass was decreased as compared to control WT mice (Fig. 7F), as previously reported for *Casp8^A-KO^* mice (*11*). Curiously, although fat mass was normal, GWAT hypertrophy, with immune cell infiltration, was only partially prevented in obese *Casp8^A-KO^-Hoip^A-KO^* mice (Fig. 7G). Yet, AT endocrine function in *Casp8^A-KO^Hoip^A-KO^* was not affected as monitored by serum levels of adiponectin and leptin (Fig. 7H). Further analysis on other symptoms of metabolic dysfunction showed no differences in islet size, hepatomegaly, and splenomegaly in *Casp8^A-KO^Hoip^A-KO^* mice and no increased liver damage as compared to controls (Fig. 7I and fig. S11 C to E). Both *Casp8^A-KO^* and *Casp8^A-KO^Hoip^A-KO^* mice showed increased cholesterol in the blood, suggesting slight dyslipidemia likely caused by caspase-8 loss (fig. S11F). The observation that *Casp8^A-KO^Hoip^A-KO^* mice were not fully protected from GWAT hypertrophy upon HFD prompted us to evaluate whether caspase-8–independent cell death was present in these mice. TUNEL-positive staining was fully blocked in HFD-fed *Casp8^A-KO^Hoip^A-KO^* mice, indicating that loss of caspase-8 prevents cell death caused by HOIP deficiency (Fig. 7J and fig. S11G). The differences in the levels of caspase-3 activation between the groups were overall not significantly different (Fig. 7J and fig. S11G). Yet, it appears that loss of caspase-8 did not fully prevent the elevated levels of caspase-3 activation in HFD-fed *Hoip^A-KO^* mice, akin to the residual hypertrophy in these mice (Fig. 7J and fig. S11G). These results highlight the importance of Lin-Ub in protecting against obesity-induced metabolic syndrome primarily through the suppression of caspase-8–dependent cell death.

**Fig. 7.**
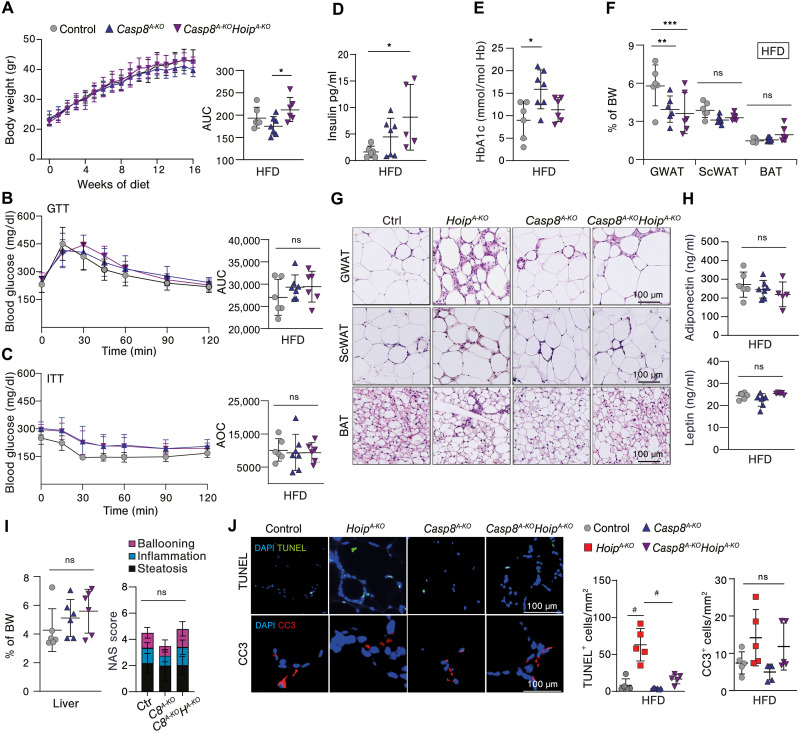
Caspase-8–mediated cell death is responsible for metabolic dysfunction driven by HOIP deficiency in adipose tissue. (**A** to **F**) Evaluation of mice with indicated genotypes after 16-week HFD (*n* = 5 to 7). (A) Weight monitoring curve and individual AUC (B), oGTT and individual AUC (C), and ITT and individual AOC. (D) Insulin serum values after 16-week-HFD of insulin. (E) Blood HbA1c levels. (F) Tissue weights relative to total body weight. (**G**) Representative H&E pictures of WAT and BA. (**H**) Adipokinese serum valus (*n* = 5 to 7). (**I**) Liver steatosis score (*n* = 5 to 7). (**J**) Representative pictures of immunoflourescence staining of GWAT (*n* = 5): TUNEL and cleaved caspase-3 (CC3) and respective quantification (positive cells per area). Values presented as mean ± SD. Statistics: One-way ANOVA of selected genotype comparisons with Bonferroni correction. *P* values: #*P* < 0.0001, ***P < 0.0002, **P < 0.0021, and *P < 0.0332; ns, *P* > 0.0333.

### HOIP expression correlates with metabolic health likely by modulating cell death responses in patients with obesity

Next, we investigated the correlation between the expression of RNF31 (HOIP) in visceral (V) adipose tissue from RNA-seq data of the Leipzig Obesity BioBank (LOBB) and various markers of the metabolic syndrome in serum of lean and mainly obese patients collected cross-sectionally. The HOIP expression was negatively correlated with ALT and the diabetic marker HbA1c (Fig. 8A) (*59*). Moreover, in patients suffering from morbid obesity, HOIP is positively correlated with the levels of the anti-inflammatory adipokine, adiponectin, which is associated with metabolic fitness (*60*), and with IL-6 (fig. 87B). The latter was recently found to prevent metabolic syndrome caused by obesity when released by macrophages (*61*). The expression of RBCK1 (HOIL-1) followed a similar pattern (Fig. 8, C and D). We then explored the correlation between LUBAC components, HOIP and HOIL-1, and cell death in the human visceral adipose tissue (VAT) expression analysis. This revealed a notable negative correlation between the expression of LUBAC components and caspase-8 (Fig. 8E), in line with our findings in mouse models in which HOIP prevents caspase-8–driven apoptosis. In addition, MLKL and LUBAC expression were negatively correlated to each other, and although the role of MLKL in AT remains debated, we did not observe signs of necroptosis in our experimental models. The LUBAC expression significantly correlated with RIPK1 and RIPK3 expression. This aligns with the previous report showing that RIPK3 acts as an inhibitor of apoptosis in adipocytes during obesity (*13*). Together, these data suggest that LUBAC expression is positively associated with improved metabolic health in obese individuals most likely by inhibiting caspase-8–mediated cell death.

**Fig. 8.**
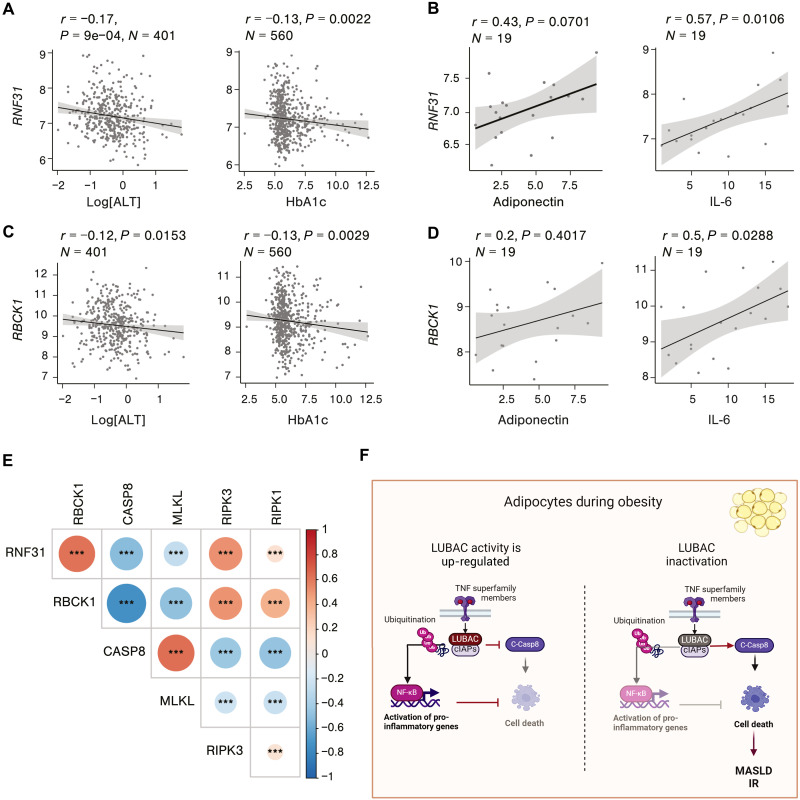
HOIP expression correlates with metabolic health likely by modulating cell death responses in patients with obesity. (**A**) Correlation between RNF31 (HOIP) expression in human visceral adipose tissue (VAT) and serum values of ALT, HbA1c, and sequencing datasets of a cross-sectional cohort. (**B**) Correlation between RNF31 (HOIP) expression in human VAT and serum values of adiponectin and IL-6 from RNA-seq datasets of obese individuals’ cohort. (**C**) Correlation between RBCK1 (HOIL-1) expression in human VAT and serum values of ALT (males), HbA1c (females), and sequencing datasets of a cross-sectional cohort. (**D**) Correlation between RNF31 RBCK1 (HOIL-1) expression in human VAT and serum values of adiponectin (males) and IL-6 (males) from RNA-seq datasets of obese individuals’ cohort. (**E**) Correlation matrix of expression of LUBAC components, RNF31 (HOIP) and RBCK1 (HOIL-1), and cell death effectors analyzed from RNA-seq datasets of VAT cross-sectional cohorts of obese individuals. (**F**) Schematic model of the role of LUBAC in adipocytes to prevent metabolic syndrome during obesity challenge. Statistics: Gender-adjusted analysis was performed, and unless male and female samples were analyzed separately. Median transcript integrity number (TIN) of the data was adjusted, and Spearman coefficient test was performed without multiple testing correction. *P* values: ***P < 0.001.

## DISCUSSION

The results of this study provide critical insights into the inflammatory role of adipocytes in metabolic syndrome by identifying Lin-Ub, as an essential regulator of adipocyte cell death. The genetic deletion of HOIP in adipocytes causes the exacerbation of a range of metabolic disturbances, particularly insulin resistance (IR) and MASLD, under obesity. HOIP deficiency led to hypertrophy and increased cell death in GWAT, accompanied by a marked increase in immune cell infiltration, particularly M1-like macrophages, which are known to exacerbate metabolic dysfunction (*47*, *48*). Despite these significant local effects, systemic inflammation was only mildly elevated. The lack of systemic inflammation raises intriguing questions. It suggests that local AT health, particularly in GWAT, is sufficient to cause IR or MASLD in obesity. This may occur not only due to impaired secretion of adipokines but also caused by a yet undefined cross-talk between AT and other metabolic organs, particularly the liver, that may depend on damage signals secreted by dead adipocytes. The identification of these factors in the future will be of great importance for the design of therapeutic targets against metabolic syndrome. Still, we cannot discard the possibility that the liver may adapt to HOIP loss from birth, potentially compensating by storing lipids. Subsequently, upon HFD, excess dietary lipid uptake saturates hepatocytes and causes MASLD. In this context, our findings would be of particular interest to patients with inherited mutations in genes that affect Lin-Ub or cell death responses (*39*, *62*) or inherited lipodystrophies.

We found that HOIP deficiency predisposes mice to metabolic syndrome, manifesting as a lipodystrophy-like syndrome from a young age. This underscores the critical role of Lin-Ub in metabolic health as a fundamental developmental factor in adipocytes, extending beyond obesity to encompass other conditions such as lipodystrophies. These disorders share clinical features with obesity, including dyslipidemia, IR, and liver steatosis. In addition, they have far-reaching effects on overall health, contributing to premature aging (*63*). 

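In WT mice HFD feeding left the 10 adipocyte genes of GWAT with a median log2 fold change of -0.31 (adjusted p = 0.723, and -0.044 over 12 libraries, limma's fry with Benjamini-Hochberg adjustment), while HoipA-KO CD lay below WT HFD by a median of 2.08 (adjusted p = 0.00904, fry), with all 10 genes called lower. Adipoq, which encodes adiponectin, had 2695 ± 1094 CPM (SD, n = 2 pools) in WT CD, 2069 ± 374 (n = 3) in WT HFD, 420.5 ± 103 in HoipA-KO CD and 295 ± 82.6 in HoipA-KO HFD, with 1269 in WT CD replicate 3. Its log2 fold change was -2.64 in HoipA-KO on CD (standard error 0.36, adjusted p = 0.000789), -2.83 on HFD (standard error 0.34, adjusted p = 0.00803) and -0.31 with HFD in WT (standard error 0.36, adjusted p = 0.591, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the last being 0.25 without WT CD replicate 1. Lep, which encodes leptin, changed with HFD in WT by 1.58 (adjusted p = 0.0818, and 0.0428 over 12 libraries) and in HoipA-KO on HFD by -2.13 (adjusted p = 0.0269, and 0.0580 over 12 libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl2 rose with HFD in WT by 3.096 (adjusted p = 0.00617, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and did not differ between genotypes on HFD (0.31, adjusted p = 0.529).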

The RNA-seq of HOIP-deficient mice showed an obesogenic transcriptional profile, including impaired adipokine expression that suggests loss of adipose tissue endocrine function. We stipulate that the latter is likely a consequence of adipocyte death and loss of fat mass because the expression of adipokines was neither affected by HOIP expression nor by TNF exposure in mature adipocytes ex vivo. However, we cannot exclude that other factors in the context of obesity-induced chronic inflammation may also play a role in adipokine signaling in the absence of HOIP. In summary, LUBAC safeguards adipose tissue health and prevents metabolic disorders. This makes *Hoip^A-KO^* mice a suitable model to study nonautoimmune lipodystrophy, mimicking chronic injury-related wasting.

TNF- or TNFR1-deficient mice are protected from HFD-induced obesity (*64*, *65*). This was mainly attributed to decreased inflammation caused by reduced NF-κB activation upon obesity in the absence of TNF. Yet, because NF-κB–mediated inflammatory gene activation and cell death regulation are highly interlinked processes, their respective contributions to inflammation during metabolic dysfunction remain unknown. This knowledge gap together with the suggested tissue-specific functions of NF-κB during metabolic syndrome (*10*) led to controversies on the reported importance of NF-κB signaling in metabolic homeostasis (*9*). Furthermore, to date, the molecular drivers of death receptor–induced cell death in adipocytes are unknown. For example, adipocytes lacking IKKβ suffer from a similar lipodystrophy-like phenotype and IR upon HFD as *Hoip^A-KO^* mice (*66*, *67*), which is likely caused by exacerbated cell death. Because IKKβ regulates cell death independently of NF-κB activation (*68*), this mutation does not provide clarity on the role of NF-κB–mediated inflammatory gene activation in adipocytes. In another example, dimerization-induced caspase-8 activation in adipocytes promotes metabolic syndrome during diet-induced and genetic obesity (*19*), and although this proves that acute cell death causes lipodystrophy, it does not shed light on the molecular events that control cell death in adipocytes. Here, we show that caspase-8 deletion is sufficient to prevent metabolic dysfunction caused by HOIP deficiency, positioning LUBAC as a key regulator of cell death in adipocytes and in the consequent onset of lipodystrophy and obesity-related metabolic dysfunction (Fig. 8F). Mice lacking adipocyte caspase-8 were reported to show improved thermogenesis and metabolism on HFD due to reduced NF-κB activation, suggesting that NF-κB inhibition may improve metabolic health (*11*). However, we could not observe an improved response to HFD in *Casp8^A-KO^* or in *Casp8^A-KO^Hoip^A-KO^* mice as compared to WT mice in our study. Therefore, it is likely that cell death responses play a major role in triggering inflammation than NF-kB affecting on metabolic processes when LUBAC is disrupted.

Both apoptosis and pyroptosis appeared to be highly enriched in GSEA data of *Hoip^A-KO^* mice, yet caspase-8 deletion was sufficient to prevent lipodystrophy and obesity-associated metabolic syndromes such as IR and MASLD. It is possible to speculate that caspase-8 may be driving both apoptosis and pyroptosis by cleavage of Gasdermin D as previously reported (*69*, *70*). However, the pyroptotic gene signature was enriched in WT mice under HFD conditions as much as in *Hoip^A-KO^* under CD conditions. This suggests that pyroptosis may not be directly regulated by LUBAC expression but rather as a result of primed inflammatory macrophages (*71*). Hence, we conclude that caspase-8 is essentially driving apoptosis in adipocytes.

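Compared directly, HoipA-KO CD had a normalized enrichment score of 1.61 against WT HFD for the 11 pyroptosis genes (adjusted p = 0.0789, fgsea's preranked test with Benjamini-Hochberg adjustment), and 1.72 over all 12 libraries (adjusted p = 0.0396, fgsea). Of these genes 5 were called higher and 1 lower in HoipA-KO CD than in WT HFD (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 8 and 1 adjusted over the list alone, with a median log2 fold change of 0.99. Reactome's inflammasome set had 2.04 (adjusted p = 0.000300, fgsea), and with this set counted the difference passed in 9 of 20 alternatives. Limma's fry gave an adjusted p of 0.00994 for this difference. The interaction of genotype and diet for the list had a score of -1.96 (adjusted p = 0.000283, fgsea). With HFD in HoipA-KO the list scored -1.21 (adjusted p = 0.383, fgsea) and Reactome's inflammasome set -1.92 (adjusted p = 0.00153, fgsea). That set did not pass with fry (adjusted p = 0.640), its median log2 fold change was -0.17 and 0 of its genes were called.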

Noteworthy, although caspase-8 deficiency is sufficient to prevent lipodystrophy and metabolic syndrome in response to HFD, it does not fully prevent HFD-induced GWAT hypertrophy in *Hoip^A-KO^* mice, possibly because of persistent caspase-3 activation, as noted by immunostaining. This result suggests that HOIP regulates intrinsic apoptosis which aligns with our differential expression analysis based on the negative (DEseq) data showing elevated expression levels of Bax and Bak in HOIP-adipocyte deficient mice. However, although this level of caspase-3 activation may drive local inflammation, it does not seem to further contribute to metabolic complications associated with HFD feeding (as compared to littermate controls). 

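In GWAT Bax had 33.7 ± 6.81 CPM (SD, n = 2 pools) in WT CD, 80.4 ± 12.6 (n = 3) in HoipA-KO CD, 39.9 ± 10.5 in WT HFD and 68.6 ± 9.39 in HoipA-KO HFD, with 16.5 in WT CD replicate 3. Bak1, which encodes BAK, had 22.3 ± 4.73 in WT CD, 68.9 ± 5.84 in HoipA-KO CD, 41.4 ± 8.96 in WT HFD and 62.8 ± 11.1 in HoipA-KO HFD, with 16.5 in WT CD replicate 3. The log2 fold change of Bax in HoipA-KO was 1.31 on CD (standard error 0.24, adjusted p = 0.00280) and 0.77 on HFD (standard error 0.20, adjusted p = 0.0413, and 0.165 over 12 libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Bak1 it was 1.68 on CD (standard error 0.24, adjusted p = 0.000959) and 0.59 on HFD, which was not called (standard error 0.20, adjusted p = 0.0837, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

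**Figure D2:**
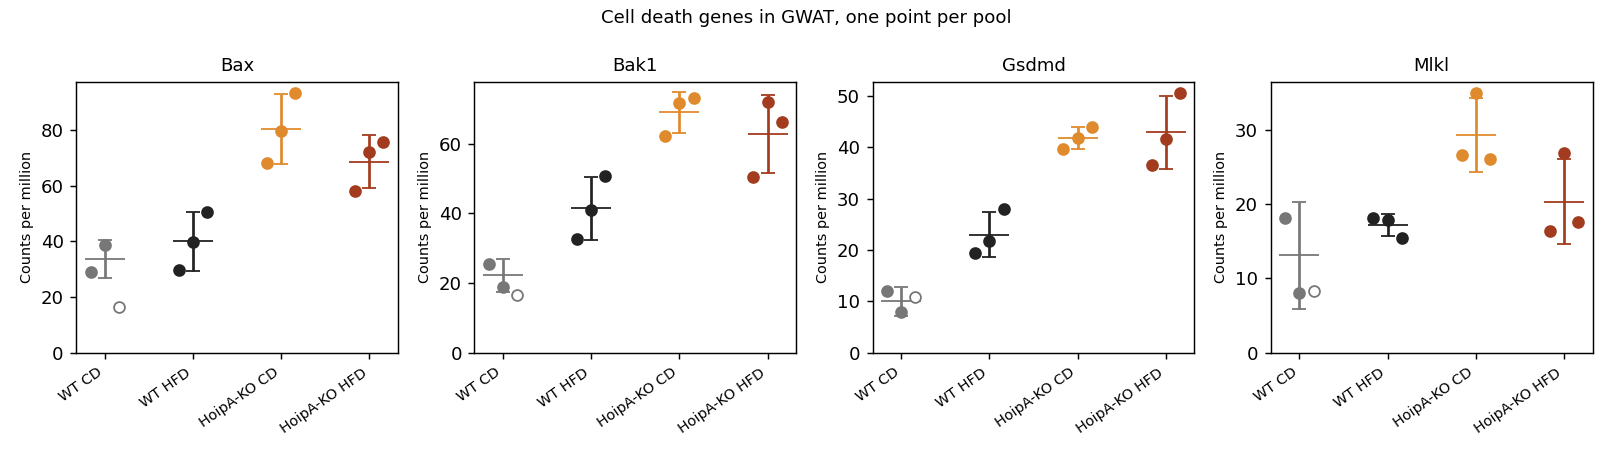
Normalized CPM of Bax, Bak1, Gsdmd and Mlkl in GWAT (y axis), by group (x axis). Each point is a pool of 3 mice, lines and bars are the mean and SD, and the open point is WT CD replicate 3, left out of the mean; for Bax the means are 33.7 in WT CD and 80.4 in HoipA-KO CD.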

Further investigation is necessary to understand the consequences of possible sublethal levels of caspase-3 activation in GWAT.

Although the contribution of necroptosis in AT has never been formally proven, there are several reports suggesting that necroptosis inhibition improves the pathological outcome of obesity. For instance, *RIPK1* gene variants were associated with diabetes in humans and its down-regulation ameliorated obesity-driven metabolic syndrome (*12*). Yet, the contradictory reports on the role of MLKL during obesity do not facilitate our understanding of this cell death modality in the modulation of metabolic disorders (*72*–*76*). Although we show that mouse adipocytes can execute necroptosis in vitro, the deletion of caspase-8 did not unleash aberrant necroptosis in vivo despite the loss of HOIP-sensitizing adipocytes to cell death. This could be due to the fact that 3T3-L1 adipocytes are not primary cells but also because we might be using stimuli that do not necessarily recapitulate the complexity of an obese environment in AT. Nevertheless, our results recapitulate the molecular observations in primary human adipocytes because caspase inhibition was indeed sufficient to prevent TNF-induced cell death in the absence of HOIP. Moreover, MLKL deletion had no beneficial impact on the fat mass of *Casp8^A-KO^Hoip^A-KO^* mice. Coupled with the observation that caspase-8 loss prevents cell death, as evidenced by TUNEL staining, in the absence of HOIP under HFD conditions, we conclude that there is either a distinct regulation of the necroptosis machinery in adipose tissue independently of caspase-8 or that adipocytes do not undergo lethal necroptosis at all in the absence of caspase-8. At this stage, we cannot formally discard that necroptosis, perhaps in a sublethal form (*77*), may drive GWAT hypertrophy in *Casp8^A-KO^Hoip^A-KO^* mice.

Severe autoinflammation and recurrent infections have been broadly reported in LUBAC-deficient patients, and several therapies, including TNF inhibition, partially ameliorate some of these symptoms. Yet, how to tackle the metabolic complications of these patients have never been explored. Here, we find an abundance of MUFAs in the liver of *Hoip^A-KO^* mice, regardless of dietary intake, which are usually associated with MASLD. PUFA intake has been linked to the prevention of liver fat accumulation (*78*). Hence, specific dietary conditions such as PUFA-enriched diets may offer benefits against liver steatosis to patients bearing perturbations in Lin-Ub. Further investigation in this direction is not only warranted but imperative for the care of these patients. In a wider population, we show that the expression of LUBAC components in AT is significantly associated with improved metabolic fitness in patients with obesity potentially by preventing caspase-8–dependent cell death. Thus, LUBAC activity, by promoting a healthy AT expansion during obesity, prevents ectopic lipid deposition and, consequently, may serve as a protective mechanism against obesity-associated disorders in humans.

We propose a model in which cytokines, such as TNF, trigger the activation of LUBAC to protect stressed adipocytes from cell death while maintaining sufficient levels of NF-κB activation (Fig. 8F). Under obesity, adipocyte death activates inflammatory macrophage infiltration amplifying the inflammatory response and leading to metabolic syndrome. This cell death is exacerbated when Lin-Ub is low or absent, further boosting inflammation and metabolic dysfunction. Notably, LUBAC may also be important for the homeostatic response to other stress responses in AT during obesity, such as hypoxia. LUBAC has been reported to be crucial in protecting cells against hypoxia-mediated cell death (*79*–*81*).

Collectively, this study demonstrates that LUBAC functions as a protective shield against cell death in adipocytes, thereby defending against metabolic syndrome, particularly MASLD during obesity and potentially, other conditions such as lipodystrophy and aging, placing Lin-Ub as a key metabolic safeguard mechanism.

## MATERIALS AND METHODS

### Animals

*Hoip^A-KO^* and *Casp8^A-KO^* mice were generated by crossing *Hoip*^*fl/f*l^ (*33*) and *Casp^fl/fl^* (*82*), donated by M. Pasparakis, with Adipoq-Cre Strain 010803 [full name: B6;FVB-Tg(Adipoq-cre)1Evdr/J, RRID MSR_JAX:010803, the Jackson Laboratory]. Mice were kept at 22° to 23°C 45% humidity with a light cycle of 12 hours, except for the matched age 72-week-old cohort of *Hoip^A-KO^* kept in a different mouse facility at 25° to 27°C 45% humidity*. Hoip^A-KO^Casp8^A-KO^Mlkl^KO^* mice crossing with the *Hoip^A-KO^Casp8^A-KO^* with *Mlkl^KO^* generated by H.W. (*32*). For all the experiments Cre negative littermates were used as control. Mice in experimental HFD cohorts were fed ad libitum with CD DIO LS–13% fat and 11% sucrose (Ssniff, E15748-04) and HFD DIO–60% (Lard) (Ssniff, E15742-347). Mice under aging cohorts and all mice under maintenance were fed with NCD (9% fat) (Ssniff, V1534). Breeders are fed with breeding chow (15% fat; Sniff, V1154). Cohorts of *Hoip^A-KO^* experiments were bred and performed simultaneously using the same parental line. The designation to diet group was randomized. Five different cohorts were fed to generate the samples used in this study. In all experiments, 6- to 7-week-old male mice were fed with a CD or HFD as indicated for 8 or 16 weeks. Three to five mice were placed per cage, and weight body gain was measured weekly. Normal-fed blood glucose was taken every 3 weeks with an Aida Glucometer and strips (Aida, 781783). At the end of the feeding protocol, mice were euthanized using ketamine/xylazine cocktail [ketamine (100 mg/kg) and xylazine (20 mg/kg)] with a dose of 5 μl/g, this was followed by heart puncture, cervical dislocation, and tissue harvesting. All animal experiments were approved by the Federal Ministry for Nature, Environment and Consumers’ Protection of the state of North Rhine-Westphalia (LANUV/LAVE) and were performed following the respective national, federal, and institutional regulations and following the Replacement, Reduction, and Refinement (3Rs) guidelines under the license numbers: Az: 81-02.04.2020.A349 and Az: 81-02.04.2020.A022.

### In vivo metabolic studies

Glucose tolerance tests were performed on 6-hour fasted animals using glucose (2 g/kg body weight) supplied by oral gavage. ITTs were performed on animals fasted for 6 hours using insulin Lispro (Lilly) injected intraperitoneally. The dose was 0.75 U/kg body weight for HFD-fed mice and 0.5 U/k for mice fed with the CD. Measurements of blood glucose were taken at 0, 15,30, 45, 60, and 120 min after the injection and measured with an Aida Glucometer and strips (Aida, 781783). Mice from three independent experiments were pooled to generate the statistics, except for 8 weeks (only one cohort). For energy expenditure, food, water, and oxygen consumption measurements, mice were individually housed in metabolic cages (TSE PhenoMaster V7.7.3 2021-4898) with free access to food and water after 7 days of training at 22°C and 50% humidity. Data were collected during 72 hours, and the average was expressed by consumption per day and relativized to initial body weight as indicated. Metabolic rate (kcal/day) was calculated using the formula = 1.44 × (3.94 × VO_2_ + 1.11 × VCO_2_) the average of the 3 days was taken as an individual value per mouse. RERs were calculated as VCO_2_/VO_2_ at every single point (every 20 min) during 72 hours. The average in the different phases (total, light, and dark) of each mouse was expressed as a single RER value. Insulin levels were measured by a mouse insulin ELISA kit 90080, CrystalChem Inc.). Serum adipokines were measured by Luminex technology in a custom-made multiplex plate and Adiponectin Luminex Discovery Assay (R&D Systems, LXSASM-01). Blood values Hb1ac, ALT, AST, LDH, urea, and albumin were determined by the UniKlinik chemical laboratory service at the University Hospital. Serum lipid values were determined following the manufacturer’s instructions with the following kits: free fatty acids (Abnova, KA1667), cholesterol (Promega, J3190), and triglycerides (Promega, J3160).

### Cell culture

#### Mouse adipocytes and preadipocytes cell culture

The fibroblast preadipocyte line 3T3-L1-CL-173 (American Type Culture Collection) was kept at 37°C in 5% CO_2_ condition (*83*) on Dulbecco’s modified Eagle’s medium (DMEM) Hi-Glucose (4.5 mg/liter) (Thermo Fisher Scientific, 61965059), 10% calf serum (500 ml; Sigma-Aldrich, 12133C), and 1% penicillin-streptomycin (Pen-Strep) (PAN Biotech, P06-07100). Adipogenic differentiation was induced when cells reached 100% confluency. On day 0, the culture medium was replaced by adipogenic medium I containing DMEM high-glucose 10% fetal bovine serum, 1% Pen-Strep, insulin (1 μg/ml) (10 mg/ml; Sigma-Aldrich, I-9278), dexamethasone (0.25 μM; 100 mg; Sigma-Aldrich, D-2915), 500 μM 3-isobutyl-1-methylxanthin (IBMX; 250 mg; Sigma-Aldrich, I-7018), and 2 μM rosiglitazone (10 mg; Sigma-Aldrich, R2408). On day 3 of adipogenic differentiation, adipogenic medium I was replaced by adipogenic medium II consisting of DMEM high-glucose 10% FBS 1% Pen-Strep and insulin (1 μg/ml), and changed every 2 days, cells were fully differentiated on day 10 of adipogenic differentiation.

#### *SGBS cell culture* (*human cells*)

SGBS cells were derived from the stromal vascular fraction of the subcutaneous adipose tissue from a patient with SGBS (*54*). SGBS cells are maintained in DMEM/F12 containing 33 μM biotin (Sigma-Aldrich), 17 μM pantothenate (Sigma-Aldrich), and 10% fetal calf serum (Gibco, Thermo Fisher Scientific) in a humidified incubator at 37°C with 5% CO_2_. Adipogenic differentiation of SGBS cells was induced when cells reached 90% confluency. On day 0, cells were carefully washed twice with Dulbecco’s phosphate-buffered saline (DPBS) (Gibco). Culture medium was replaced by adipogenic medium I containing DMEM/F12 medium (Gibco) supplemented with 33 μM biotin (SA), 17 μM pantothenate (SA), transferrin (10 μg/ml), 20 nM insulin, 100 nM cortisol, 0.2 nM triiodothyronine (T3), 25 nM dexamethasone, 250 μM IBMX, and 2 μM rosiglitazone. On day 4 of adipogenic differentiation, adipogenic medium I was replaced by adipogenic medium II consisting of DMEM/F12 medium supplemented with 33 μM biotin, 17 μM pantothenate, transferrin (10 μg/ml), 20 nM insulin, 100 nM cortisol, and 0.2 nM T3. SGBS cells are fully differentiated on day 14 of adipogenic differentiation.

### Statistical analysis

Data were analyzed using GraphPad Prism software (version 8.4.1) (San Diego, CA). Area under the curve and area over the curve were calculated as previously described (*84*). Statistical tests were used as described in the figure legends. All data are presented as means ± SD and was analyzed by analysis of variance (ANOVA) with Bonferroni’s post hoc multiple comparison test; in all cases, test were applied to the indicated groups control except for experiments with only two groups in which unpaired individual parametric Student’s *t* test was performed assuming same variation between populations. Correlations were assessed by nonparametric Spearman’s test. Statistical significance was indicated as follows: for *t* test [*P* values: **P < 0.01 and *P < 0.05, not significant (ns)] or one-way or two-way ANOVA with Bonferroni correction for multiple comparisons (*P* values GP: #*P* < 0.0001; ***P < 0.0002; **P < 0.0021; *P < 0.0332; and ns, *P* > 0.0333. In the serum analyses, some results from different longitudinally followed groups of mice were combined. Animals of the same sex and age were used to minimize physiological variability and to reduce SD from the mean. In case of death or sickness, the animal was excluded from the analysis. Tissue samples were excluded in cases of failure in the extraction of RNA or protein of suitable quality and quantity.

### Generation of SGBS empty vector and HOIP KO cells (human preadipocytes)

Knockout SGBS preadipocytes were generated using a CRISPR-Cas9 system. Single guide RNA (sgRNA) duplexes for HOIP (sgRNA1: AACCGCGACATCGAGTCAGT and sgRNA2: GGTGGCACGACGCTTTCTGT) were designed using CRISPick (Broad Institute) and inserted into the pMuLE ENTR U6 stuffer sgRNA scaffold L1-R5 (kindly provided by I. Frew; Addgene #62127; http://n2t.net/addgene:62127; RRID: Addgene_62127) (*85*). Sanger sequencing was used to verify the correct insertion. Using LR Clonase II Plus (Thermo Fisher Scientific), the specific pMuLE ENTR U6-sgRNA and pMuLE ENTR CMV-hCas9 L5-L2 plasmids were recombined with SleepingBeauty transposon plasmid pMuSE eGFP-P2A-PuroR-DEST (*86*). SGBS preadipocytes were cotransfected with the resulting pMuSE U6-sgRNA+CMV-hCas9+RPBSA-eGFP-P2A-PuroR plasmids and the SleepingBeauty-expressing pCMV(CAT)T7-SB100 plasmid (kindly provided by Z. Izsvak; Addgene #34879; http://n2t.net/addgene:34879; RRID: Addgene_34879) (*87*) at a mass ratio of 19:1 using a Neon Transfection System (Thermo Fisher Scientific) with 3 × 10–ms pulses of 1400 V. Stable bulk cultures were obtained by puromycin selection.

### In vitro cell death and viability assays

#### 3T3-L1 preadipocytes cell death

Cells were treated with 20 μM Z-VAD-fmk (Abcam, ab120382), 5 μM BV6 (Adooq Bioscience, Canada, A14231), 10 μM RIPK1 inhibitor Necrostatin 2 racemate (Nec-1s) (25 mg; SeleckChem, S8641) and costimulated with xFlag-2xStrep-TNF (125 ng/ml) (*22*) for the indicated times.

#### 3T3-L1 adipocytes cell death

After treatments cells were stained with fixable viability dye eFluor 660 eBioscience (Thermo Fisher Scientific, 65-0864-14) 1:1000 in PBS for 10 min, fixed with Fix and Perm kit Foxp3/transcription factor staining (eBioscience, 00-5523-00) for 20 min, filtered in 100-μm strainers, and acquired in FACS Symphony III BD using FACSDiva software (BD) and analyzed in FloJo.v10.8.1. For representative pictures, cells were stained with lipid droplet stain (Linaria, BOT-70065-T) and Sytox Green (Thermo Fisher Scientific, S7020), and images were acquired with S3 Incucyte Live-Cell Analysis (Sartorius).

#### Human and mouse pre- and adipocytes

Viability was determined using CellTiter-Glo assay (G7572, Promega) according to the manufacturer’s instructions. Cells were treated with human TNF-α recombinant protein (PeproTech, 300-01A), doses as indicated in the graphs, and for the M1 TUBE assay, 200 ng/ml was used, and for the inhibitor experiments in adipocytes, the dose was 0.1 ng/ml; protein synthesis inhibitor, CHX (50 μg/ml; Sigma-Aldrich, #239765), 20 μM Z-VAD-fmk (Bachem, #4026865), 500 nM BV6 (Selleck Chemicals, catalog no. S7597), and 10 μM 7-O-Cl-Nec-1 (Sigma-Aldrich, #504297).

### ORO staining

Cells were washed once with PBS before incubation with 4% paraformaldehyde (PFA) at room temperature. After 10 min, PFA was renewed. Samples were stored at 4°C until further analysis. For staining with ORO, cells were washed with 60% isopropanol before addition of ORO staining solution [six parts of ORO stock solution (3.5 g of ORO in 1 liter of isopropanol) were mixed with four parts of distilled water]. After incubation at room temperature for 10 min, the staining solution was removed and cells were washed 3× with distilled H_2_O. Pictures were taken with the Olympus CK40 microscope.

### Western blot

#### Human adipocytes

Cells were lysed in lysis buffer [30 mM tris-HCl (pH 7.4), 150 mM NaCl, 2 mM EDTA, 2 mM KCl, and 10% glycerol] supplemented with 1% Triton X-100, 1× complete EDTA-free protease inhibitor mix (Roche), and 1× phosphatase-inhibitor cocktail 2 (SA). Lysates were denatured in reducing sample buffer before separation by SDS-PAGE (4 to 12% bis-tris; Bolt). Membranes were incubated with primary antibodies at 4°C overnight or for 1 hour at room temperature (RT). Washing of membranes was performed in 1x PBS containing 0.1% Tween 20 (SA) for 3× 10 min before incubation with the horseradish peroxidase (HRP)–conjugated or StarBright Blue 700 fluorescent secondary antibody for 1 hour at RT. Membranes were subsequently imaged on a ChemiDoc Imaging System.

#### Mouse-differentiated adipocytes

Minute Total Protein Extraction Kit for Adipose Tissues/Cultured Adipocytes (AT-022) was used according to the manufacturer’s instructions. For mouse tissues, 100 mg of fat tissue was in 500 μl of radioimmunoprecipitation assay buffer [50 mM tris-HCl (pH 8) and 150 mM NaCl] without detergents and a 5-mm bead to be homogenized in TissueLyser II in two rounds for 2 min at 30 1/s. After tissue disruption detergents (0.5% NP-40 and 0.5% sodium deoxycholate) were added together with EDTA-free protease inhibitor cocktail (Roche) and 1× phosphatase-inhibitor cocktail 2 (Sigma-Aldrich) and deubiquitinase inhibitor (S7130, Selleck Chemicals) sampler were incubated at 4°C for 30 min on agitation. Lysates were denatured with a reduced sample buffer and β-mercaptoethanol at 95°C for 10 min. Proteins were separated by precast 4 to 15% polyacrylamide gels (5678085, Bio-Rad) at 150 V for 50 min, transferred in Trans-Blot Turbo Transfer System (1704150, Bio-Rad) with Transfer Blot mix program in 0.2-μm nitrocellulose membranes (1704158 or 1704159, Bio-Rad), and analyzed by Western blotting. Membranes were blocked for 1 hour RT with tris-buffered saline (TBS) 5% BSA, washed one time with 1× TBS containing 0.1% Tween 20 (SA) before incubation with primary antibodies at 4°C overnight. The next day membranes were washed 3× 5 min with 1× TBS containing 0.1% Tween 20 (9127.1, Carl ROTH) before incubation with the HRP-conjugated for 1 hour at RT. Membranes were subsequently incubated with Clarity Western ECL Substrate (1705060, Bio-Rad) and films (11820, Radiolix). Anti-M1 TUBE (FLAG, UM606, Life Sensors) was performed according to the manufacturer’s instructions.

### Antibodies

#### Human adipocytes

PPARγ (1:1000; rabbit polyclonal, 2443, R&D Systems,) adiponectin (1:1000; rabbit polyclonal, GTX112777, GeneTex), glyceraldehyde-3-phosphate dehydrogenase (1:5000; AbD22549, Bio-Rad), extracellular signal–regulated kinase (ERK) [1:2000; rabbit, 9102, Cell Signaling Technology (CST)], phospho-IκBα [1:1000; immunoglobulin G1 (IgG1), CST, 9246], IκBα (1:1000; rabbit, 9242, CST), phospho-ERK (1:2000; rabbit, 9101, CST), tubulin (dilution 1:5000; AbD22584, Bio-Rad), FLAG [1:1000; IgG1, F3165, Sigma-Aldrich (SA)], HOIP (1:1000; sheep, 68-0013-100, Ubiquigent), SHARPIN (1:2000; rabbit, 14626-1-AP, Proteintech), and HOIL-1 (1:1000; IgG1, clone 2E2, SA). Antibody detecting linear ubiquitin (rabbit) was generated using amino acid sequences as described previously (dilution 1:1000) (*88*).

#### Mouse adipocytes and tissues

The following primary antibodies were used at a 1:1000 dilution: actin (A1978, Sigma-Aldrich), tubulin (T9026, Sigma-Aldrich), RIPK1 (610459, BD), cleaved caspase-8 (9429, Cell Signaling Technology), MLKL (MABC604, Millipore), phospho-IκBα (9246, Cell Signaling Technology), IκBα (9242, Cell Signaling Technology), and phospho-ripk1 (31122S, Cell Signaling Technology), phospho-mlkl (37333, Cell Signaling Technology), and hoip (68-0013-100, Ubiquigent). M1 chains (custom made), cleaved caspase-3 Asp^175^ (9661s, Cell Signaling Technology), perilipin (ab3526, Abcam), phospho-p65 (3033, Cell Signaling Technology),

### Correlation of metabolic syndrome parameters versus LUBAC component expression in VAT

The human data were obtained from the LOBB (www.helmholtz-munich.de/en/hi-mag/cohort/leipzig-obesity-bio-bank-lobb), which includes samples of omental VAT of a cross-sectional cohort. This cohort included 1479 participants, comprising individuals who were either normal weight or overweight (*n* = 31; 52% women; age: 55.8 ± 13.4 years; BMI: 25.7 ± 2.7 kg/m^2^) and those classified as obese (*n* = 1448; 71% women; age: 46.9 ± 11.7 years; BMI: 49.2 ± 8.3 kg/m^2^). The study received approval from the Ethics Committee of the University of Leipzig (approval no: 159-12-21052012) and was conducted in compliance with the Declaration of Helsinki principles. All participants provided written informed consent before their inclusion in the study. VAT samples were obtained during elective laparoscopic abdominal surgeries, following established protocols (*89*, *90*). Body composition and metabolic parameters were assessed using standardized techniques as previously described (*91*, *92*). Participants were excluded on the basis of several criteria: being under 18 years old, having a history of chronic substance or alcohol abuse, smoking within the year leading up to surgery, suffering from acute inflammatory conditions, concurrently using glitazones, having advanced-stage cancers, experiencing a weight loss exceeding 3% in the 3 months before surgery, having uncontrolled thyroid disorders, or being diagnosed with Cushing’s disease. We conducted RNA-seq on ribosomal RNA-depleted samples following the Switching Mechanism at the 5' End of RNA Template (SMARTseq) protocol (*93*). The sequencing was performed as single-end reads using a NovaSeq 6000 (Illumina, San Diego, CA, USA) at the Functional Genomics Center in Zurich, Switzerland. The preprocessing of the data adhered to previously established methods (*94*). In brief, we aligned adapter and quality-trimmed reads to the human reference genome (assembly GRCh38.p13, GENCODE release 32) and quantified gene-level expression with Kallisto version 0.48 (*95*). For samples that had read counts greater than 20 million, we utilized the R package ezRun version 3.14.1 (https://github.com/uzh/ezRun, accessed on 27 April 2023) to downsample them to a maximum of 20 million reads. The normalization of the data was achieved through a weighted trimmed mean (TMM) of the log expression ratios, with adjustments made for age, transcript integrity numbers, and gender—except when analyzing male and female samples separately. All analyses were carried out using R version 4.3.1 (www.R-project.org).

### RNA isolation and qRT-PCR

#### Human adipocytes

RNA was isolated with the Quick-RNA Miniprep Kit (Zymo) according to the manufacturer’s instructions. cDNA was synthesized using SuperScript II Reverse Transcriptase (Thermo Fisher Scientific) with random primers (Thermo Fisher Scientific). Quantitative reverse transcription polymerase chain reaction (qRT-PCR) was performed using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad) on a Bio-Rad CFX Connect Real-Time PCR Detection System with the following protocol: 95°C for 30 s, and then 40 cycles of 95°C for 5 s, followed by 60°C for 30 s. Treatment times and concentrations are indicated in figures and figures legends.

#### Mouse adipose tissue and liver

GWAT samples were processed according to the manufacturer’s instructions using the RNeasy Lipid Mini Kit (74804, QIAGEN). For tissue disruption, 100 mg of fat tissue were resuspended in 1 ml of QIAyol Lysis buffer (RLT Plus + DX) homogenized in TissueLyser II using a 5-mm bead in in two rounds of 2 min at 30 1/s. For liver, samples were processed according to the manufacturer’s instructions using the RNeasy Mini kit (QIAGEN, 75142). For tissue disruption, 100 mg of liver was resuspended in 2 ml of lysis buffer RLT plus with β-mercaptoethanol (10 μl of β-ME were added to every 1 ml of RLT buffer), and samples were homogenized in TissueLyser II using a 5-mm bead in in two rounds for 2 min at 30 1/s. For both tissues, a deoxyribonuclease (DNase) digest kit was used, involving the addition of 350 μl of buffer RW1 to the RNeasy Mini spin column, followed by the addition of DNase I. The resulting RNA was evaluated for purity and concentration using a NanoDrop spectrophotometer from Tecan Reader.

### RNA-seq from GWAT and liver

For RNA-seq, we used 2 μg of total RNA per sample concentration range 50 to 200 ng/μl, at least 10-μl volume, checking the quality by RNA integrity number > 7, OD_260/280_ = 1.8 to 2.1 and OD_260/230_ > 1.5. mRNA libraries were prepared by mRNA Seq (polyadenylated selection) using External RNA Controls Consortium (ERCC) RNA Spike-In controls. Libraries were prepared using the Illumina Stranded TruSeq RNA sample preparation kit. ERCC RNA Spike-In Mix (Thermo Fisher Scientific) was added to the samples before library preparation. Library preparation started with 1000 ng of total RNA. After polyadenylate selection (using poly-T oligo-attached magnetic beads), mRNA was purified and fragmented using divalent cations under elevated temperature. The RNA fragments underwent RT using random primers. This was followed by second strand cDNA synthesis with DNA polymerase I and ribonuclease H. After end repair and A-tailing, indexing adapters were ligated. The products were then purified and amplified (15 cycles) to create the final cDNA libraries. After library validation and quantification (Agilent TapeStation), equimolar amounts of the library were pooled. The pool was quantified by using the Peqlab KAPA Library Quantification Kit and the Applied Biosystems 7900HT Sequence Detection System. The pool was sequenced on an Illumina NovaSeq6000 sequencing instrument with a PE100 protocol aiming for 40 million clusters per sample.

For GWAT, RNA-seq dataset was processed on the CHEOPS HPC cluster at the University of Cologne using the nf-core (*96*) RNA-seq pipeline (v3.7) (*97*) within a Singularity environment (https://nf-co.re/rnaseq/3.19.0/) and managed by Nextflow (v21.10.6) (*98*). Quality control, including adapter trimming and sequence filtering, was performed with Trim Galore (v0.6.7) (www.bioinformatics.babraham.ac.uk/projects/trim_galore/), ensuring high-quality reads. Read quality was assessed via MultiQC (v1.11) (*99*), aggregating FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/), Picard (https://broadinstitute.github.io/picard/), and Preseq (*100*) reports. No issues were detected. Reads were aligned to the GRCh38 reference genome with STAR (v2.7.10a) (*101*), and gene quantification was done using Salmon (v1.5.2) (*101*). Differential expression analysis was performed in DESeq2 (v1.38.1) (*102*), with multiple testing corrections applied using the Benjamini-Hochberg method. GO analysis, focusing on genes with an absolute log_2_ fold change > 1 and adjusted *P* value < 0.05, was carried out using gprofiler2 (v0.2.1) (*103*). Positively and negatively enriched pathways were identified separately using default parameters, including g_SCS correction. Pearson’s correlation tests were initially performed on the log_2_ fold changes of all genes between the Ctrl (HFD versus CD) and CD (*Hoip^A-KO^* versus Ctrl) comparisons. Genes were then grouped by significance in either or both comparisons, and correlation analyses were repeated for each group. All tests showed strong to very strong correlations (0.77 to 0.94), with statistically significant results. Cell-type deconvolution was performed using the deconvolute function from Granulator (v1.6.0) and the dtangle method (*104*). The patterns of each line indicate how each model predicts changes in cell proportions under the different conditions. Hence, the overlapping lines indicates that the models predict similar changes in cell proportions. As input, we used Salmon’s transcripts per million (TPM) values generated by the nf-core pipeline and perigonadal samples from the single-nuclei dataset GSE176171. The preprocessed Seurat object (mouse_all.rds) was sourced from https://gitlab.com/rosen-lab/white-adipose-atlas and restricted to male perigonadal tissue. GSEA was performed in R (v4.3.0) using the clusterProfiler (v4.10.1) (*105*) package. Gene sets for apoptosis, necroptosis, ferroptosis, and adipokines were obtained from Kyoto Encyclopedia of Genes and Genome0 via KEGGREST (https://github.com/Bioconductor/KEGGREST) (v1.42.0). Pyroptosis (GO:0070269), NF-κB, and MAPK gene sets were sourced from the Molecular Signatures Database (MSigDB) using msigdbr (v10.0.1) (*106*–*108*, *109*). Genes were ranked by score resulting from multiplying –log_10_(*P* value) with the sign of their fold change. For each contrast, the ranked gene lists and the aforementioned gene sets were used as input for GSEA (10,000 permutations; minimum/maximum gene set size: 5/1000; no initial *P* value cutoff). Enrichment plots for selected pathways were generated with enrich plot (https://bioconductor.org/packages/release/bioc/html/enrichplot.html) (v1.22.0). All analyses used the fixed random seed 123 for reproducibility. GSEA performs a permutation test and reports *P* values adjusted using the Benjamini-Hochberg procedures as well as *q* values, which estimate the minimum false discovery rate at which a gene set is considered significant.

For liver samples, alignment of the RNA-seq data was performed using the Nextflow RNA-seq pipeline (*110*) (version 3.13.2) using default options. The reads were mapped to the mouse genome (NCBI RefSeq assembly GCF_000001635.27). The count data were analyzed using the Bioconductor package DESeq2 (*111*) (version 1.46.0) in R (*112*) (version 4.4.2) and normalized using the size factors derived from the median of ratios. Two different negative binomial generalized linear models were used for differential gene expression analysis: ~ genotype + diet for estimation of diet or genotype effect and ~ “genotype_diet” for between group comparisons. Log_2_ fold Changes and *P* values were obtained using a Wald test with Benjamin-Hochberg correction for multiple testing. An established 25-gene signature was used as a marker for non-alcoholic fatty liver disease (NAFLD) (*49*). Plots were created using the R package ggplot2 (*113*) (version 3.5.1)

### Histological assessment and quantifications

At the indicated end points, tissues were harvested and fixed overnight in a 10% neutral buffered formalin solution (Sigma-Aldrich, HT501128-4L) and paraffin-embedded. Tissue sections (4 μm) were processed as described. Colon and small intestine were isolated from the mouse, longitudinally cut, and washed with PBS to remove feces. Intestinal tissues were rolled up from proximal to distal and fixed in 4% PFA overnight at 4°C. Afterward, sections were paraffin-embedded and cut to 4-μm thickness. Paraffin sections were stained with H&E and acquired in the Slide Scanner (Hamamatsu S360) at 20×. For intestine, the histological score formalin-fixed and paraffin-embedded intestinal Swiss rolls were sectioned (3 μm) and stained with H&E.

#### Adipocyte distribution

The whole scan tissue of six mice per group was selected from 20× H&E scanned sections of GWAT or SWAT. Three mice of two different cohorts were selected, being in CD and HFD littermates’ controls in both cases the dimensions of the image were 4992 pixels by 2640 pixels for mice with 16 weeks of diet and 9984 pixels by 5280 pixels for 12-week-old CHOW diet mice. The images were analyzed with a modified version of the Adiposoft plugin (Fiji, v1.54). Contrast enhancement was removed in this modified version. Instead of the global thresholding using the percentile method, autolocal thresholding was performed in a 15-pixel radius using the mean pixel value. The prominence of local maxima in the distance map for water shedding was set to 7. Particles were identified as valid adipocytes if their diameter fell into the range between 10 and 200 μm and their circularity was between 0.27 and 1.00. The whole data obtained were used to generate distribution plots. Individual averages of adipocyte numbers and area were used to generate bar plots.

#### Liver steatosis

H&E staining of 16-week diet and 18-month-old mice livers were evaluated by an experienced clinical pathologist who was blinded for mouse ID, age, genotype, or diet. Standardized scores for Nonalcoholic Fatty Liver Disease (NAFLD) were performed according to the NAFLD Activity Score (NAS): Steatosis (0 to 3), lobular inflammation (0 to 2), hepatocellular ballooning (0 to 2), and fibrosis (0 to 4) (*114*).

#### Intestinal histological evaluation

The scoring system used is described in (*70*). In brief, histopathology scores comprise four parameters: epithelial hyperplasia, epithelial injury, tissue inflammation, and epithelial cell death. Histological subscores for each parameter are as follows: 0, absent; 1, mild; 2, moderate; 3, severe. An “area factor” for the fraction of affected tissue was assigned and multiplied with the respective parameter score (1 = 0 to 25%; 2 = 25 to 50%; 3 = 50 to 75%; 4 = 75 to 100%). Each area was scored individually and multiplied with the correlating area factor. Total histology score was calculated as a sum of all parameter scores multiplied by their area factors. The maximum score was 48. The evaluation was performed in a blinded fashion.

### Immunofluorescence

#### D163, Mac2, and perilipin

Samples were deparaffinized using xylene every 5 min and alcohol series every 3 min. Citrate Ph6 was used for Antigen Retriever. Samples were washed five times for 5 min in PBS–0.3% Triton X-100. Samples were blocked using 1% BSA (P6154-100gr, Biowest) in PBS–0.3% Triton X-100 for 1 hour. Samples were incubated overnight with primary antibody (Ab) (see list). Afterward, samples were washed five times for 5 min 0.3% Triton–PBS (the last two times in cuvette) and incubated for 1 hour at RT with secondary Ab (see list). Followed by four washes for 5 min, 0.3% Triton-PBS in cuvette, DAPI staining was performed for 10 min RT. TrueBlack (23007, Biotium) (1:20 diluted in ethanol) was added for 15 s, followed by two washes of 5 min in PBS and two washes of distilled water in a cuvette. DAKO Fluorescence Mounting Medium (S3023, DAKO) was used to seal the samples. Primary antibodies were diluted in Ab in 1% BSA and 0.3% Triton-PBS in the following concentrations: anti-Mac2 (rat) (1:1000; CL8942AP, Cedarlane), anti-CD163 (rabbit) (1:100; ab182422, Abcam), and anti-PerilipinA (goat) (1:200; ab61682, Abcam) and secondary Abs in the following concentrations: donkey anti-rat DyLight488 (1:200; SA5-10026, Invitrogen), donkey–anti-rabbit Cy3 (1:200; 711-165-152, the Jackson Laboratory), donkey-anti-goat AF647 (1:200; A 21447, Invitrogen), and DAPI (1:10,000; D1306, Invitrogen). Images were taken with the Olympus BX53 epifluorescence microscope at 10× for quantification and 20× or 40× for the figures and quantified using cellSens software.

#### TUNEL staining

Perigonadal adipose tissue (GWAT) sections were used for TUNEL staining (Promega, G3250) according to the manufacturer’s specifications and DAPI to identify the nucleus structure. TUNEL-positive cells were determined by using DNase I as specified in the kit. Negative control is without enzyme. Images were taken with the EVOS scanner at 20× and quantified using a positive cell detection tool on QuPhat 5.0 with a DAPI threshold of 25 and a cell expansion mask of 25 μm. Positive threshold was determined in the positive control. The number of positive nuclei was normalized to the total nuclei and total tissue area of each corresponding section; visible blood vessel areas were excluded from the analysis due to autofluorescence.

#### Cleaved Caspase-3 staining

The slides were then incubated in 1× citrate buffer (pH 6.0; 10X stock, catalog no. C999) for 10 min before heat-induced antigen retrieval. Slides were simmered in a microwave for 7 min. Afterward, they were cooled to RT. Tissue sections were permeabilized by incubating them in 0.2% Triton X-100 (Sigma-Aldrich, catalog no. T8787), prepared in animal-free blocker (catalog no. SP-5035-100), for 10 min, and slides were washed with 1× TBS for 5 min and then with 1× Tris-Buffered Saline with 0.1% (v/v) Tween-20 (TBS-T) for 5 min. Next, the slides were incubated with blocking solution (catalog no. VEC-SP-6000) for 10 min and then with animal-free blocker for 1 hour. After blocking, tissues were incubated overnight at 4°C with Cleaved Caspase-3 (Asp^175^) antibody (catalog no. 9661S; 1:50 dilution in animal-free blocker). The following day, the slides were washed three times for 10 min each with 1× TBS-T and then incubated for 1 hour with goat anti-rabbit IgG (H + L) cross-adsorbed secondary antibody and Alexa Fluor 568 (catalog no. A11011; 1:300 dilution in 1× TBS-T). Slides were then washed six times for 10 min each with 1× TBS-T. Last, the slides were incubated with DAPI (1:1000) for 10 min, rinsed in 1× TBS-T, and mounted using Molecular Probes ProLong Gold Antifade Mountant (catalog no. P10144). EVOS scanner at 20× and quantified using positive cell detection tool on QuPhat 5.0 with a DAPI threshold of 25 and a cell expansion mask of 25 μm. Positive threshold was determined by negative control without primary Ab. The number of positive nuclei was normalized to the total nuclei and total tissue area of each corresponding section; visible blood vessel areas were excluded from the analysis due to autofluorescence.

### Immunohistochemistry

For insulin (1:6400 diluted in animal-free blocker, C27C9, Cell Signaling Technology), CD45 (1:100; 14-0451-82, Thermo Fisher Scientific), and F4/80 (1:100; MCA497R, Bio-Rad), antigen retrieval was done by using citrate buffer (pH 6; Sigma-Aldrich, C9999) in pancreas or GWAT sections (5 μM) by simmering in microwave for 5, 10, 10, and 7 min, respectively. The sections were incubated with BLOXALL Endogenous Blocking Solution (VEC-SP-6000, Vector Laboratories) to block endogenous peroxidases. This is followed by 30-min incubation with animal-free blocker (VEC-SP-5035, Vector Laboratories). Following overnight incubation at 4°C, with primary antibodies, sections were washed with TBS-T (pH 7.6, 0.5% Tween) three times for 10 min. Sections were incubated with the immPRESS HRP Goat Anti-Rabbit IgG Polymer Detection Kit and peroxidase (MP-7451, Vector Laboratories) for 30 min. Following three times for 10 min washes, the color was developed by using HIGHDEF DAB Chromogen/Substrate Set (ENZ-ACC105-0200, Enzo). The slides were scanned by slide scanner (Hamamatsu S360). The positive area was calculated by using QuPath 0.4.0.

### Intravital imaging

Functional intravital imaging was performed using a two-photon microscope (LSM MP7; Zeiss, Germany), as previously described (*115*). Approximately 45 min before recording, the mice received bolus tail vein injections of TMRE (1.5 mg/kg; mitochondrial membrane potential marker), Hoechst 33258 (15 mg/kg; nuclear marker), PI (3 mg/kg; cell death marker), and fluorescein-coupled dextran 10 kDa (4 mg/kg; to visualize blood flow); all dyes were purchased from Thermo Fisher Scientific. To image the epididymal fat, the mice were anesthetized with an intraperitoneal injection of a mixture of 2% rompun (20 mg/kg) and ketamine (120 mg/kg); after loss of all reflexes, a small midline incision was made in the abdominal wall, the mouse was placed on a lateral position, and the epididymal fat was exposed and placed on a coverslip fixed on an image platform. The exposed adipose tissue was covered with saline-soaked gauze to avoid dryness. The mice were kept on maintenance isoflurane anesthesia during the recording. At least three mice were recorded from each condition.

### Liver lipidomics

Glycerophospholipid [phosphatidylcholine (PC), phosphatidylethanolamine (PE), phosphatidylinositol (PI), phosphatidylserine (PS), phosphatidylglycerol (PG), phosphatidic acid (PA)], DAG, triacylglycerol (TAG), and CE species in mouse liver were analyzed by Nano-Electrospray Ionization Tandem Mass Spectrometry (Nano-ESI-MS/MS) with direct infusion of the lipid extract (Shotgun Lipidomics) using a TriVersa NanoMate infusion system operated by the ChipSoft 8.3.1 software (Advion) and a QTRAP 6500 mass spectrometer operated by the Analyst 1.7.2 software (SCIEX). Samples of mouse liver tissue were homogenized in Milli-Q water (1 mg/10 μl) using the Precellys 24 Homogenisator (Peqlab) at 6500 rpm for 30 s. The protein content of the homogenate was routinely determined using bicinchoninic acid. For the analysis of Glycerolipids (GPL) species, 15 μl of the homogenate was used for lipid extraction, whereas 20 μl was used for the analysis of DAG and 5 μl for TAG and CE species. The homogenate aliquots were brought to a volume of 500 μl with Milli-Q water. For the extraction of GPL species, 1.875 ml of methanol/chloroform [2:1 (v/v)] and internal standards from Avanti Polar Lipids [122 pmol of PC (17:0–20:4, LM1002), 138 pmol of PE (17:0 to 20:4; LM1102), 111 pmol of PI (17:0 to 20:4, LM1502), 118 pmol of PS (17:0 to 20:4, LM1302), 60 pmol of PG (17:0 to 20:4, LM1202), 72 pmol of PA (17:0 to 20:4, LM1402)] were added. DAG, TAG, and CE species were extracted with 1.875 ml of chloroform/methanol/37% hydrochloric acid [5:10:0.15 (v/v/v)] and 20 μl each of 4 μM d5-DAG Internal Standard Mixtures I and II (LM6001 and LM6004, Avanti Polar Lipids) or 30 μl of 4 μM d5-TAG Internal Standard Mixture I (LM6000, Avanti Polar Lipids) and 2.28 nmol of cholesteryl ester 19:0 (LM4000, Avanti Polar Lipids). Lipid extraction Nano-ESI-MS/MS analysis were performed as previously described (*116*). Mass spectra were processed by the LipidView 1.2 software (SCIEX) for identification and quantification of lipids. Endogenous lipid species were quantified by referring their peak areas to those of the respective internal standard. The calculated lipid amounts were normalized to the protein content of the tissue homogenate. For the representation of TAG species in heatmaps (fig. S4D), the prefix must be read as the first fatty acid containing the specified number of carbons, while the last two fatty acids are represented as the sum of both species and their double bonds, e.g., “18:3-xx:y” means that the first fatty acid has 18 carbon atoms and three double bonds. Subsequently, “xx” represents the sum of carbon atoms, and “y” the sum of double bonds of the other two fatty acids.

### Echocardiography

Transthoracic echocardiography was performed in isoflurane-anesthetized mice [Isoflurane-Piramal, Piramal Critical Care, Voorschoten, The Netherlands; 5% (v/v) for induction and 2% (v/v) for maintenance of anesthesia]. Parasternal long axis (PSLAX) and parasternal short axis of the heart were imaged in B-Mode, M-Mode, and electrocardiogram-triggered kilohertz (EKV) visualization using a Vevo 3100 ultrasound system (FUJIFILM VisualSonics, Toronto, ON, Canada) equipped with a MX550D transducer (25 to 55 MHz, center transmit: 40 MHz, axial resolution: 40 μm) by a blinded examiner. Measurements were analyzed using Vevo LAB v5 (VisualSonics, FUJIFILM, Tokyo, Japan) by two blinded investigators. Left ventricular ejection fraction (LV-EF) and cardiac output were determined by planimetry of end-systolic [LV end-systolic volume (LVESV) and end-diastolic [LV end-diastolic volume (LVEDV) LV volumes in the B-mode/EKV PSLAX view.

# Supplementary material for: Linear ubiquitination prevents lipodystrophy and obesity-associated metabolic syndrome
**Source:** Sci Adv. 2025 Sep 17;11(38):eadw2539. doi: 10.1126/sciadv.adw2539
**Supplement:** Supplementary file 1 — Figs. S1 to S11 Legends for movies S1 and S2 Legends for tables S1 to S5

Supplementary Materials for  
**Linear ubiquitination prevents lipodystrophy and obesity-associated  
metabolic syndrome**

Ximena Hildebrandt *et al.*

*Sci. Adv.* **11**, eadw2539 (2025)  
DOI: 10.1126/sciadv.adw2539

**The PDF file includes:**

Figs. S1 to S11  
Legends for movies S1 and S2  
Legends for tables S1 to S5

**Other Supplementary Material for this manuscript includes the following:**

Movies S1 and S2  
Tables S1 to S5

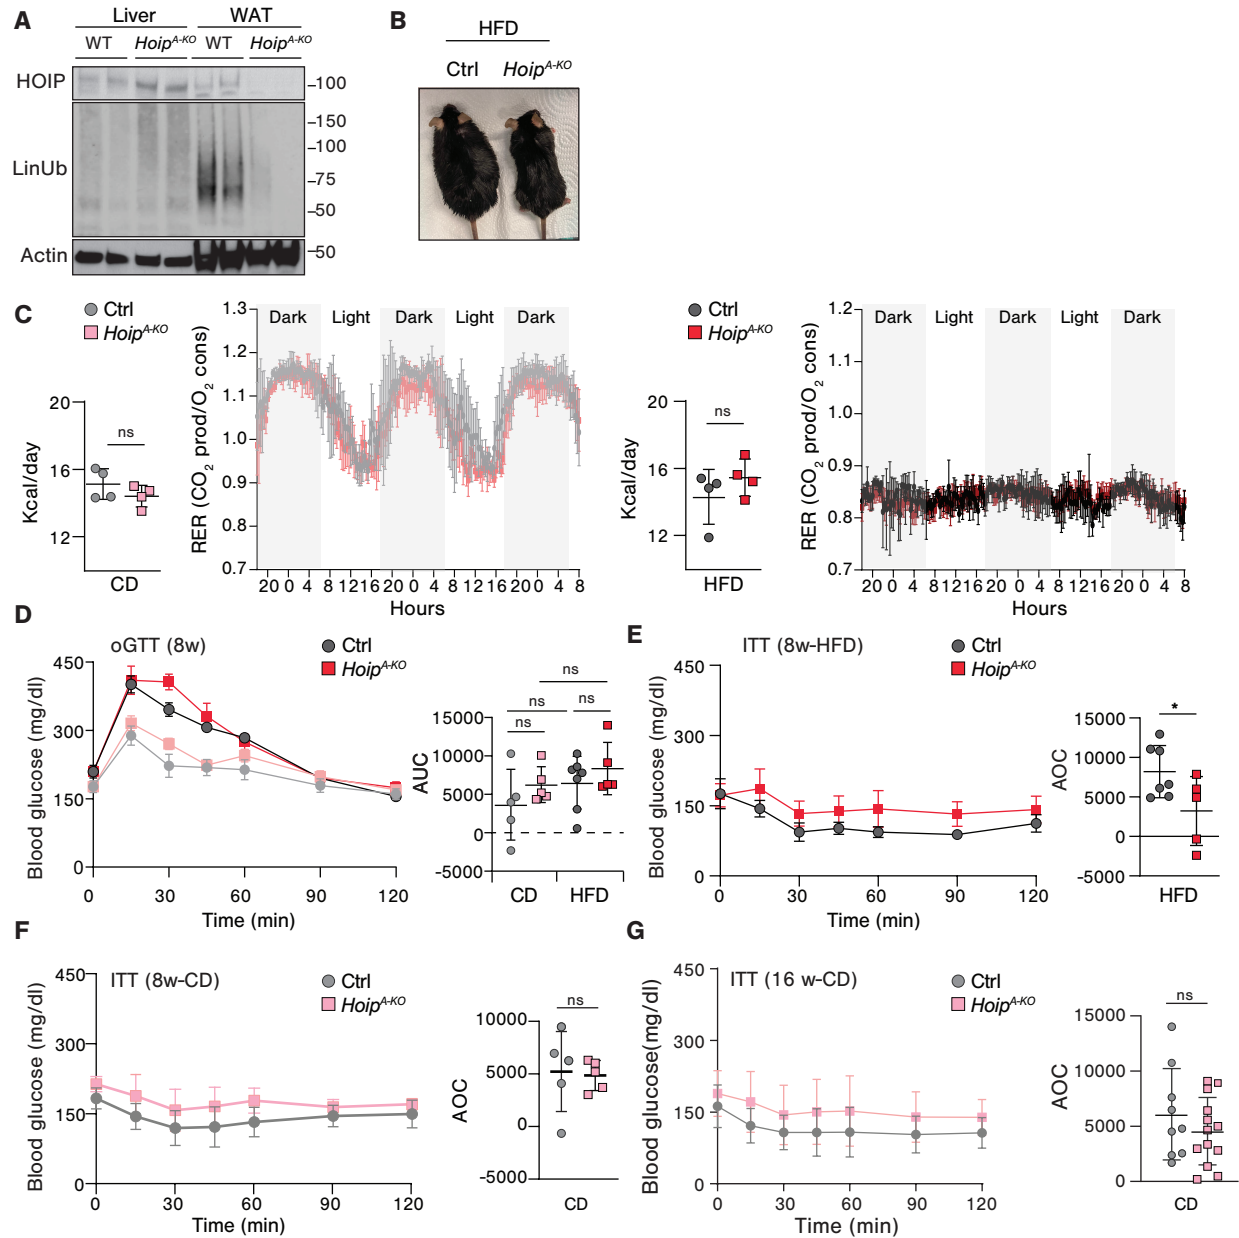

**Supplementary Figure 1. Impaired linear ubiquitination in adipocytes accelerates insulin resistance onset upon HFD.**

Related to Figure 1

(A) Western blot of ScWAT protein lysates from 12-week-old mice. (B) Representative picture of 16-week-HFD-fed mice. (C) Calorimetry and Respiratory exchange ratio (RER) of mice at 15 weeks of diet measured in metabolic cages (n=4). (D) Oral Glucose Tolerance Test at 8 weeks of diet (n=5-7). (E, F) Insulin Tolerance Test at 8 weeks of diet (n=5-7). (G) Insulin Tolerance Test at 16 weeks of CD diet, (n=9-13). All values represent the mean  $\pm$  SD. Statistics: C, E, F, G: T-test: p-values: (\*\*) p<0,01, (\*) p<0,05, (ns) not significant; D> 1-way ANOVA of selected comparison with Bonferroni correction, p-values GP: (#) p<0,0001, (\*\*\*) p<0,0002; (\*\*) p<0,0021; (\*) p<0,0332; (ns) p>0,0333.

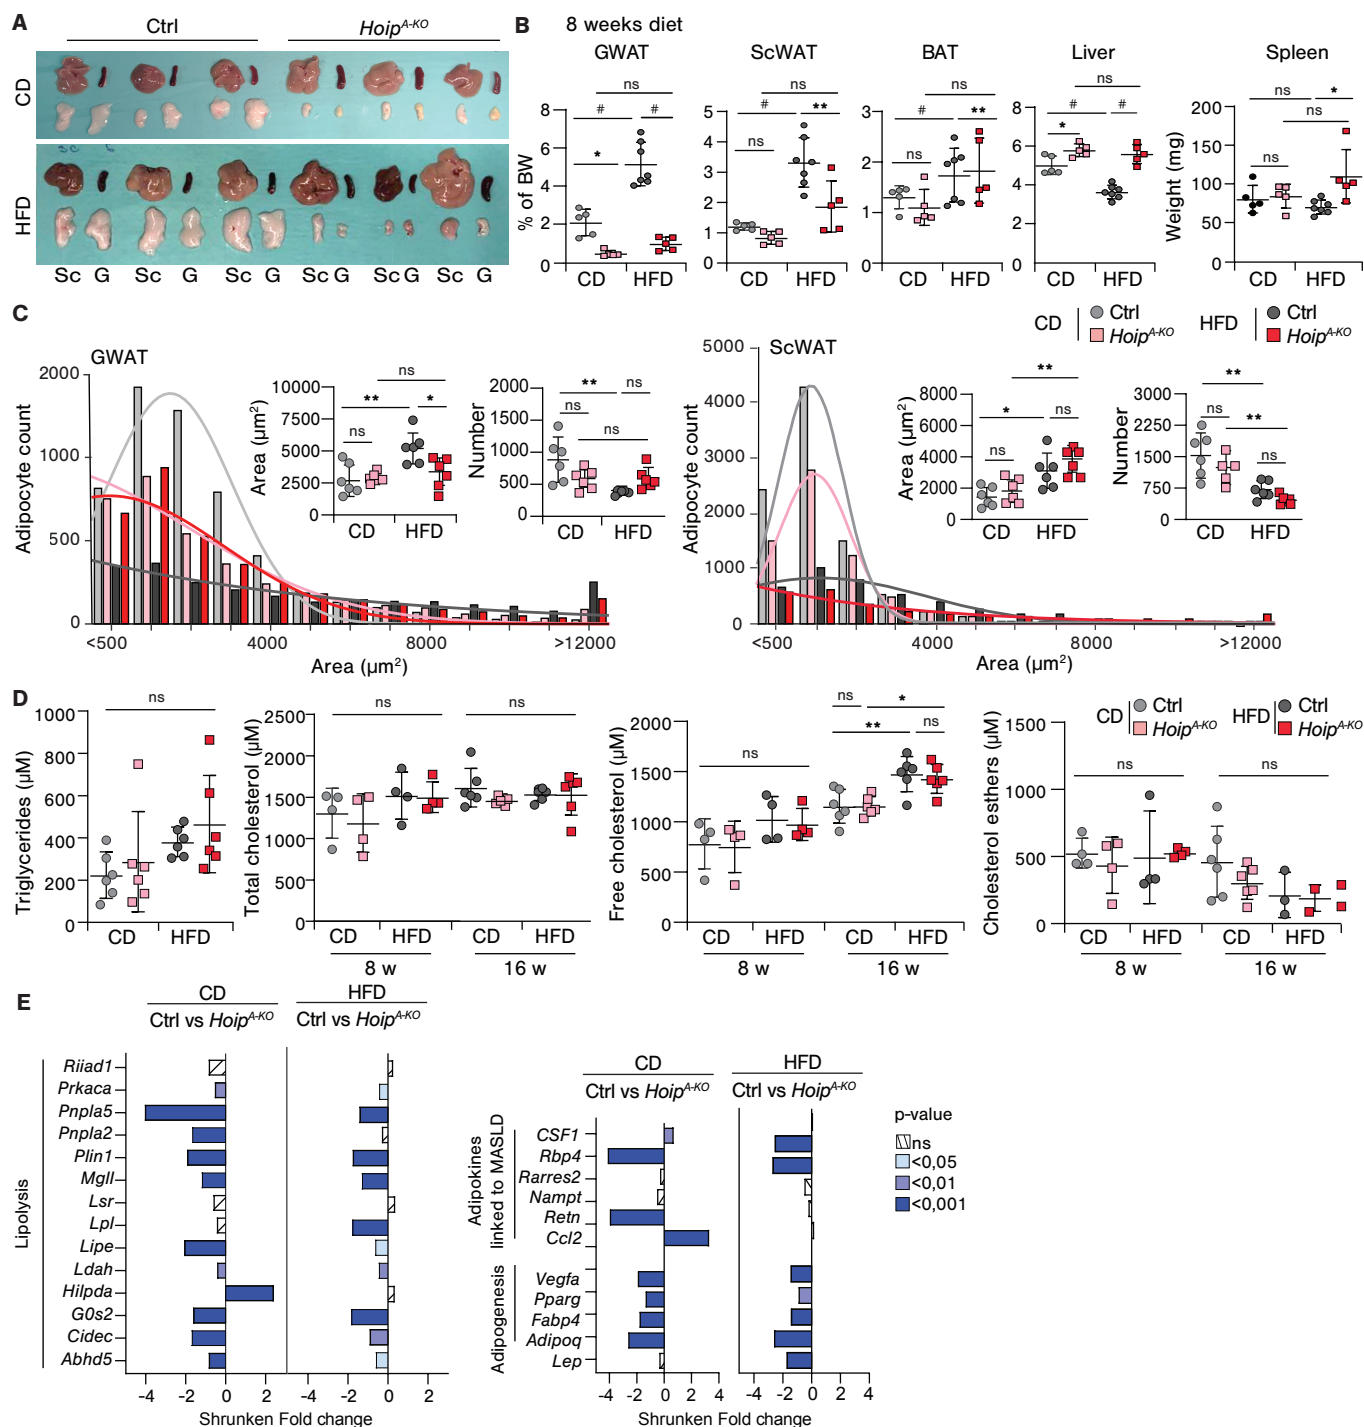

**Supplementary Figure 2. Adipocyte-specific HOIP deficiency causes lipodystrophy but not dyslipidemia or systemic inflammation.**

Related to Figure 2.

(A) Representative images of the indicated tissues after 16 weeks on diet (Sc: subcutaneous white adipose tissue, G: gonadal white adipose tissue). (B) Tissue weight normalized to total body weight after 8 weeks on diet. (C) Distribution of adipocyte area in GWAT and ScWAT after 16 weeks on diet, quantified using Adipo-Fiji software. Data include mean adipocyte area and number of individual mice (n: 5–6). (D) Serum levels of triglycerides, total and free cholesterol, and cholesterol esters after 8 weeks (n: 4) or 16 weeks (n: 6) on diet, as indicated. Missing values were below the detection limit. (E) Shrunken fold change of selected genes involved in lipolysis, adipokine signaling, MASLD, and adipogenesis from bulk RNA-seq analysis of GWAT after 16 weeks on diet (n = 2–3 pools of 3 mice per group), normalized to WT control. All values represent mean  $\pm$  SD. Statistics: For panels B, C, and D, one-way ANOVA grouped by diet with Bonferroni correction for multiple comparisons: (#)  $p < 0.0001$ ; (i)  $p < 0.0002$ ; (j)  $p < 0.0021$ ; (l)  $p < 0.0332$ ; (ns)  $p > 0.0333$ . For panel E, multiple testing correction was performed using DESeq2 with the Benjamini-Hochberg method; p-values are indicated in the legend.

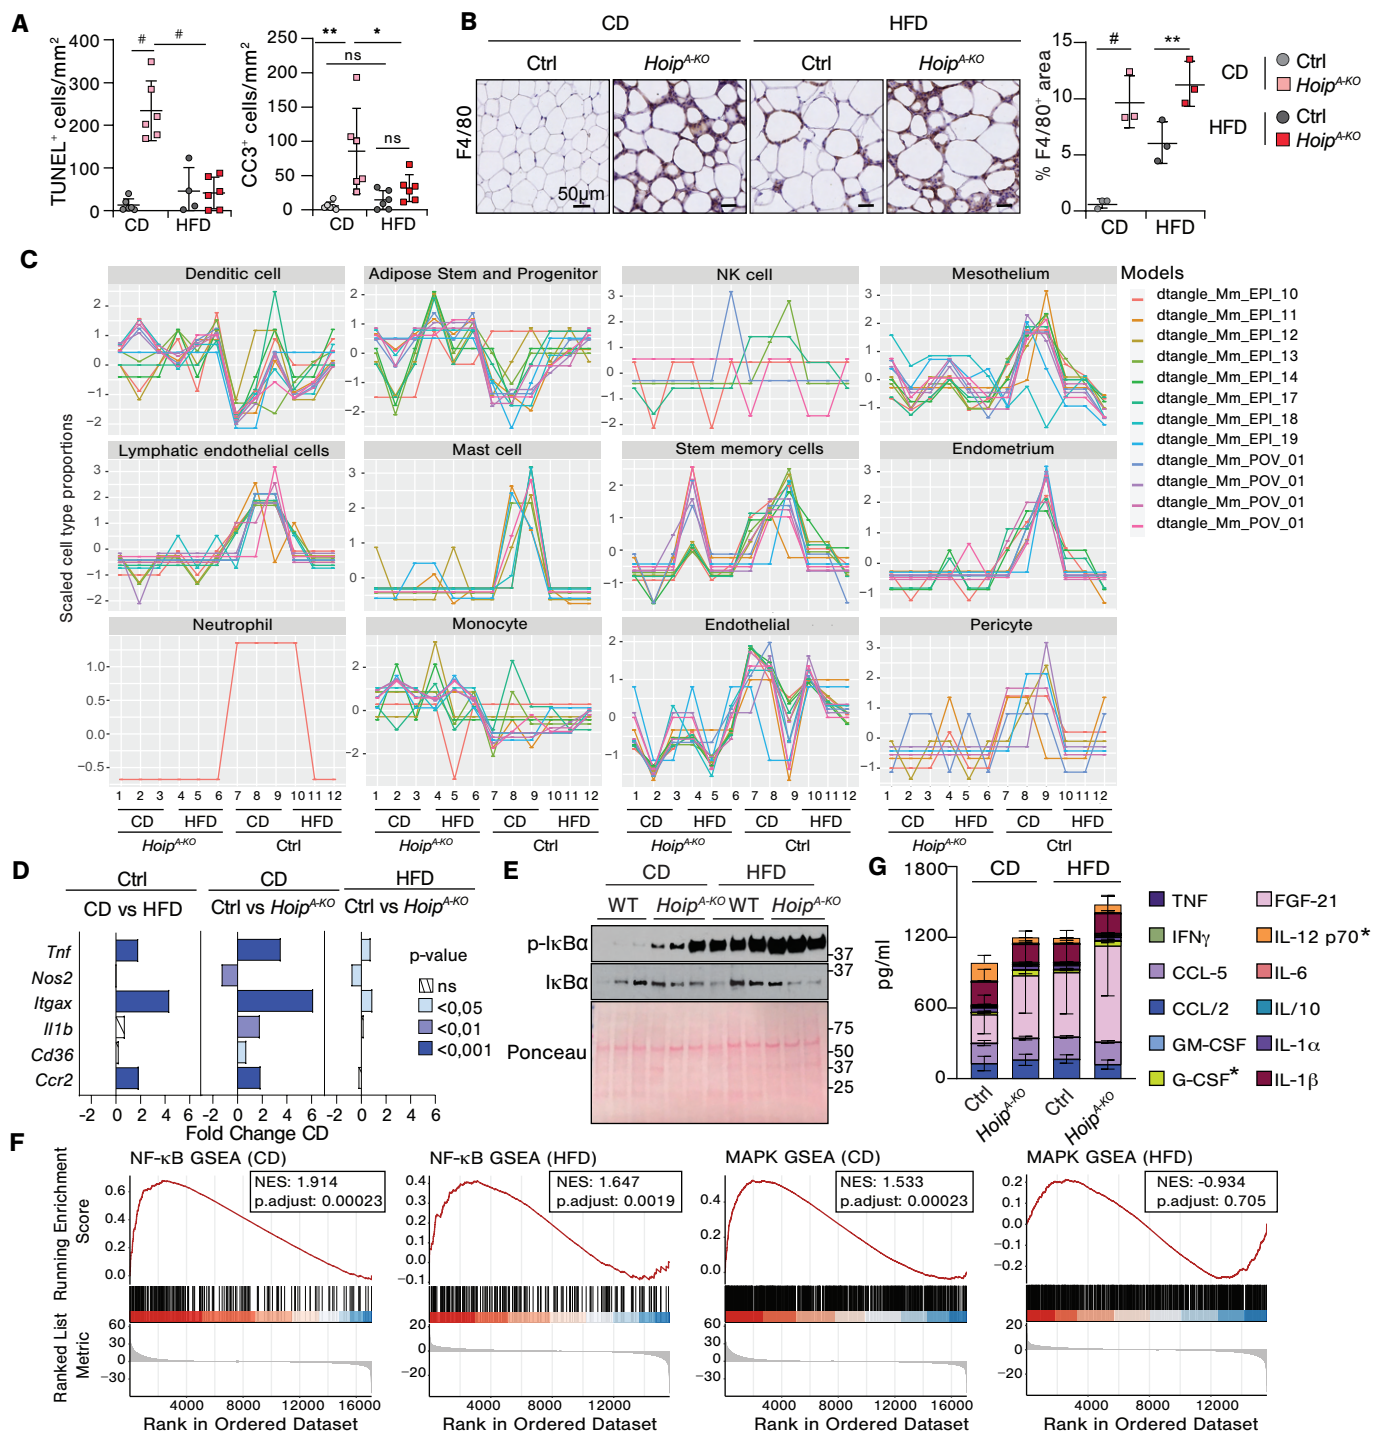

**Supplementary Figure 3. Adipocyte-specific HOIP deficiency causes adipocyte death and macrophage infiltration.** Related to Figure 2. (A) Quantification of immunostainings from Fig. 2F (TUNEL and cleaved caspase 3) (n: 5-6). (B) Representative images (left) and quantification (right) of F4/80 immunohistochemistry in GWAT after 16 weeks of diet (n:3). (C) Deconvolution of bulk RNA-seq data from GWAT after 16 weeks of diet (n:2-3 pools of 3 mice) using cell type-specific gene signatures for the indicated cell types. (D) Shrunken fold change of selected pro-inflammatory genes from bulk RNA-seq analysis of GWAT after 16 weeks of diet (n:2-3 pools of 3 mice per group). (E) Western blot analysis of ScWat protein lysates after 16 weeks of diet. (F) Gene Set Enrichment Analysis (GSEA) from bulk RNA-seq of GWAT after 16 weeks of diet (n:2-3 pools of 3 mice per group). NES: normalized enrichment score; p.adjust: adjusted p-value (G) Cumulative cytokine concentrations in serum after 16 weeks of diet, determined by multiplex assay (n:8; values below detection limit excluded). Values represent mean  $\pm$  SD. Statistics: For panels A, B, and G, one-way ANOVA of selected groups with Bonferroni correction: (#)  $p < 0.0001$ ; (i)  $p < 0.0002$ ; (j)  $p < 0.0021$ ; (k)  $p < 0.0332$ ; (ns)  $p > 0.0333$ . For panel D, multiple comparisons were corrected using the Benjamini-Hochberg method, including g\_scs correction and Pearson correlation tests on log2 fold change. For panel F, GSEA performs a permutation test and reports p-values adjusted using the Benjamini-Hochberg procedure as well as q-values.

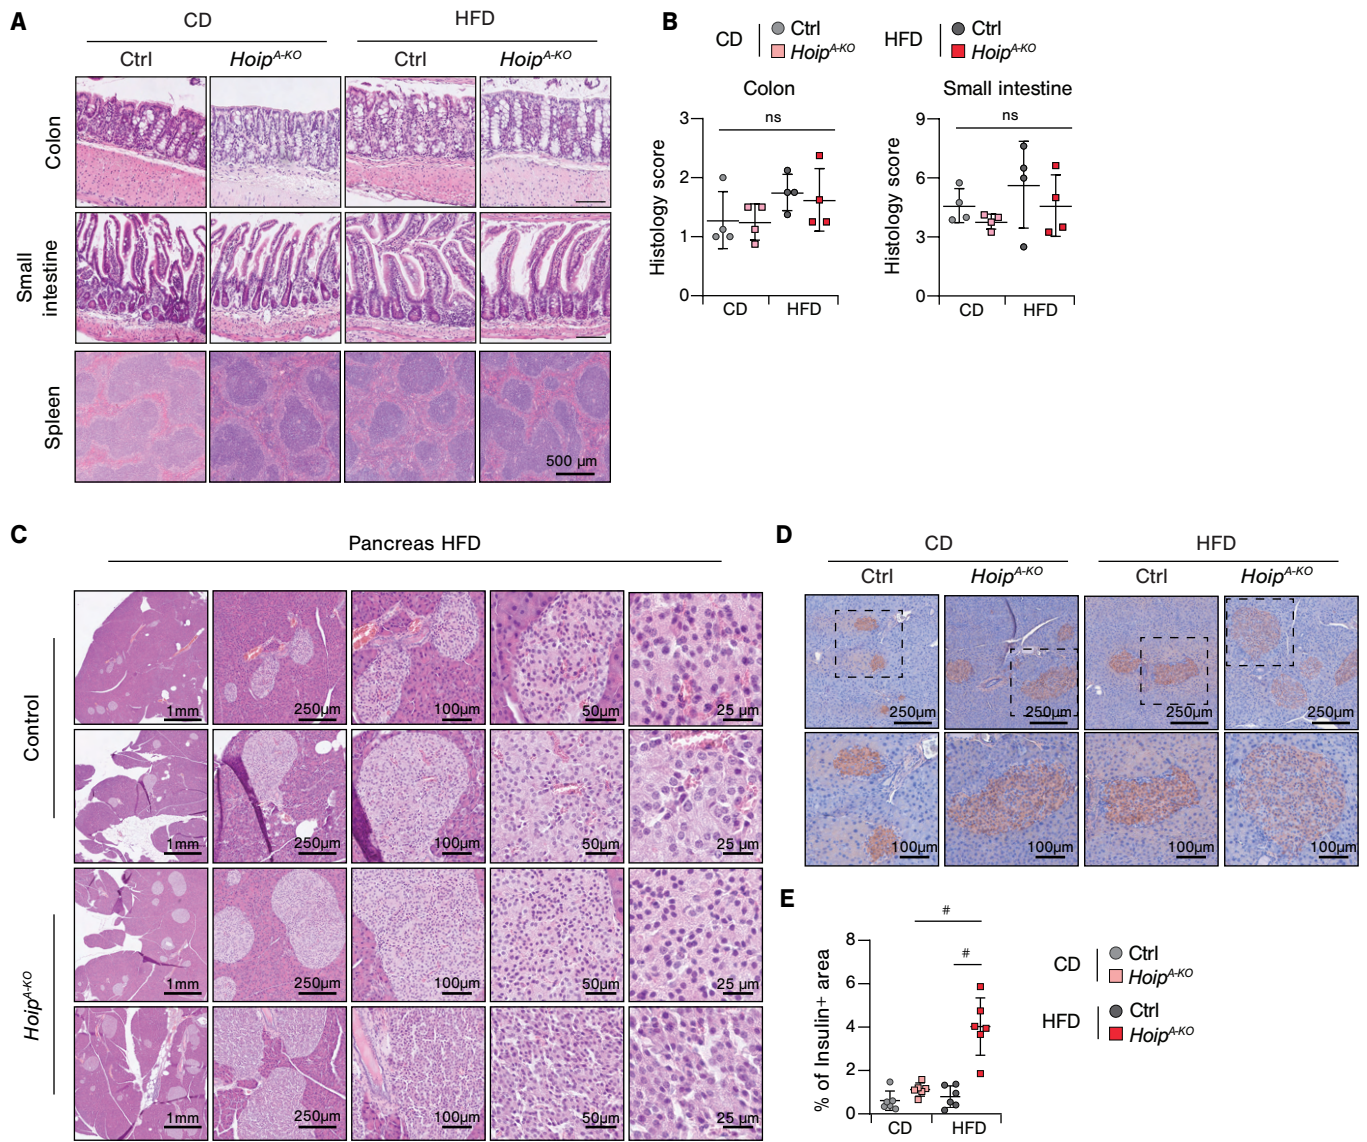

**Supplementary Figure 4. Loss of LinUb in adipocytes exacerbates pancreatic islet hyperplasia during obesity.** Related to Figure 3

(A) Representative H&E images (Swiss rolls) of different intestinal sections (jejunum, ileum, duodenum, and colon) and spleen from mice after 16 weeks of diet. (B) Histological scoring of the intestinal sections shown in (A) (n:4). (C) Close-up representative H&E images of the pancreas from HFD-fed mice. (D) Insulin immunostaining of the pancreas after 16 weeks of diet. (E) Quantification of islet area (Insulin+) normalized to the total area of the pancreas (n: 6). All values represent mean  $\pm$  SD. Statistics: One-way ANOVA for selected groups with Bonferroni correction for multiple comparisons. p-values GP: (#)  $p < 0.0001$ ; (i)  $p < 0.0002$ ; (j)  $p < 0.0021$ ; (l)  $p < 0.0332$ ; (ns)  $p > 0.0333$ .

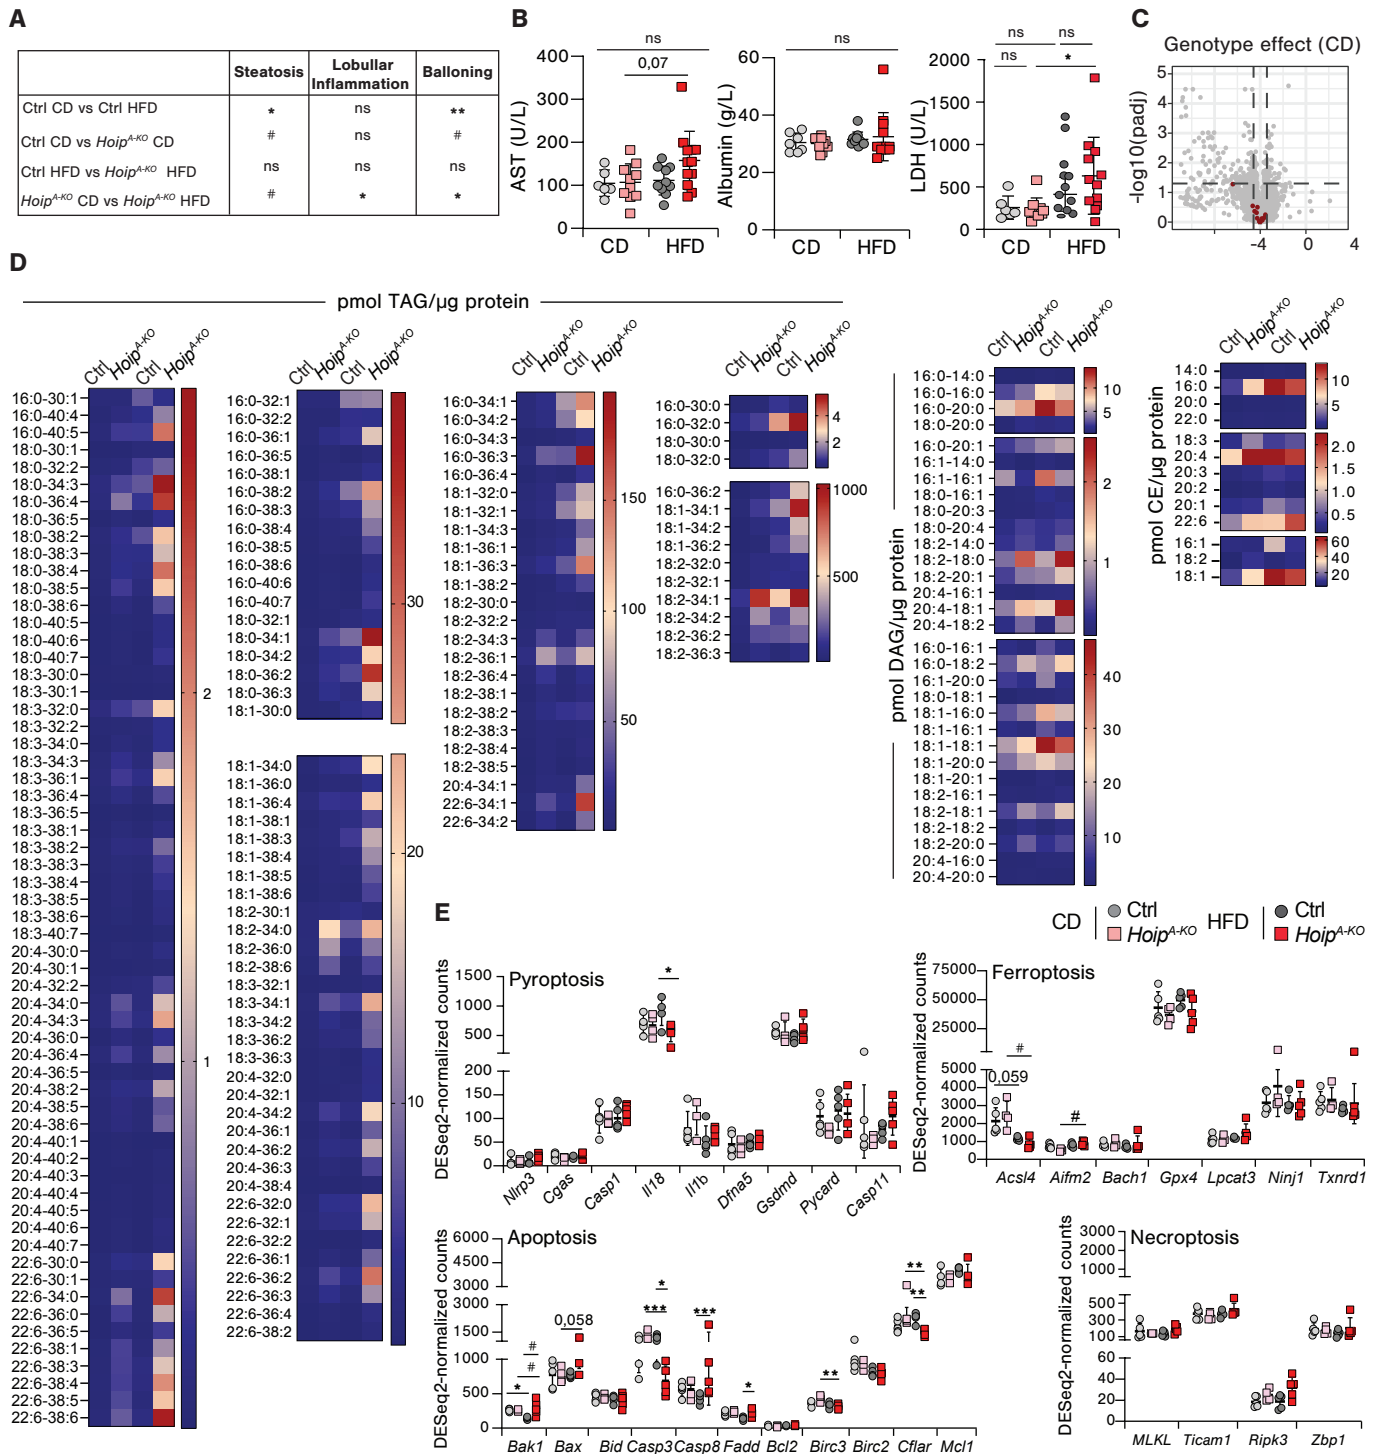

**Supplementary Figure 5. Loss of LinUb in adipocytes predisposes mice to MASLD during obesity.** Related to Figure 3.

(A) Liver steatosis scores from Fig.3 A-B, with corresponding statistics split by category (n: 14–17). (B) Serum levels of AST, albumin, and LDH after 16 weeks of diet (n: 6–12). (C) Left: Volcano plot of liver RNA-seq data comparing selected NASH signature genes between *Hoip*<sup>A-KO</sup> and control mice on a control diet (CD). The x-axis shows log<sub>2</sub> fold change (*Hoip*<sup>A-KO</sup>/WT); the y-axis shows  $-\log_{10}(\text{adjusted p-value})$  (padj). (D) Heatmaps of liver lipidomics after 16 weeks of diet (n: 5). (E) DESeq2-normalized counts from liver RNA-seq of selected cell death-related genes (n: 5). All values represent mean  $\pm$  SD. Statistics: For A and B, one-way ANOVA for selected groups with Bonferroni correction for multiple comparisons. p-values GP: (#)  $p < 0.0001$ ; (i)  $p < 0.0002$ ; (j)  $p < 0.0021$ ; (l)  $p < 0.0332$ ; (ns)  $p > 0.0333$ . For C and E, log<sub>2</sub> fold changes and p-values were obtained using a Wald test with Benjamini-Hochberg correction for multiple testing. p-values: (\*\*)  $p < 0.01$ , (\*)  $p < 0.05$ , (ns) not significant.

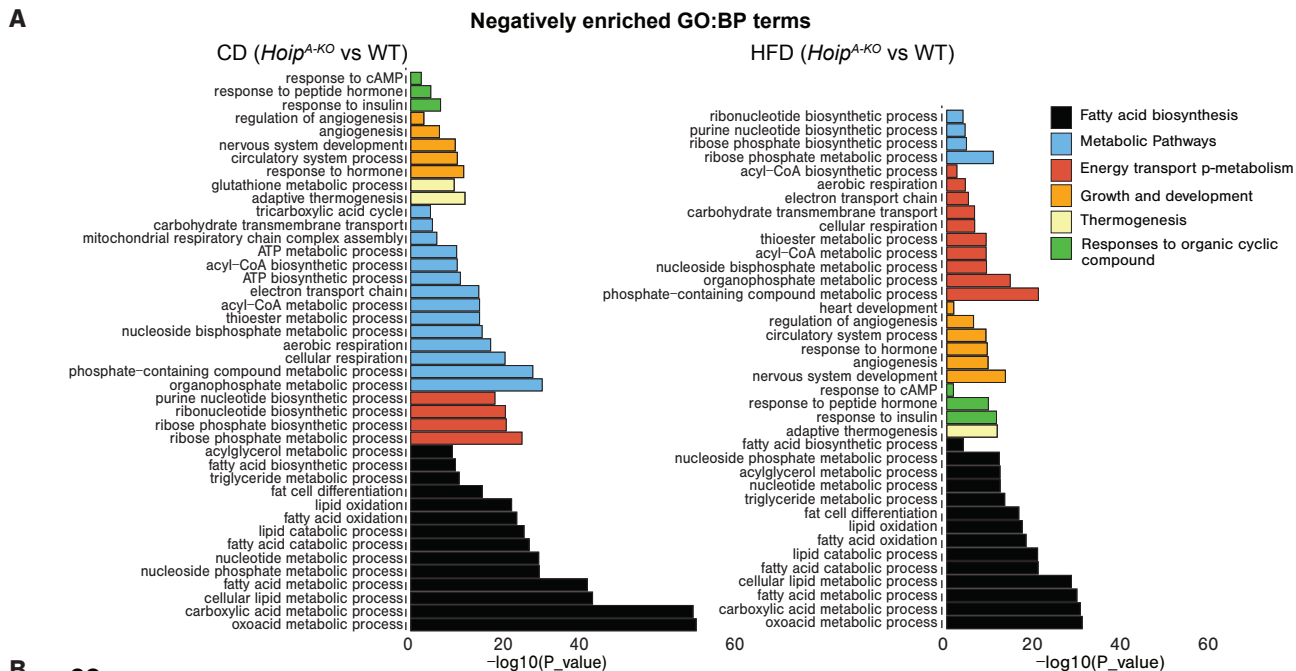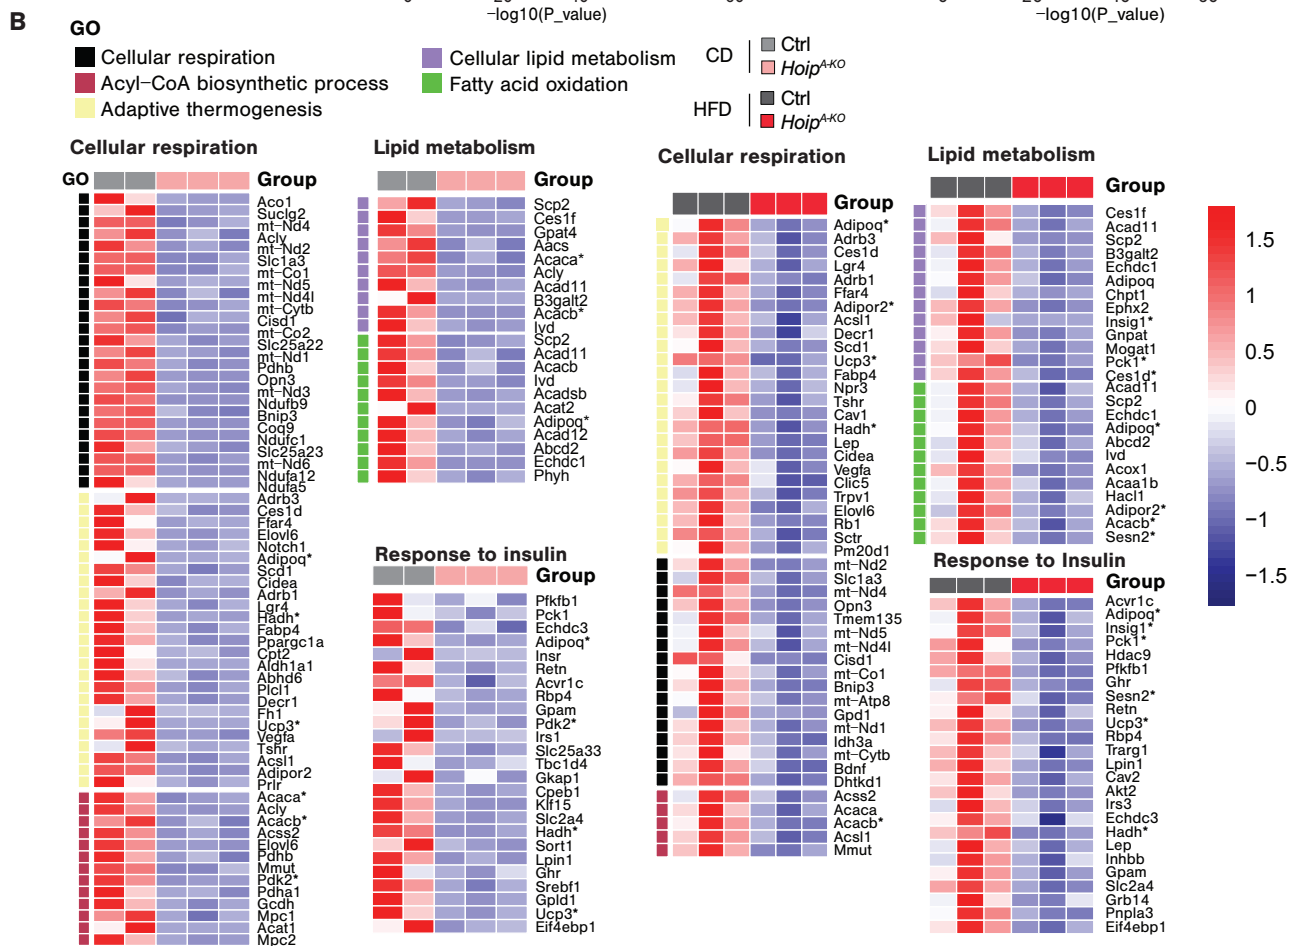

**Supplementary Figure 6: HOIP loss leads to a downregulation of genes involved in several metabolic pathways.** Related to Figure 4 (A) Bulk RNAseq analysis of GWAT after 16-weeks-diet. (n=2-3 pools of 3 mice). Negatively enriched GO terms in CD *Hoip*<sup>A-KO</sup> vs WT (left) and HFD *Hoip*<sup>A-KO</sup> vs wt (right).

(B) Heatmaps of selected pathways from downregulated genes in *Hoip*<sup>A-KO</sup> mice. \*indicates repeated genes

Statistics: For DEA multiple comparisons were corrected using Benjamini-Hochberg. For GOs adjusted were p-value <0.05. Enriched pathways were identified separately using default parameters, including g\_SCS correction with Pearson correlation tests on the log2 fold change.

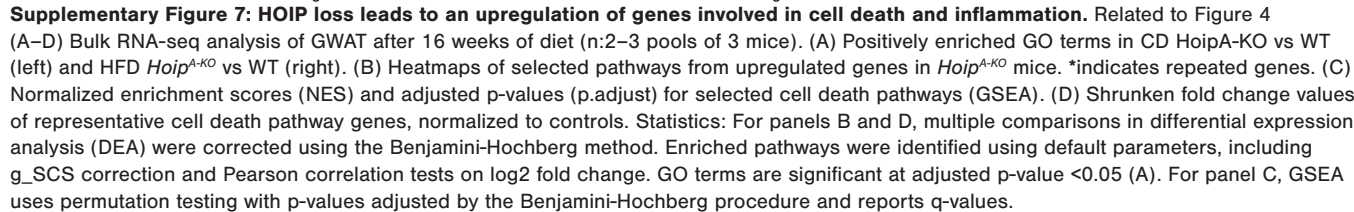

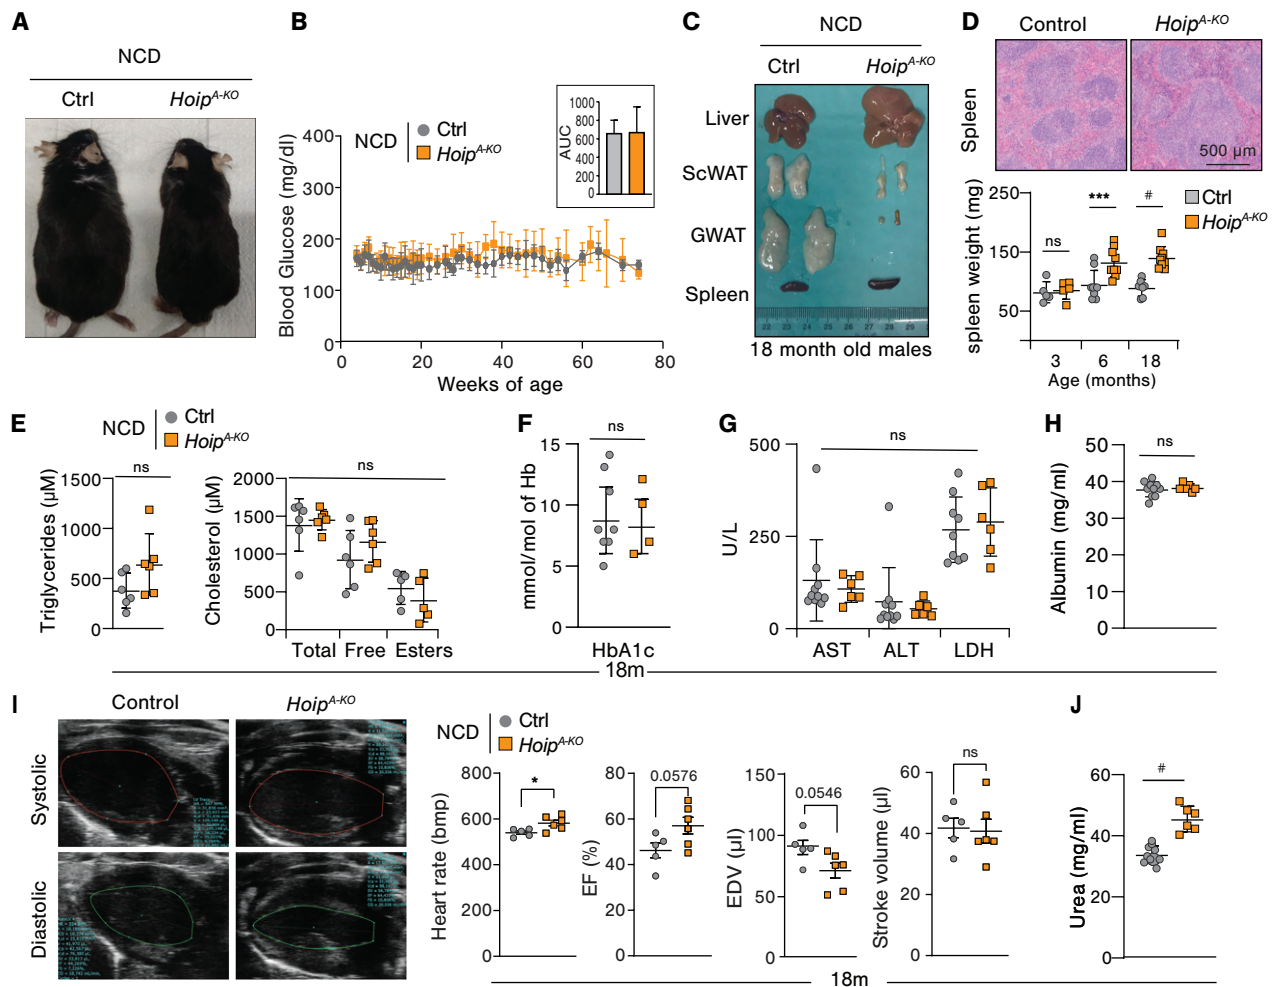

**Supplementary Figure 8. *Hoip<sup>A-KO</sup>* lipodystrophic males do not develop dislipidemia during ageing.** Related to Figure 4

(A) Representative image of 18-month-old mice under normal chow diet (NCD) at the endpoint. (B) Normal-fed Blood glucose monitoring under NCD (n: 14–16). (C) Representative images of the indicated tissues from 18-month-old mice. (D) Representative H&E images of spleens at 18 months of age (top) and spleen weight at 3, 6, and 18 months of age in male mice (bottom) (n: 5–10). (E–H) Serum levels of triglycerides and cholesterol (n: 5–6) (E), HbA1c (n: 4–8) (F), liver enzymes (AST, ALT, and LDH) (n: 6–10) (G), and albumin (n: 6–10) (H). (I) Representative echocardiographic images of mice at 18 months of age, and individual data for heart rate, ejection fraction (EF), end-diastolic volume (EDV), and stroke volume (n: 8–12; merged from two experimental cohorts). (J) Serum levels of urea (n: 6–10). All values represent mean ± SD. Statistics: For panels B, E, F, G, H, and J, t-test; for panel I, non-parametric Mann-Whitney test. p-values: ( ) p<0.001, ( ) p<0.01, ( ) p<0.05, (ns) not significant.

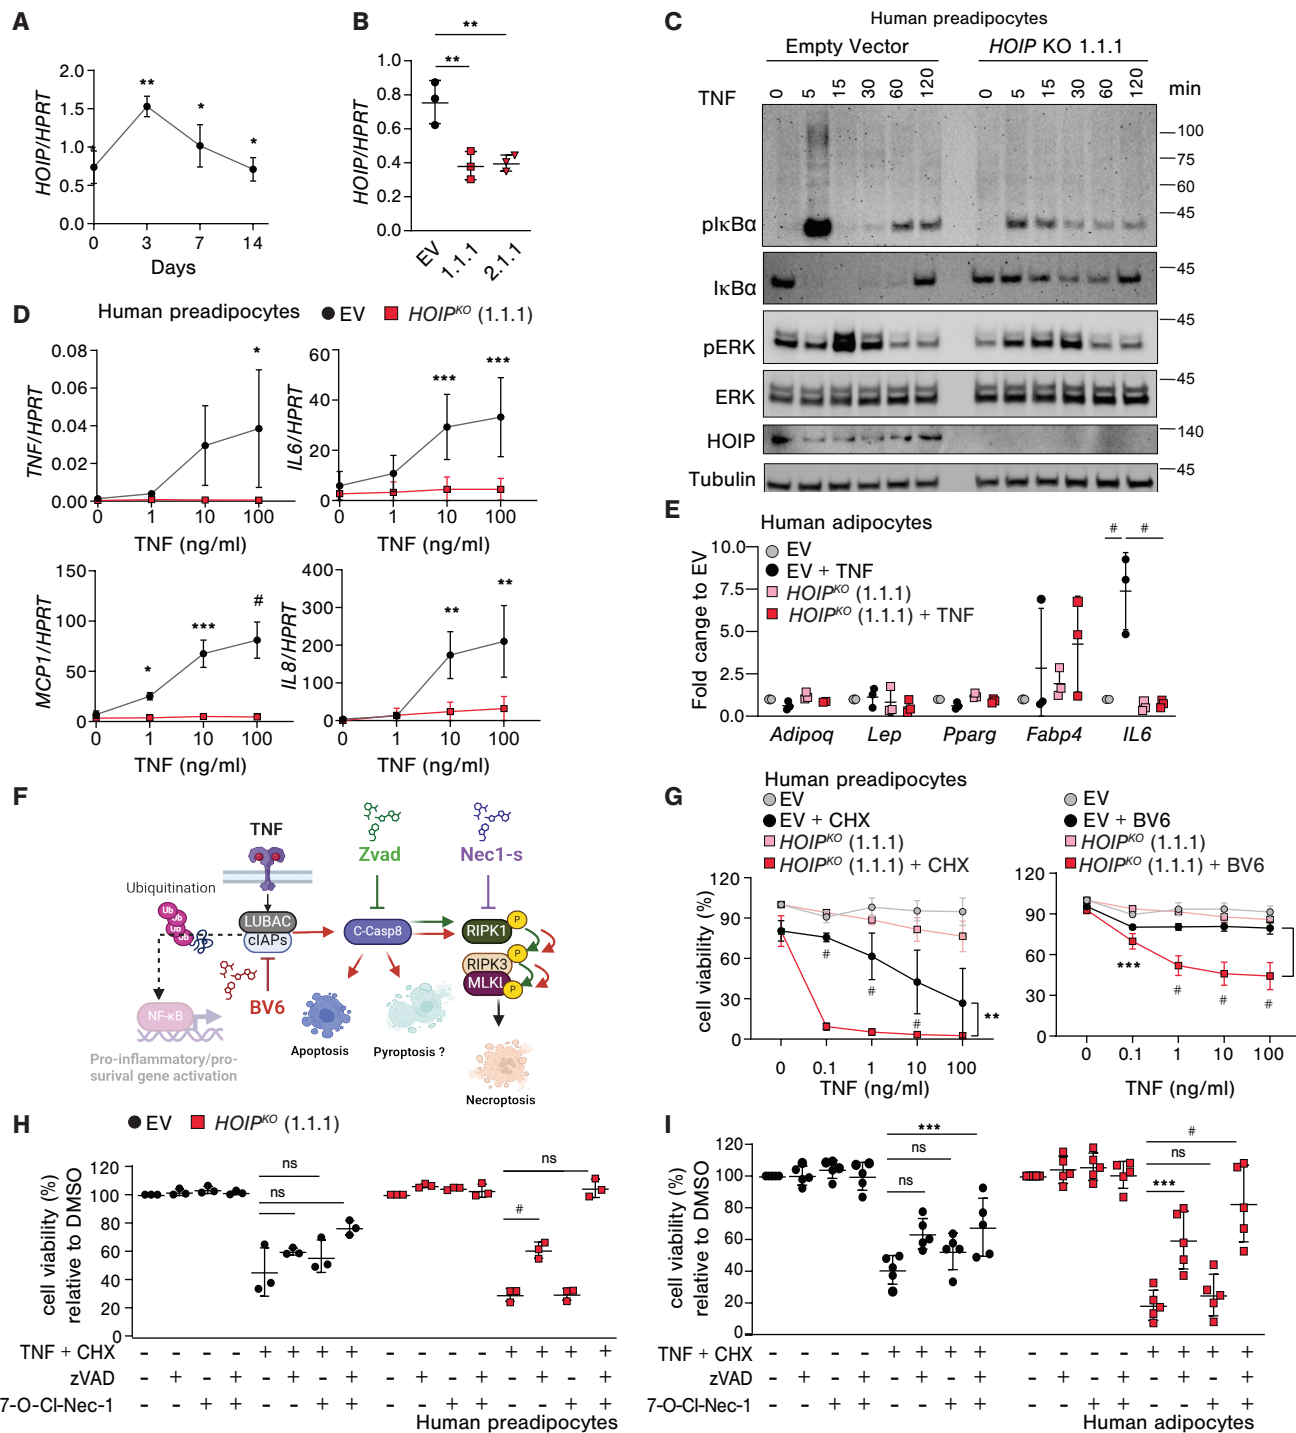

**Supplementary Figure 9. HOIP is required for optimal NF- $\kappa$ B activation and protection from cell death upon TNF stimulation in human preadipocytes.** Related to Figure 5

(A–B) HOIP expression levels normalized to HPRT in SGBS preadipocytes (PA) during adipogenic differentiation (A) and in engineered SGBS PA (B). Data represent three independent experiments performed in duplicates (n:3). EV: empty vector. (C) Western blot of the indicated proteins from human PA after treatment with 200 ng/ml TNF (n:2). (D) RT-qPCR analysis of the indicated genes normalized to HPRT in PA stimulated with increasing doses of TNF (n:3). (E) RT-qPCR analysis of adipogenesis genes in adipocytes in response to TNF (100 ng/ml). IL6 is included as a TNF response control; genes are normalized to untreated EV (n:3). (F) Diagram of components of the TNFR1 pathway targeted by the drugs used to study cell death. (G) SGBS PA viability after 24 h treatment with increasing doses of TNF in combination with cycloheximide (CHX, 50  $\mu$ g/ml), Smac mimetic (BV6, 500 nM), or DMSO control (n:3). (H–I) Viability after 24 h treatment with 1 ng/ml TNF and 50  $\mu$ g/ml CHX, either alone or combined with zVAD, Nec-1, or both, in PA (n:3) (H) or adipocytes (n:4) (I). All values represent mean  $\pm$  SD. Statistics: Panel A: t-test; p-values: (\*\*) p<0.01, (\*) p<0.05, (ns) not significant. Panels B and E: one-way ANOVA for selected comparisons. Panels D, G, H, and I: two-way ANOVA with Bonferroni correction grouped by TNF concentration. p-values GP: (#) p<0.0001; (I) p<0.0002; (\*\*) p<0.0021; (\*) p<0.0332; (ns) p>0.0333.

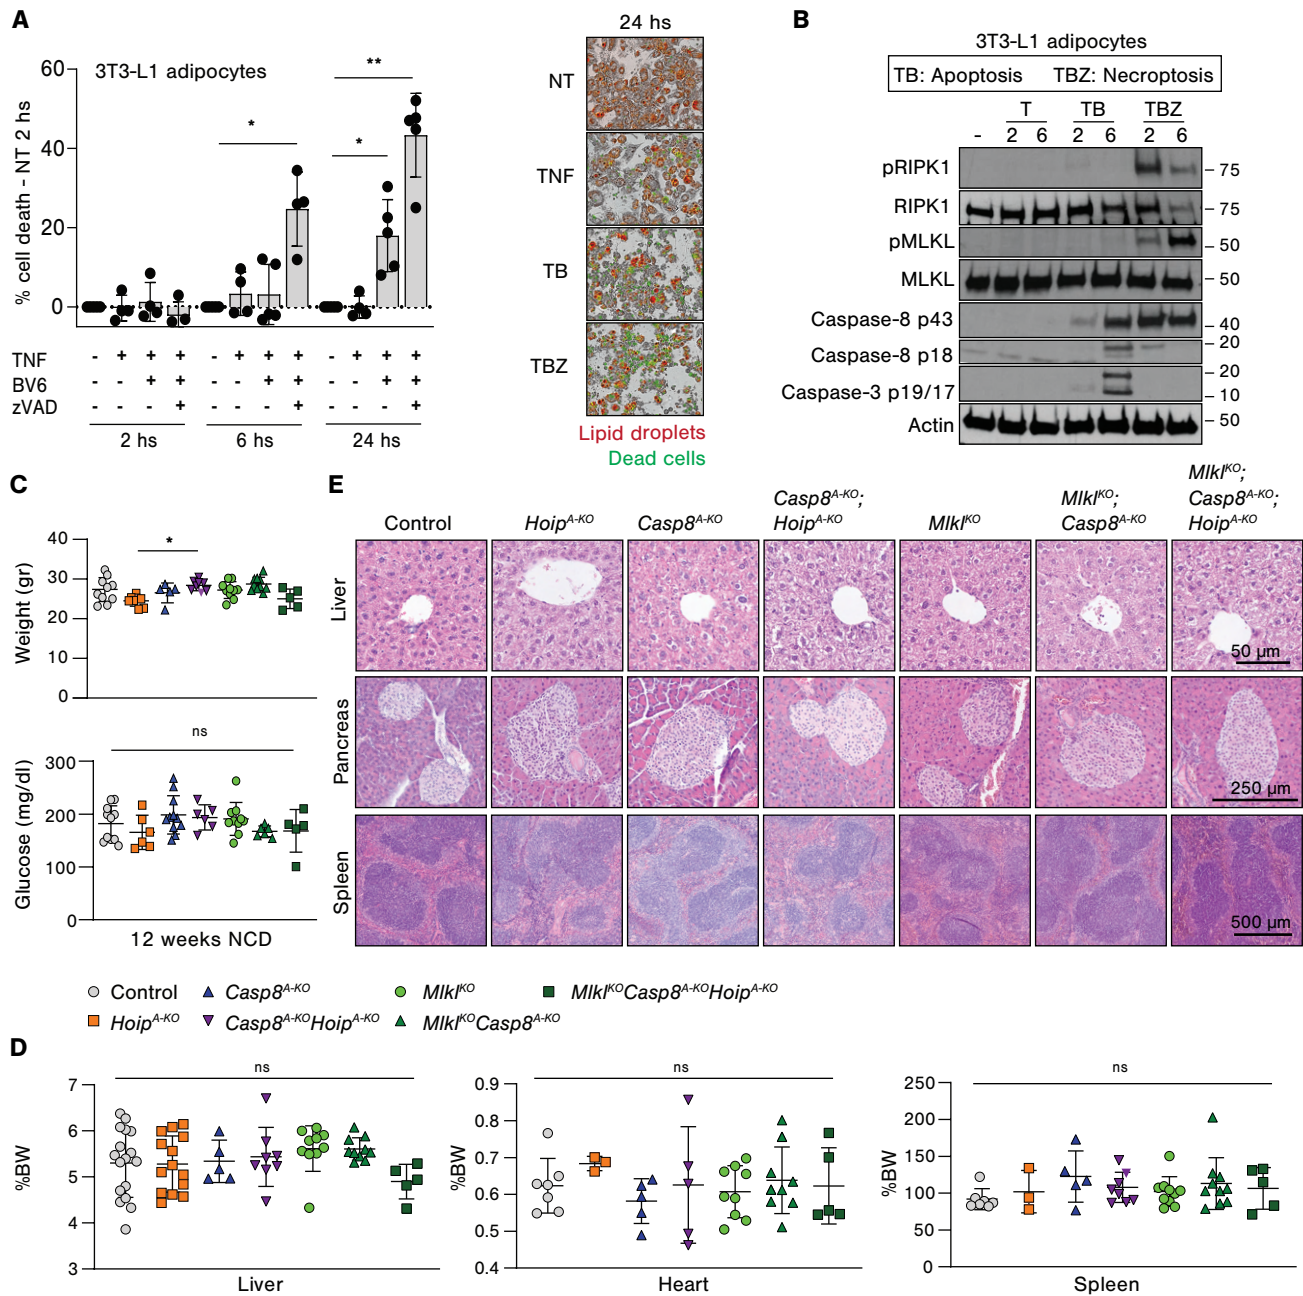

**Supplementary Fig. 10. Caspase-8 deletion fully rescues *Hoip*<sup>A-KO</sup> spontaneous lipodystrophy.** Related to Figure 6

(A) Percentage of cell death in 3T3-L1 differentiated mouse adipocytes treated with apoptotic (TNF+BV6) or necroptotic (TNF+BV6+zVAD) stimuli, measured by flow cytometry (left). The non-treated 2-hour condition was used as the basal level of cell death and subtracted from each independent experiment (n: 4). Representative images of mouse adipocytes after 24 hours of the indicated treatments are shown (right); green: dead cells, orange: lipid droplets. (B) Western blot for the indicated proteins from 3T3-L1 differentiated mouse adipocytes after the specified treatments (n: 4). (C–E) Evaluation of mutant 12-week-old males fed a normal chow diet (NCD) (n: 5–12): body weight and blood glucose at endpoint (C), tissue weight relative to total body weight (D), and representative H&E images of BAT and ScWAT (E). All values represent mean  $\pm$  SD. Statistics: One-way ANOVA of selected groups with Bonferroni correction for multiple comparisons. p-values GP: (#) p<0,0001, (\*\*\*) p<0,0002;(\*\*) p<0,0021; (\*) p<0,0332; (ns) p>0,0333.

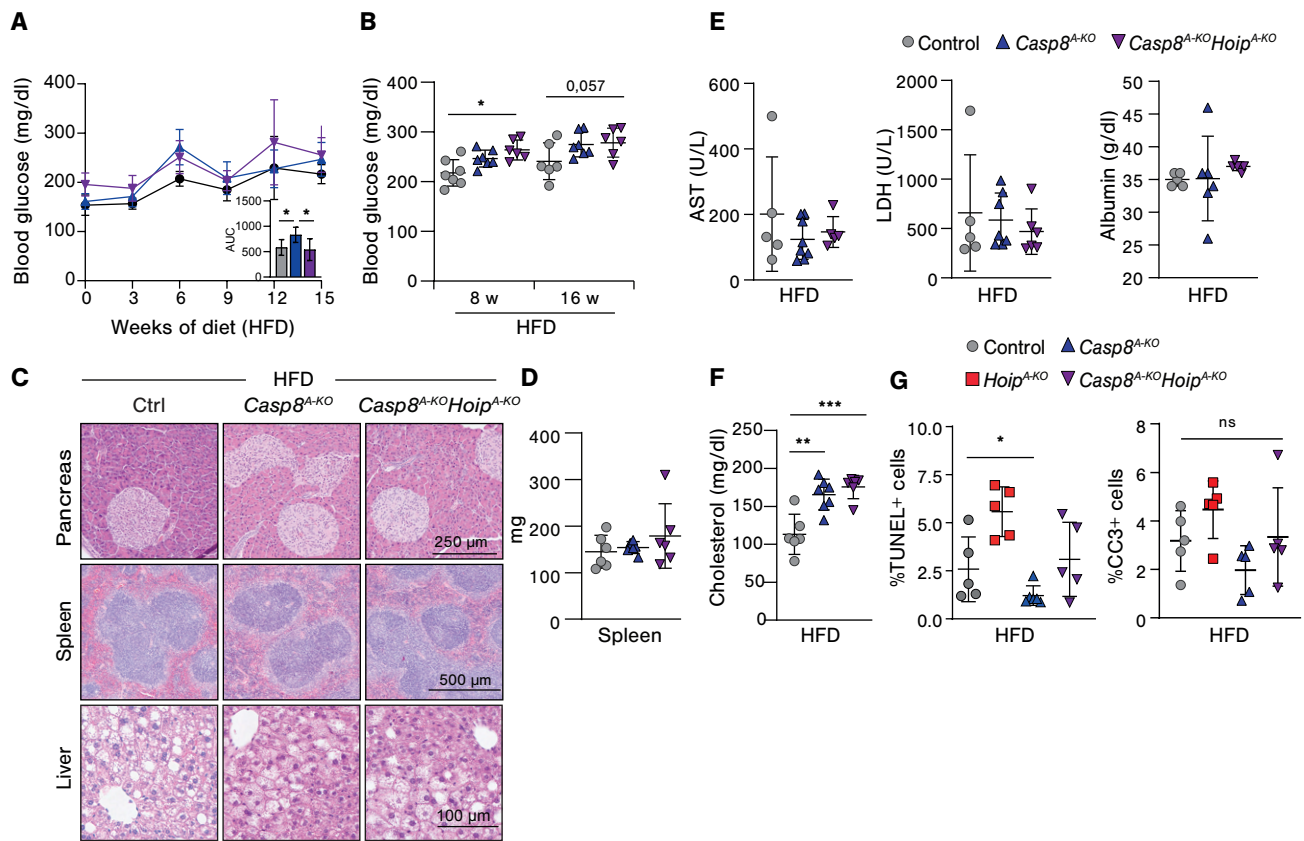

**Supplementary Fig. 11. Caspase-8 deletion in adipocytes fully rescues *Hoip*<sup>A-KO</sup> predisposition to MASLD under HFD.** Related to Figure 7

(A) Normal-fed blood glucose during HFD (n: 5-7). (B) Fasting glucose at 8 or 16 weeks of HFD (n: 5-7). (C) Representative H&E images of pancreas, spleen, and liver after 16 weeks of diet. (D) Spleen weights after 16 weeks of diet (n: 6-7). (E) Serum levels at 16 weeks of HFD: AST, ALT, and albumin and (F) total cholesterol (n: 5-7) (G) Quantification corresponding to Fig. 7I, expressed as the percentage of dead cells in GWAT (TUNEL or CC3+ cells) after 16 weeks of HFD (n: 5-6). All values represent mean  $\pm$  SD. Statistics: One-way ANOVA with selected pair comparisons followed by Bonferroni correction. p-values GP: (#)  $p < 0.0001$ , (\*\*\*)  $p < 0.0002$ ; (\*\*)  $p < 0.0021$ ; (\*)  $p < 0.0332$ ; (ns)  $p > 0.0333$ .

## **Supplementary Movies 1 and 2 legends:**

### **Movie 1: GWAT live photon microscopy imaging for WT 12 weeks old males.**

Representative video of 3 mice. 45 minutes before recording, the mice received bolus tail vein injections with the following markers: red: TMRE (mitochondrial membrane potential marker), blue: Hoechst (nuclear marker), pink: Propidium Iodide (cell death/membrane permeabilization), green: fluorescein-coupled dextran (blood flow). Epididymal fat was exposed and placed on a coverslip fixed on an image platform.

### **Movie 2: GWAT live photon microscopy imaging for *Hoip*<sup>A-KO</sup> 12 weeks old males.**

Representative video of 3 mice. 45 minutes before recording, the mice received bolus tail vein injections with the following markers: red: TMRE (mitochondrial membrane potential marker), blue: Hoechst (nuclear marker), pink: Propidium Iodide (cell death/membrane permeabilization), green: fluorescein-coupled dextran (blood flow). Epididymal fat was exposed and placed on a coverslip fixed on an image platform.

## **Supplementary Tables S1-S5 are available as individual excel files containing:**

**Table S1:** Lipidomic analysis for Triglycerides of livers after 16 weeks of Control Diet (CD) and 60% High fat diet (HFD).

**Table S2:** Lipidomic analysis for Diglycerides of livers after 16 weeks of CD and HFD.

**Table S3:** Lipidomic analysis for Cholesterol Esters of livers after 16 weeks of CD and HFD.

**Table S4:** Differential expression analysis (DEA) from Bulk RNAseq of GWAT after 16 weeks of CD and HFD.

**Table S5:** Data collection for correlation plots from Bulk RNAseq of GWAT after 16 weeks of CD and HFD.

How the deposited data were processed for this re-analysis (not part of the article)

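The data are bulk RNA sequencing of GWAT from WT and HoipA-KO mice after 16 weeks on CD or HFD, in 4 groups of 3 libraries with RNA of 3 mice pooled in each. The authors trimmed the reads with Trim Galore, aligned them with STAR and estimated counts per gene with Salmon in the nf-core pipeline, and they deposited these estimated counts for all 55281 annotated genes and for the 21646 protein-coding genes, without normalization. The counts are not all whole numbers and each library has its own total, while the identifiers are those of mouse genes. The methods name a human assembly, so positions, gene length and GC content were not used. The authors also deposited DESeq2 results on protein-coding genes for HoipA-KO against WT on CD, for HoipA-KO against WT on HFD and for WT HFD against WT CD. In these tables the log2 fold changes were fitted by the authors with DESeq2, with and without shrinkage, and the p-values are the authors' from DESeq2's Wald test, with Benjamini-Hochberg adjustment. The score deposited beside each p is DESeq2's Wald statistic, and the mean signal per gene that the authors deposited is the mean of DESeq2's normalized counts, which is not used here. The CPM values were made by the authors from the protein-coding counts of each library divided by their total, cover 11 libraries over the tables and leave out WT CD replicate 3. Table S4 and fig. S6B leave out this library as well. The methods say in general that tissue samples were excluded where the extraction of RNA or protein failed, without naming this library, and they name no model formula for GWAT.

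The comparisons here take the same 11 libraries as the paper, and the main values are given over all 12 libraries as well. Estimated counts were rounded to whole numbers, filtered with filterByExpr, normalized by TMM and fitted in 1 negative binomial model of the 4 groups without a block. Contrasts were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, namely HoipA-KO against WT on each diet, HFD against CD in each genotype, HoipA-KO CD against WT HFD, and the interaction of genotype and diet. Log2 fold changes use edgeR's prior count of 0.125. The smallest library had 30513500 counts and the largest 60540260, and 3 counts were taken as the floor of a library. CPM values are normalized by TMM over the 11 libraries, except those of WT CD replicate 3 and of transcripts from other tissues, which are normalized over all 12. Standard errors of log2 fold changes are approximate. Each is the absolute log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. SD values are between pools, and no p is given across genes because genes are not independent replicates. Work was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0.

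The correlation of Fig. 4A was computed as Pearson's r across genes between the log2 fold changes of HoipA-KO CD and WT HFD, each against WT CD, and set against 100 data sets simulated from the fitted means and dispersions with no difference between groups. Pathway enrichment used fgsea's preranked test with 10000 permutations and seed 123 on 8 lists, those for apoptosis, pyroptosis, necroptosis, ferroptosis, the NF-κB pathway, NF-κB targets, MAPK and extracellular matrix, and on Reactome sets. The 18 lists of cell type markers cover adipocytes, macrophages, lipid-associated and M2-like macrophages, monocytes, dendritic cells, neutrophils, mast cells, B, T and NK cells, stem and progenitor cells, endothelial, lymphatic endothelial and mesothelial cells, pericytes, proliferating cells and epididymal epithelium. They were summarised per library as the mean of log2(CPM + 1) and tested with limma's fry, adjusted over the 18 lists. Respiratory chain genes were taken by the start of the gene symbol, which also matches assembly factors with the same prefixes, and tested with fry. The lists were written from general knowledge and stand in for the paper's gene sets and its single-nucleus reference, which are not used here.

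Genes named in the text are those the paper names, those of figs. S2E and S3D, the most abundant members of a list where an example was needed, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among genes past the threshold, with a mean of at least 10 CPM over all 12 libraries and no overlap between the groups' libraries. Genes of transcripts from other tissues, and Cd163 and the other genes of single sentences of the additional observations, were named after their values were seen.

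Alternatives were DESeq2's size factors or library size in place of TMM, no filter on low counts or at least 10 counts in every library, and protein-coding genes only. Further ones were all 12 libraries, a block for the replicate number, only the 2 groups compared, and DESeq2's Wald test in place of edgeR. Thresholds of 0.01 or of 1 on the log2 scale were tried as well, as was leaving out each library in turn. For r they were Spearman's rho, a prior count of 5 and separate control libraries for the comparisons. For lists they were fry, camera with a preset correlation of 0.01, camera with an estimated correlation, Reactome sets, the median in place of the mean, and a pseudocount of 0.1. DESeq2's test on protein-coding genes, with 11 and with 12 libraries, and r without genes that differ more than 8 times between WT CD replicates 1 and 2 were added after the data had been seen.

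The pipeline was tested on simulated data with the design and depth of these libraries. Of 197 genes changed on CD, 77 were called, or 39.1%, with 4 false calls among 18139 genes tested, and 0 genes were called in a comparison without a change. Fry and fgsea each found the 1 changed list and called 0 of 50 random lists. The genes were simulated independently of each other, so this does not test false calls for lists whose genes are correlated. Table S4 was read in part, 1889 of its 1948 genes, and no enrichment was computed on it. Data of the paper other than these libraries were not analysed here.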

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

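The tests of RNA from other tissues, and the tests of the response to HFD in HoipA-KO mice, were chosen after the results were seen, and the other tests were not.

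The effect of HOIP loss differed between the diets in a test of that difference. The interaction of genotype and diet passed an adjusted p of 0.05 in 721 genes, 61 with a positive and 660 with a negative estimate (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did so in 502 over all 12 libraries, 443 of them shared. DESeq2's Wald test gave a less one-sided balance, with 922 positive and 1448 negative estimates. Of the 721 genes, 717 were among the 2731 that HFD changed in WT mice. In HoipA-KO mice HFD changed 0 genes. Of the 18427 tested 415 had an unadjusted p under 0.05, a smaller share than the 0.05 expected where no gene changes. A spread between libraries that hid a response as large as that of WT mice would leave these 2731 genes with a similar median change in HoipA-KO, but it was -0.0085 in the direction of the WT change, against 1.78 in WT, and 48.5% of the genes moved the same way. The 1723 genes raised in WT had a median of -0.017 in HoipA-KO and the 1008 lowered in WT a median of -0.0023. A difference in library size would lower the number with all libraries thinned to 30513446 counts, which gave 664 genes. The normalization moved it little, to 690 with DESeq2's size factors and 816 with library size alone. The number rests on several libraries, since it was 1 without HoipA-KO HFD replicate 3 and 2 without HoipA-KO CD replicate 1 or replicate 2. It was 4 without HoipA-KO CD replicate 3 or WT HFD replicate 2, 3 without HoipA-KO HFD replicate 1 and 226 without WT HFD replicate 3. A loss of the cells that respond would leave the genes that HFD raised in WT near their WT CD level in HoipA-KO CD, and so below WT HFD. Over these 1723 genes HoipA-KO CD lay above WT HFD by a median of 0.63, with medians of 0.53 to 0.86 in its 3 libraries, which argues against such a loss as the whole cause for these genes. Over the 1008 genes lowered in WT the median was -0.029, where a loss of cells and changes already present on CD cannot be told apart, since both put HoipA-KO CD at or below WT HFD. A candidate explanation that stays open is that HoipA-KO tissue on CD already has the changes that HFD brings in WT. No label of a sequencing batch was found for these libraries, so a batch was not tested.

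The macrophage list and the lipid associated macrophage list, genotype by diet interaction, passed a test of the same difference, with a median interaction of -2.25 (9 of 9 genes negative) and -3.93 (8 of 8). Each had an adjusted p of 0.0302 (limma's fry with Benjamini-Hochberg adjustment) and 0.0126 over all 12 libraries. None of the genes of the macrophage list is plotted by RNA in a figure of the study or is in another list, and of the other list 1 is in each. The paper does stain the protein that Adgre1 encodes. All of these genes were tested in this tissue. With HFD the macrophage list rose in WT by a median of 2.45 (adjusted p = 0.0109) and in HoipA-KO by 0.16 (adjusted p = 0.892, fry). The list of lipid-associated macrophages changed by 3.77 (adjusted p = 0.0120) in WT and -0.45 (adjusted p = 0.846, fry) in HoipA-KO. Over the alternatives the adjusted p ran from 3.23e-09 to 0.0980 for macrophages and from 2.43e-12 to 0.0891 for lipid-associated macrophages. Both interactions lost the threshold without WT HFD replicate 2 (-2.25 and -3.99) and without any 1 of the HoipA-KO libraries, such as HoipA-KO HFD replicate 1 (-2.10 and -3.62). The macrophage list also lost it with the replicate block. On CD the tables argue against a lower share of adipocytes alone, which would raise the markers of every other cell type alike. On CD the means of 16 lists lay up to 6.81 apart on the log2 scale, from 5.81 for lipid-associated macrophages to -0.99 for pericytes, with a spread of 0.554 between libraries. On HFD they lay 3.49 apart, from 2.78 for mast cells to -0.71 for pericytes, with a spread of 1.9. As these are the highest and lowest of 16 lists, a gap of this size against this spread cannot decide the question on HFD. What stays open is whether more macrophages or more RNA of these genes per macrophage explains the rise, which pooled tissue does not show.

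WT CD replicate 3, which the paper's comparisons leave out, had 19.8% of its counts in 3616 genes more than 8 times above every other library. The CPM values in this and the following paragraphs are normalized over all 12 libraries. The most abundant were Prm2 at 3150.1 and Odf2 at 2241 CPM, against at most 166 and 79.8 in any other library. Of a list of 10 genes of spermatogenic cells, written after such transcripts were seen and before the values of the listed genes were looked at, 9 were more than 10 times above every other library, with Tnp2 at 1316, Tnp1 at 948 and Meig1 at 608 CPM. The exception was Sycp3, with 85.6 in this library and 40.1 to 78.1 in WT HFD. Over the 11 other libraries 7 of the 10 genes had enough counts to be tested, 4 were above the floor in every library, and none is in another list or in a figure of the study. RNA from spermatogenic cells is therefore a candidate explanation. A library of another tissue in place of GWAT is argued against by the adipocyte list, whose mean lay 0.95 below replicates 1 and 2 (a difference of -0.95 on the log2 scale), at 8.57 against 10.1 and 8.92. Whether such RNA came in at dissection, at extraction or at sequencing was not tested, and the design gives no biological explanation.

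WT CD replicate 2, which the paper's comparisons use, had 6.87% of its counts in 361 genes more than 8 times above every other library. Crisp1 had 12989.5 CPM, Cuzd1 6365 and Adam7 2445. The list of 8 epididymal genes had 4 that were more than 10 times above the median of the other libraries, 1 of them, Lcn8, with only 0.0895 CPM. RNA from all segments of the epididymis would bring the others as well, so this is argued against. That explanation was first worded as RNA from epididymal epithelium and was narrowed after these values were seen. Of a further list of 8 epididymal genes, written after this result and before the values of its genes were looked at, all 8 were more than 10 times above the median, with Rnase9 at 847 and Wfdc10 at 698 CPM. Of the first list 1 gene and of the further list 0 were above the floor in every library, 7 of each were tested over 11 libraries, and none is in another list or in a figure of the study. RNA from part of the epididymis, which lies beside this fat depot, may explain these transcripts, as a hypothesis from the 8 of 8 genes. They enter the comparisons with WT CD, since of 376 tested genes in which this library was more than 8 times above every other library used, 295 were called lower in HoipA-KO on CD and 264 in the authors' deposited table. They are not the whole of the genes called lower, which number 3456. In 91.7% of these WT CD replicate 1 also lay above every HoipA-KO CD library, by any amount. Crisp1 meets this too, with 0.165 CPM in replicate 1 and at most 0.0613 in HoipA-KO CD, so this share does not separate transcripts of replicate 2 from falls seen in both replicates.

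HoipA-KO HFD replicate 1 had 1.12% of its counts in 53 genes more than 8 times above every other library, and Crisp1, which is not among them, had 1303 CPM in it. Smaller amounts of epididymal transcripts were found in HoipA-KO CD replicate 3, with Lcn5 at 64.4, and in HoipA-KO HFD replicate 3, with Lcn8 at 28.4 CPM. The further list had 1 gene, Defb42, at 84.0 CPM in HoipA-KO HFD replicate 1, and no list was tested in this library. No biological explanation was tested, since the design gives none.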

How the results depend on the processing

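The test on protein-coding genes with DESeq2 and r without genes that differ more than 8 times between WT CD replicates 1 and 2 were chosen after the data were seen, and the other alternatives were not. Where a value below changed, the cause was not tested unless it is stated.

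The genes changed in HoipA-KO against WT on CD (6947) stayed within 1.5 times in 22 of 24 alternatives. They were 3619 at an adjusted p under 0.01 and 4208 with only the 2 groups compared in the model. The genes changed in HoipA-KO against WT on HFD (2179) stayed so in 12 of 26 and genes changed in WT HFD against WT CD (2731) in 15 of 24. For genes changed in HoipA-KO CD against WT HFD (2920) this held in 12 of 26, and for genes with a genotype by diet interaction (721) in 9 of 23. At an adjusted p under 0.01 these 4 numbers were 185, 660, 129 and 2, a stricter threshold by construction. With a log2 fold change over 1 as well, 1378 remained on HFD and 1805 between HoipA-KO CD and WT HFD. With all 12 libraries the numbers were 503 on HFD and 999 between HoipA-KO CD and WT HFD. Neither comparison contains the added library, whose spread enters the model. DESeq2's Wald test gave 4365 on HFD, 4685 with HFD in WT, 8 with HFD in HoipA-KO, 4860 between HoipA-KO CD and WT HFD and 2370 for the interaction. On protein-coding genes, chosen after the data were seen, it gave 4098, 4291, 7, 4512 and 2227. With 12 libraries it gave 4 with HFD in HoipA-KO and 1757 for the interaction. With only the 2 groups compared, 0 genes passed with HFD in WT, with 4666 at an unadjusted p under 0.05. Between HoipA-KO CD and WT HFD 4610 passed. Library size in place of TMM left the number on HFD at 2412 but changed its balance, from 774 higher and 1405 lower to 1279 higher and 1133 lower. It moved the median log2 fold change of all genes with HFD in HoipA-KO from -0.015 to 0.090.

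Across fits that each left out 1 library, the number on CD ran from 5082 to 8264. On HFD it ran from 279 (without WT HFD replicate 1) to 3797 (without WT CD replicate 2), and with HFD in WT from 1045 (without WT HFD replicate 3) to 7046 (12 libraries without WT CD replicate 1). Between HoipA-KO CD and WT HFD it ran from 493 (without WT HFD replicate 1) to 4416 (without WT CD replicate 2), and for the interaction from 1 (without HoipA-KO HFD replicate 3) to 3550 (12 libraries without WT CD replicate 1). With HFD in HoipA-KO each of these fits gave 0 genes. The biological coefficient of variation fell from 0.394 to 0.325 without WT CD replicate 1 and 0.323 without WT CD replicate 2.

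The replicate number as a block left 1502 genes changed in WT HFD against WT CD and 377 genes with a genotype by diet interaction. The numbers do not pair the libraries across groups. Correlations of residuals between libraries with the same number had a median of 0.051 (15 pairs, -0.48 to 0.37, 5 over 0.1) and those between different numbers a median of -0.031 (30 pairs, 10 over 0.1), so a result that changed with the block is not read as weaker.

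The correlation of log2 fold changes over all genes (0.822) was 0.750 as Spearman's rho, 0.847 with a prior count of 5 and 0.875 over all 12 libraries. It was 0.904 with DESeq2 on protein-coding genes over 12 libraries and 0.776 without genes that differ more than 8 times between WT CD replicates 1 and 2. It ran from 0.789 (without WT HFD replicate 3) to 0.928 (12 libraries without WT CD replicate 1) when 1 library was left out. With separate control libraries it was 0.132 (WT CD replicate 1 for HoipA-KO CD and replicate 2 for WT HFD) and 0.459 (exchanged). Over 12 libraries, with WT CD replicate 1, 2 or 3 for HoipA-KO CD and the other 2 for WT HFD, it was 0.124, 0.562 and 0.516. With 2 of them for HoipA-KO CD and replicate 1, 2 or 3 for WT HFD it was 0.452, 0.398 and 0.344. Separate controls remove the error that both comparisons share, by construction. The 4 correlations within groups of significance moved beyond the spread between replicates in 57 cases, in no case to a negative value.

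In every alternative run, the adipocyte list on CD and on HFD, the macrophage list on CD and the pyroptosis list with HFD in WT stayed past the threshold in the same direction, and the apoptosis list with HFD in WT stayed short of it. For the apoptosis list, HoipA-KO against WT on CD, the score of 1.36 became 1.65 (adjusted p = 0.0158) over all 12 libraries and 1.87 with the Reactome set. Fry gave an adjusted p of 0.0121. For the apoptosis list, HoipA-KO against WT on HFD, the Reactome set gave 1.42. Leaving out 1 library gave -0.88 (without WT CD replicate 1) to 1.10 (without WT HFD replicate 3). The pyroptosis list, HoipA-KO against WT on CD, did not pass under camera with an estimated correlation (adjusted p = 0.0665). For the pyroptosis list, HoipA-KO against WT on HFD, the adjusted p was 0.0228 with fry, 0.00626 with camera and 0.0168 with the Reactome set (score 1.74). The score ran from 1.35 (without WT HFD replicate 1) to 1.66 (without HoipA-KO HFD replicate 1, adjusted p = 0.0402). Camera with an estimated correlation gave an adjusted p of 0.0684 for the NF-κB pathway list (NFkB pathway list, HoipA-KO against WT on CD) and 0.327 for the same list on HFD (NFkB pathway list, HoipA-KO against WT on HFD). It gave 0.390 for the MAPK pathway list, HoipA-KO against WT on CD. The Reactome set scored 1.35 (adjusted p = 0.129) and 1.08 (adjusted p = 0.363) for NF-κB on CD and HFD. For the MAPK pathway list, HoipA-KO against WT on HFD, the score ran from -0.63 (without HoipA-KO HFD replicate 2) to 1.19 (without HoipA-KO HFD replicate 1). For the ferroptosis list, HoipA-KO against WT on HFD, it ran from -0.80 (without WT HFD replicate 1) to 0.99 (without HoipA-KO HFD replicate 3).

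Changes in the medians of some other lists follow, with the totals over lists at the end of this paragraph. The lipid associated macrophage list, HoipA-KO against WT on HFD, and the mast list, HoipA-KO against WT on HFD, each lost the threshold in 6 of 17 alternatives, with medians of 1.11 to 2.57 and 1.93 to 3.72 when 1 library was left out. The pericyte list, HoipA-KO against WT on CD, lost it in 2 of 15 (all 12 libraries and camera, adjusted p = 0.170 and 0.0557), and the pericyte list, HoipA-KO against WT on HFD, in 8 of 17. The proliferating list, HoipA-KO against WT on CD, lost it over all 12 libraries (median 1.40, adjusted p = 0.0526). The M2 like macrophage list, HoipA-KO against WT on HFD, passed in 3 of 17, without WT CD replicate 1, WT CD replicate 2 or WT HFD replicate 3 (adjusted p = 0.0128). The macrophage list, HoipA-KO against WT on HFD, ran from 0.96 (without WT HFD replicate 1, adjusted p = 0.0635) to 1.68 (without WT HFD replicate 3). The respiratory chain genes, HoipA-KO against WT on CD, fell by 0.54 and did not pass over all 12 libraries (median -0.54). The respiratory chain genes, HoipA-KO against WT on HFD, ran from -0.25 to -0.10 with 1 library left out. None of the lists that follow passed the threshold in the fit reported. The adipocyte list, WT HFD against WT CD, had a median of -0.044 over all 12 libraries while its test turned positive. The M2 like macrophage list, HoipA-KO against WT on CD, had members going both ways, with a median of -0.43 without the filter on low counts and an adjusted p of 0.977 from camera. With 1 library left out its median was -0.49 to -0.34, and the direction that changed is that of the test. With 1 library left out, the neutrophil list, HoipA-KO against WT on HFD, ran from -0.77 (without HoipA-KO HFD replicate 1) to 2.14, and the B list, HoipA-KO against WT on HFD, from -2.20 to -0.086 (without WT HFD replicate 1). The NK list, HoipA-KO against WT on HFD, ran from -0.092 (without WT HFD replicate 2) to 0.49, and the mesothelial list, HoipA-KO against WT on HFD, from -0.53 (without WT HFD replicate 3) to 0.21. The lymphatic endothelial list, HoipA-KO against WT on CD, ran from 0.28 to 0.77, and the lymphatic endothelial list, HoipA-KO against WT on HFD, from -1.26 to -0.18 (without WT HFD replicate 1). Of 60 further results of lists, 25 kept direction and call throughout and 51 never changed direction. Of 106 changes in all, 57 lost and 31 gained the threshold and 18 reversed. Of 34 means of lists, 27 stayed within the spread between replicates.

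Of 124 results for named genes, 43 kept direction and call throughout and 116 never changed direction. Of 315 changes, 193 lost the threshold, 38 gained it, 66 moved without a test and 18 reversed. Rnf31, HoipA-KO against WT on CD, was 0.076 over all 12 libraries and ran from -0.28 to 0.21 (12 libraries without WT CD replicate 1) with 1 library left out. Cd36, HoipA-KO against WT on HFD, was 0.013 with DESeq2's size factors, 0.044 with library size and 0.016 with DESeq2. It ran from -0.43 (without HoipA-KO HFD replicate 2) to 0.18 (without HoipA-KO HFD replicate 1). Adipoq, WT HFD against WT CD, ran from -0.71 (without WT CD replicate 2) to 0.50 (12 libraries without WT CD replicate 1). Lep, HoipA-KO against WT on CD, ran from -1.19 (without WT CD replicate 2) to 0.71 (without WT CD replicate 1), and Lsr, HoipA-KO against WT on CD, from -1.80 (without WT CD replicate 1) to 0.85 (without WT CD replicate 2). Il1b, HoipA-KO against WT on HFD, ran from -0.022 (without HoipA-KO HFD replicate 1) to 0.93, and Mlkl, HoipA-KO against WT on HFD, from -0.029 (without HoipA-KO HFD replicate 2) to 0.37. Mlkl, WT HFD against WT CD, ran from -0.048 (without WT CD replicate 2) to 1.24 (without WT CD replicate 1).

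The depth limits genes at or under the floor of 3 counts, such as Eef1a2 in WT CD and Pnpla5 in HoipA-KO, for which no fold change is given. No call is given where 1 WT CD library was left in a comparison with WT CD. The Reactome sets had no counterpart for every list, so this alternative was run for 19 of 25 results of pathway lists.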

Differences from the paper's values

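No test of a cause was made for the differences below.

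The lowest of the correlations of log2 fold changes, over all genes and over genes grouped by significance in either or both comparisons, is the paper's 0.77, and here it was 0.822. Genes called in neither comparison (0.706 here) were taken as outside these groups, which the methods do not list 1 by 1. Of the alternatives set before the data were examined, at least 10 counts in every library (0.782) and leaving out WT HFD replicate 1 (0.763), replicate 2 (0.766) or replicate 3 (0.789) brought it within its error of 0.0261. DESeq2 on protein-coding genes over 12 libraries did so as well (0.787), a setting chosen after seeing the values. All 12 libraries (0.861), DESeq2's size factors (0.823), library size (0.825), no filter (0.813), protein-coding genes (0.837), a prior count of 5 (0.823), the replicate block (0.818), DESeq2's Wald test (0.816) and leaving out any other library did not. DESeq2 on protein-coding genes over 11 libraries, chosen after seeing the values, did not either (0.829). The highest is the paper's 0.94, and here it was 0.959, with an error of 0.0139. The replicate block (0.940) and leaving out WT HFD replicate 2 (0.951) closed this gap, and none of the other alternatives set before the data were examined did.

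Fig. S3F shows normalized enrichment scores for the paper's own gene sets, which are not those used here. For NF-κB on CD the paper's score is about 1.9 in fig. S3F, read by eye, and it was 2.26 here for the NF-κB pathway list. For NF-κB on HFD the paper's score is about 1.6 in fig. S3F, read by eye, and it was 1.94 here. For MAPK on CD the paper's score is about 1.5 in fig. S3F, read by eye, and it was 1.81 here. None of the alternatives set before the data were examined brought these 3 scores within their errors of 0.0647, 0.0489 and 0.0575, the SD over fits with 1 library left out, and for NF-κB on HFD all 12 libraries came nearest (1.69). For MAPK on HFD the paper's score is about -0.93 in fig. S3F, read by eye, and it was 0.96 here, which leaving out HoipA-KO HFD replicate 2 changed to -0.63 (MAPK pathway list, HoipA-KO against WT on HFD), within the error of 0.512, and no other alternative set before the data were examined did.

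The paper states that over 3000 genes differ on each diet, and on HFD 2179 did here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number was above that limit with DESeq2's Wald test (4365), with only the 2 groups compared in the model (3038), without WT CD replicate 1 (3542) and without WT CD replicate 2 (3797). It was 4098 with DESeq2 on protein-coding genes, a setting chosen after seeing the values. It was below it with DESeq2's size factors (2434), library size (2412), no filter (1575), at least 10 counts in every library (2663), protein-coding genes (2370), the replicate block (2561) and all 12 libraries (503), and when any other library was left out.

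The paper states that both NF-κB and MAPK pathways are raised in HoipA-KO mice. On HFD the MAPK pathway list did not pass in any alternative, with an adjusted p of 0.137 to 0.982. The paper states that apoptosis is enriched with HOIP loss, and the apoptosis list on CD scored 1.36 with an adjusted p of 0.106 (fgsea with Benjamini-Hochberg adjustment). All 12 libraries (1.65, adjusted p = 0.0158), fry (adjusted p = 0.0121) and the Reactome set (1.87, adjusted p = 9.79e-06) passed. On HFD the Reactome set alone did with fgsea (1.42, adjusted p = 0.0148), and with fry this set did not (adjusted p = 0.336). The paper states that the enrichment of necroptosis and ferroptosis was not significant, and the necroptosis list passed on CD (1.77, adjusted p = 0.00518, fgsea). It did not pass with the Reactome set (1.21, adjusted p = 0.231, fgsea) or with camera and an estimated correlation (adjusted p = 0.120), and it passed in every other alternative. The Reactome set itself passed with fry (adjusted p = 0.0021). The ferroptosis list passed on CD in 3 of 17 alternatives, among them all 12 libraries (1.55, adjusted p = 0.0346, fgsea). The paper states that pro-apoptotic genes are not raised by the diet itself, and with HFD in WT Bak1 rose by 0.97 (adjusted p = 0.0257) and Apaf1 by 1.47 (adjusted p = 0.0139, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bak1 did not pass with the replicate block (adjusted p = 0.0671) or without WT HFD replicate 2 (adjusted p = 0.0709) or replicate 3 (adjusted p = 0.0942). The paper states that BAK is higher in HoipA-KO mice, and Bak1 on HFD was not called (0.59, adjusted p = 0.0837). It was called with DESeq2's Wald test (adjusted p = 0.0228), with library size (adjusted p = 0.0345) and without WT HFD replicate 3 (adjusted p = 0.0440) or HoipA-KO HFD replicate 1 (adjusted p = 0.0477). Fig. S3D marks Tnf and Itgax as raised on HFD, and here they had an adjusted p of 0.0800 and 0.0952. DESeq2's Wald test called both (0.00979 and 0.0204), leaving out WT CD replicate 1 (0.0418) or replicate 2 (0.0330) called Tnf, and leaving out WT HFD replicate 3 called Itgax (0.0276). The paper proposes that immune cells other than macrophages did not seem to be greatly affected, and fig. S3C shows no rise of mast cells in HoipA-KO mice. The mast cell list here rose by a median of 6.96 on CD and 2.47 on HFD (adjusted p = 0.00575 and 0.0303, limma's fry with Benjamini-Hochberg adjustment). On HFD it lost the threshold in 6 of 17 alternatives, with an adjusted p of at most 0.0881. The paper states that pyroptosis genes are enriched in WT HFD as much as in HoipA-KO CD, and fry put HoipA-KO CD higher (adjusted p = 0.00994) while fgsea over 11 libraries did not (adjusted p = 0.0789). Of 20 alternatives 9 put it higher past the threshold, among them all 12 libraries (adjusted p = 0.0396) and the Reactome set (2.04, adjusted p = 0.000300), and camera with an estimated correlation did not (adjusted p = 0.241).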

Other observations

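The test of the genes called lower on CD against transcripts of WT CD replicate 2, that of r without genes that differ between WT CD libraries and that of the response to HFD in HoipA-KO mice were chosen after the results were seen, and the splits, the simulations and the thinning were not.

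Other splits of the same libraries mix libraries of the groups compared. Where these groups differ, the difference adds to the spread within a split, so few or no calls follow by construction. For HoipA-KO against WT on CD, HoipA-KO against WT on HFD, WT HFD against WT CD and HoipA-KO CD against WT HFD, 1 of the 10 splits, the real one, gave as many genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each of the others gave 0. The same held for HoipA-KO against WT on CD and WT HFD against WT CD with all 12 libraries. For HoipA-KO HFD against HoipA-KO CD all 10 of the 10 splits gave 0 genes, as the real one did, with 415 at an unadjusted p under 0.05 in the real split. As 10 splits never give a share under 0.1, the groups and a grouping by chance cannot be told apart by this test alone.

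A difference in library size between groups is argued against, since with every library thinned to 30513446 counts 6600 genes were called on CD, 2257 on HFD and 2892 between HoipA-KO CD and WT HFD. The most abundant gene took 1.03 to 4.33% of counts, and the ribosomal RNA gene Rn18s-rs5 took 0.115 to 4.03%, with the lowest values in HoipA-KO HFD replicates 3 and 1.

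The correlation between the effects of HOIP loss and of HFD shares the WT CD libraries, and the highest r among 100 data sets simulated without a difference was 0.661, below the observed 0.822. Transcripts present in 1 WT CD library only would add to it, and without the 530 genes that differ more than 8 times between WT CD replicates 1 and 2 r was 0.776. The second test argues against such transcripts as the whole cause of r. The simulation cannot decide, since it gave every library the same spread, and WT CD replicates 1 and 2 differed more than replicates of the other groups. How much of r is due to the shared libraries stays open, since with separate control libraries r was 0.132 and 0.459 and each control was then 1 library.

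The 3456 genes called lower in HoipA-KO on CD include transcripts that may come from the epididymis. In 295 of them WT CD replicate 2 was more than 8 times above every other library used, so transcripts that far above are not the cause of most. In 91.7% WT CD replicate 1 also lay above every HoipA-KO CD library. That test sets no size for the difference and is met by Crisp1 too, so it does not show which falls are present in both replicates.

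The absence of calls with HFD in HoipA-KO mice is not explained by a spread between libraries that hides a response as large as that of WT, as the genes that HFD changed in WT had a median change of -0.0085 in HoipA-KO.

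The list of M2-like macrophages (8 genes, all tested, none in another list or shown as RNA in a figure of the study, which stains the protein CD163) did not pass in HoipA-KO on CD (median -0.38, adjusted p = 0.868, 3 genes called higher and 2 lower) or on HFD (-0.90, adjusted p = 0.0898). It rose with HFD in WT (1.10, adjusted p = 0.00546) and was lower in HoipA-KO CD than in WT HFD (-1.16, adjusted p = 0.00904, limma's fry with Benjamini-Hochberg adjustment). Of its genes Cd163, named here after its value was seen, fell by 2.37 on CD (standard error 0.21, adjusted p = 0.000452, and 0.000111 over 12 libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On HFD it fell by 1.82 (standard error 0.20, adjusted p = 0.00723, and 0.0163 over 12 libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 38.9 ± 12.9 CPM (SD, n = 2 pools) in WT CD, 48.0 ± 6.15 (n = 3) in WT HFD, 7.30 ± 0.330 in HoipA-KO CD and 13.8 ± 0.590 in HoipA-KO HFD, with 33.6 in WT CD replicate 3.

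The list of epididymal epithelium (8 genes, 7 tested) did not pass on CD (adjusted p = 0.532) or HFD (adjusted p = 0.604, fry), with most of its genes at the floor in most libraries, so no median is given. Of the other lists, 3 of 23 apoptosis, 1 of 11 pyroptosis, 4 of 8 necroptosis, 13 of 43 NF-κB pathway, 8 of 22 NF-κB target, 1 of 50 MAPK and 1 of 15 extracellular matrix genes are also in another list. In figures of the study are 1 pyroptosis gene, 3 NF-κB target genes and 1 monocyte gene.

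Of the other genes of the linear ubiquitin chain assembly complex, Sharpin was called higher in HoipA-KO on CD (0.42, adjusted p = 0.0333) and HFD (0.46, adjusted p = 0.0391), and Rbck1, which encodes HOIL-1, was called on neither (0.12 and 0.16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).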
